# Toxicity of Metal Oxide Nanoparticles: Looking through the Lens of Toxicogenomics

**DOI:** 10.3390/ijms25010529

**Published:** 2023-12-30

**Authors:** Andrey Boyadzhiev, Dongmei Wu, Mary-Luyza Avramescu, Andrew Williams, Pat Rasmussen, Sabina Halappanavar

**Keywords:** nanotoxicology, nanomaterials, canonical pathways, omics, enrichment analysis, potency ranking, BMC modelling

## Abstract

The impact of solubility on the toxicity of metal oxide nanoparticles (MONPs) requires further exploration to ascertain the impact of the dissolved and particulate species on response. In this study, FE1 mouse lung epithelial cells were exposed for 2–48 h to 4 MONPs of varying solubility: zinc oxide, nickel oxide, aluminum oxide, and titanium dioxide, in addition to microparticle analogues and metal chloride equivalents. Previously published data from FE1 cells exposed for 2–48 h to copper oxide and copper chloride were examined in the context of exposures in the present study. Viability was assessed using Trypan Blue staining and transcriptomic responses via microarray analysis. Results indicate material solubility is not the sole property governing MONP toxicity. Transcriptional signaling through the ‘HIF-1α Signaling’ pathway describes the response to hypoxia, which also includes genes associated with processes such as oxidative stress and unfolded protein responses and represents a conserved response across all MONPs tested. The number of differentially expressed genes (DEGs) in this pathway correlated with apical toxicity, and a panel of the top ten ranked DEGs was constructed (Hmox1, Hspa1a, Hspa1b, Mmp10, Adm, Serpine1, Slc2a1, Egln1, Rasd1, Hk2), highlighting mechanistic differences among tested MONPs. The HIF-1α pathway is proposed as a biomarker of MONP exposure and toxicity that can help prioritize MONPs for further evaluation and guide specific testing strategies.

## 1. Introduction

Engineered metal oxide nanoparticles (MONPs) are increasingly investigated for their applications in engineering and biomedical fields due to their attractive physical and chemical properties. MONPs have been used in the production of electronics, energy generation and catalysis, biomedicine, and have even seen incorporation into personal care products and foods [1,2,3]. Market research indicated that the global MONP market was valued at 0.9 billion USD in 2021 and is expected to double in value by 2030 [4]. This has resulted in an increased risk of human exposure to these materials in occupational settings, including through the pulmonary system when handling the dry material or via the processing of MONP-containing products [5,6]. However, the human health impacts of exposure to these materials are not entirely understood.

Epidemiological or cohort studies focusing on human pulmonary exposure to engineered MONPs to date are few, but a handful of studies have shown that workers involved in the manufacturing of titanium dioxide (TiO_2_) and human volunteers exposed to engineered zinc oxide (ZnO) nanoparticles (NPs) present elevated levels of markers of cardiopulmonary and systemic toxicity, respectively [6]. For workers employed in TiO_2_ NP manufacturing facilities, elevated levels of leukotrienes (markers of inflammation) in exhaled breath condensate were shown to be positively associated with exposure to TiO_2_ NPs [7,8]. In another study, in a Chinese TiO_2_ manufacturing plant, where 39% of the airborne particle fraction was nanoscale, increased levels of surfactant protein D (SP-D, a marker of inflammation), superoxide dismutase and malondialdehyde (indicative of oxidative stress), and pro-inflammatory markers interleukin-6 and interleukin-1β were observed in the serum of exposed workers [9]. With respect to ZnO exposure, human volunteers exposed to 0.5–2 mg/m^3^ ZnO NPs (primary particle size of 10 nm) via inhalation resulted in symptoms of systemic toxicity known as metal fume fever, including elevated body temperature and elevated levels of acute phase proteins and neutrophils in the serum [10]. Systemic symptoms of toxicity became clear at and above 1 mg/m^3^ ZnO NPs, which is below international workplace exposure limits for respirable ZnO dust (available through the GESTIS—Substance Database, https://limitvalue.ifa.dguv.de/, accessed on 1 October 2023).

Activities such as welding can lead to the generation of incidental MONPs. Welding fumes have been classified as Group 1 carcinogens by the International Agency for Research on Cancer, based on evidence presented in over 30 occupational and population cohort studies showing an increased risk of lung cancer in welders and workers exposed to welding fumes [11]. The composition of welding fumes is heterogeneous, but research has shown that MONPs are present within lesions found in the lungs of welders and are at least partially responsible for the lung pathologies reported in these individuals [12]. While limited in scope, the above studies show that there is a human health risk associated with pulmonary exposure to MONPs and that the potential toxicity is not the same across MONP types.

In both animal and cell model systems, exposure to MONPs is shown to result in varying degrees of toxicity (recently reviewed in [1,13,14,15,16,17,18,19]). For example, C57BL/6 mice exposed to low and moderate doses of insoluble TiO_2_ NPs via single intratracheal instillation developed an acute inflammatory response 24 h post-exposure, which was resolved by the 28 day post-exposure timepoint [20], whereas single intratracheal instillation of high doses of TiO_2_ NPs in C57BL/6 mice resulted in a subtle fibrotic response 90 days post-exposure [21]. Acute inflammation is also a hallmark of pulmonary exposure to soluble MONPs such as ZnO and copper oxide (CuO), which have been shown to proceed to fibrotic or emphysemic outcomes depending on the model organism, method of exposure employed, and duration of exposure. In rats exposed via nose-only inhalation to CuO NPs, acute lung inflammation, emphysema, and gene expression changes related to inflammation were noted one day post-exposure, which mostly resolved after a 22 day recovery period [22,23]. On the contrary, intranasal administration of CuO NPs in C57BL/6 mice resulted in a fibrotic outcome 21 days post-exposure [24], which was also observed following intratracheal instillation of ZnO NPs in C57BL/6 mice 2 months post-exposure [25].

In cell model systems, cytotoxicity and oxidative stress have been commonly reported after exposure to MONPs, with soluble MONPs generally presenting stronger responses compared to insoluble or poorly soluble MONPs [26,27,28]. In vitro mechanistic research has shown that MONPs exert their toxicity through (1) the production of reactive oxygen species (ROS), (2) particle dissolution and subsequent metal ion toxicity, and (3) direct interaction between the MONP and cellular components such as membranes or organelles [16,19,29,30]. These mechanisms can then lead to DNA damage, homeostasis disruption, organelle damage, pro-inflammatory signaling, and calcium signaling alterations. The specific mechanisms and severity of adverse outcomes are influenced by the physicochemical properties of the MONPs, one of the most important of which is particle solubility in biological environments.

Previous research has shown that MONP dissolution is a function of time, particle concentration, particle size, chemical composition, and the solvent medium [31,32]. Due to the time-dependent nature of dissolution, the toxicity of soluble MONPs is a function of both the particulate and dissolved species, whereas MONPs with negligible solubility induce toxicity through interactions with the particle surface. A knowledge gap exists, however, concerning the contribution of the dissolved and particulate species to response over timepoints relevant to MONP dissolution. It is also not completely understood if soluble, poorly soluble, and insoluble MONPs act via similar toxicity mechanisms. Toxicogenomics (application of genomics technologies to study the adverse effects of exposure to substances) tools are particularly well suited for filling this data gap, as they provide mechanistic toxicity information through the analysis of the proteome, genome, or transcriptome of a model system. Recently, using in vitro global transcriptional analysis and cytotoxicity monitoring, Boyadzhiev et al., 2021 demonstrated that, for CuO NPs showing moderate solubility in cell culture medium, the toxicity is potentiated by the particle size, even though apical and molecular responses may be qualitatively similar between NP and dissolved Cu exposures [33]. Furthermore, the same authors recently examined the DNA damage potential of ZnO, CuO, and TiO_2_ NPs, associated microparticles (MPs), and metal chloride salts and showed that ZnO NPs and MPs behaved similarly to dissolved Zn with respect to DNA damage induction, whereas significant differences were observed between CuO forms, with only NPs inducing DNA damage compared to MPs or dissolved Cu [34]. For the TiO_2_ NPs of negligible solubility tested, silica and silica-alumina coatings and a rutile crystal structure potentiated a muted DNA damage response. These studies showed that (1) soluble MONPs can induce pronounced cytotoxic, transcriptional, and genotoxic responses, but the relative influence of the dissolved and particulate species is chemical compound dependent, and (2) the surface chemistry of MONPs exhibiting negligible solubility is important to their response. Additional research is necessary to ascertain whether these observations hold true for MONPs in a broader sense, in which case prioritization and grouping strategies for nanomaterial risk assessment may be expedited.

The objective of the present study was to assess the mechanisms of toxicity of MONPs in lung cells and the influence of material solubility on response. For this purpose, mouse lung epithelial cells (FE1) were exposed to ZnO, nickel oxide (NiO), aluminum oxide (Al_2_O_3_), and TiO_2_ MONPs with varying solubility in cell culture medium, as well as metal chloride and bulk (metal oxide microparticle; MOMP) analogues for 2–48 h. Cytotoxicity and global transcriptional changes were assessed via trypan blue staining and microarray analysis, respectively. Benchmark concentration (BMC) modeling was used to delineate differences in potency between the MONPs and their different forms. Previously published viability and transcriptomic responses of CuO NPs, MPs, and CuCl_2_ from Boyadzhiev et al., 2021, were used for comparison with the results of the present study.

## 2. Results

### 2.1. Exposure Characterization

For CuO, ZnO, and TiO_2_ NPs, transmission electron microscopic (TEM) imaging was previously conducted [33,34], and the results showed their measured particle sizes to be <50 nm. The TEM sizing of both NiO and Al_2_O_3_ NPs also showed mean measured particle sizes <50 nm (Table 1, Figure S1).

The aspect ratio of the measured particles showed that four out of five MONPs had a spherical morphology, while Al_2_O_3_ NPs exhibited a rod-like morphology (Table 1). Dynamic light scattering (DLS) and electrophoretic light scattering (ELS) analyses showed that mean aggregate sizes did not exceed 450 nm, and all particle suspensions presented a negative surface charge in cell culture medium based on zeta potential (Table 1). With respect to the distribution of aggregate sizes, the polydispersity index (PDI) ranged from 0.23 (TiO_2_ NPs) to 0.52 (ZnO NPs), with the CuO NPs previously examined producing the most monodisperse suspension with a PDI of 0.174 (Table 1).

With respect to MOMPs, scanning electron microscopy (SEM) images showed a roughly spherical morphology for NiO and Al_2_O_3_ MPs (Figure S2), which was also reported for CuO and TiO_2_ MPs, while ZnO MPs had a fraction of rod-shaped particles present [33,34]. Particles under 100 nm in size could be seen within aggregates of NiO MPs (Figure S2), as well as for ZnO and TiO_2_ MPs [34].

For the metal chloride solutions, both ZnCl_2_ and NiCl_2_ were soluble in cell culture medium, but not AlCl_3_, which was soluble in water but immediately formed a precipitate in cell culture medium (Figure S3).

Dissolution testing for all relevant MONPs and MOMPs was carried out by Avramescu et al., 2020 [31] and Avramescu et al., 2023 [32], the results of which were used to inform the toxicity testing conducted in the present study (Table S1). MONPs were grouped as negligible (<1% dissolved), low (1–10% dissolved), moderate (10–70% dissolved), or highly soluble (>70% dissolved) according to Avramescu et al., 2023 [32], which was based on criteria reported in ENV/JM/MONO (2015) [35]. In cell culture medium, at a low initial concentration of 10 µg/mL, % dissolution varied in the following order: ZnO NPs (94.5%, high), CuO NPs (12.6%, moderate), Al_2_O_3_ NPs (1.11%, low), and negligible for NiO NPs and TiO_2_ NPs (0.94% and 0.17%, respectively). At a high initial concentration of 100 µg/mL, % dissolution was moderate for ZnO NPs (19.3%) and CuO NPs (51.6%), low for NiO NPs (1.81%), and negligible for Al_2_O_3_ NPs and TiO_2_ NPs (0.73% and 0.045%, respectively). For bulk MOMP analogues at 100 µg/mL, dissolution varied from moderate for ZnO MPs (11.8%), to low for CuO MPs (1.51%), and negligible for NiO, Al_2_O_3_, and TiO_2_ NPs (<0.07%).

### 2.2. Trypan Blue Viability Analysis

Cytotoxicity following exposure to the four MONPs, MOMPs, and three metal chlorides was assessed using the trypan blue exclusion method (Figure S4). In general, the observed response was concentration-dependent for all compounds that induced a reduction in cell viability.

At the 2 h post-exposure timepoint, NiO NPs significantly reduced percent viability down to 74, 74, and 70% at 10, 25, and 50 µg/mL concentrations. A small but significant reduction in viability, down to 90 and 85% at 25 and 50 µg/mL, respectively, was seen in cells exposed to Al_2_O_3_ NPs. Similarly, for TiO_2_ NPs, a significant reduction in viability down to 88% was observed after exposure to 100 µg/mL. No other exposures at the 2 h timepoint resulted in a significant percent viability reduction.

At the 24 h timepoint, 5 µg/mL of ZnO NPs, MPs, and 8.5 µg/mL ZnCl_2_ resulted in a significant reduction in percent viability down to 77, 72, and 90%, respectively. A significant reduction in percent viability (74%) was observed in cells exposed to 80 µg/mL NiCl_2_. NiO NPs presented a non-significant decrease in viability, from 78–74% after exposure to 5–50 µg/mL concentrations, compared to matched controls, which also showed cytotoxicity (85% viability). With respect to Al materials, 25 and 50 µg/mL Al_2_O_3_ NPs significantly reduced viability down to 87 and 82%, respectively, while Al_2_O_3_ MPs and AlCl_3_ did not affect cell viability. Lastly, for TiO_2_ NPs, small but significant reductions in percent viability were seen after exposure to 25 and 100 µg/mL (89%, 85%) but not after exposure to 50 µg/mL (91%). Cells exposed to TiO_2_ MPs did not show any change in viability at this timepoint.

At 48 h post-exposure, 5 µg/mL of ZnO NPs, MPs, and 8.5 µg/mL ZnCl_2_ significantly reduced viability down to 71%, 52%, and 82%, respectively. Both NiCl_2_ and NiO NPs induced significant reductions in percent viability down to 67 and 45% after exposure to 40 and 80 µg/mL NiCl_2_, and 74 and 52% after exposure to 25 and 50 µg/mL NiO NPs, with no response for NiO MP-exposed cells. Response to Al forms was the same as the 24 h timepoint, with 25–50 µg/mL NPs resulting in a significant reduction in percent viability down to 88–86%, and with no response seen with respect to Al_2_O_3_ MPs and AlCl_3_. Finally, exposure to 50–100 µg/mL TiO_2_ NPs resulted in a significant reduction in viability to 85–83%, with no response seen for TiO_2_ MPs.

In addition to percent viability, the differences in the density of viable cells for exposed and time-matched medium controls were computed (Figure 1). For comparative purposes, the viability data pertaining to FE1 cells exposed for 2–48 h to CuO NPs, MPs, and CuCl_2_ reported in Boyadzhiev et al., 2021 [33] was analyzed alongside the four metal oxides investigated in this study.

At the 2 h timepoint, no significant differences in the density of viable cells were seen, although NiO NP-exposed cells showed decreases in percent viable cell density vs. medium control with 84, 68, 57, and 64% at 5–50 µg/mL concentrations.

At the 24 h timepoint, 5 µg/mL of ZnO NPs, MPs, and 8.5 µg/mL of ZnCl_2_ resulted in significant reductions in viable cell density down to 48%, 16%, and 22% of the time-matched medium control, respectively. For Cu materials previously investigated, cells exposed to 10 and 25 µg/mL NPs showed a significant reduction in the density of viable cells down to 62% and 10% of the medium control, respectively, whereas cells exposed to 54 µg/mL CuCl_2_ significantly reduced viable cell density to 74%, with no response seen for CuO MPs. For cells exposed to Ni materials, a 50 µg/mL concentration of NiO NPs and MPs resulted in significant reductions in viable cell density (60% and 67% of medium control for NPs and MPs, respectively), while 40 and 80 µg/mL NiCl_2_ resulted in significant reductions down to 76% and 42%, respectively. Exposure to Al materials at the 24 h timepoint resulted in reductions in viable cell density down to 83 and 77% of time-matched medium control for 25 and 50 µg/mL NPs and 77% for 50 µg/mL MPs, with no difference seen with respect to AlCl_3_. Finally, for TiO_2_ particles, exposure to 50 and 100 µg/mL of NPs significantly reduced the viable cell density down to 79% and 67% of the medium control in a concentration-dependent manner, while MPs did not have an impact.

At the 48 h timepoint, 5 µg/mL ZnO NPs, MPs, and 8.5 µg/mL ZnCl_2_ resulted in significant reductions in the density of viable cells (40%, 2%, and 6% of time-matched medium controls, respectively). For Cu materials previously investigated, significant reductions in viable cell density were noted down to 59, 7, and 1% of the medium control for 5–25 µg/mL concentrations, while the 54 µg/mL concentration of CuCl_2_ significantly reduced viable cell density to 31% of the medium control, with CuO MPs not affecting response at any tested concentration. For cells exposed to Ni materials, 10–50 µg/mL of NiO NPs significantly reduced the viable cell density to 63, 44, and 24% of the medium control, as did 50 µg/mL of NiO MPs (72%), while NiCl_2_ significantly reduced the viable cell density to 45 and 18% of the medium control at 40–80 µg/mL. With respect to Al materials, 50 µg/mL of Al_2_O_3_ NPs resulted in a significant reduction in viable cell density down to 79% of the medium control, while 10, 25, and 50 µg/mL of Al_2_O_3_ MPs significantly reduced the viable cell density to 85, 87, and 86% of the medium control, which was not concentration-dependent, and 47–118 µg/mL of AlCl_3_ featured a mild but significant reduction in viable cell density down to 79% for both concentrations. Lastly, for cells exposed to 10–100 µg/mL TiO_2_ NPs (but not MPs), significant and concentration-dependent reductions in viable cell density to 87, 73, 69, and 57% of the time-matched medium control were noted.

### 2.3. Differentially Expressed Genes

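Gene expression was measured in FE1 lung epithelial cells, a line derived from the MutaMouse transgenic mouse, on 413 two-colour oligonucleotide microarrays from Agilent. The cells were exposed for 2, 24 or 48 h to ZnO, NiO, Al_2_O_3_ or TiO_2_ as NPs or MPs, or to ZnCl_2_, NiCl_2_ or AlCl_3_, and each material and time had its own medium controls. Sample RNA was labelled with Cy5 and a universal mouse reference RNA with Cy3. Each group had 3 arrays, or 4 for AlCl_3_, except for 4 groups of 2 arrays, which were the NiCl_2_ control at 2 h, 40 µg/mL of NiCl_2_ at 24 h, 50 µg/mL of NiO MPs at 48 h and 25 µg/mL of TiO_2_ MPs at 48 h, and each array was 1 culture. The arrays came from 57 slides of up to 8 arrays, and most slides held arrays of more than 1 group. The deposited scanner files give background and signal intensity for 62976 spots per array, which the authors extracted with Agilent Feature Extraction. The median Cy5 signal intensity was 31 to 157 between arrays, the median local background was 19 to 73, and 44.55% to 69.12% of spots were well above background, which limits the precision for weakly expressed genes. All 153 NP arrays were read on 1 scanner model and all 260 MP and chloride arrays on another, so that scanner and particle form cannot be separated between NPs and the other forms, while each exposed culture and its controls shared a scanner.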

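The signals were corrected for background with the normexp model of limma (offset 50) and normalized within each array by loess, and spots marked as outliers were left out. A probe was tested where it was well above background on every array of at least 1 group of the material, with 1 probe per gene. One linear model per material gave the log2 fold change of each exposed group over its time-matched control, tested with limma's moderated test and adjusted with the Benjamini-Hochberg method within each comparison. A gene is called higher or lower, or a differentially expressed gene (DEG), at an adjusted p under 0.05 and a change of at least 1.5-fold, and otherwise did not pass the test. The 27 gene lists were fixed before the data were examined, and the shift of a list relative to the other genes was tested with camera at a preset correlation of 0.01, then again with the correlation estimated from the data. Of the list shifts that passed at the preset correlation, 110 also passed with the estimated one and 230 did not. A camera p given alone is at the preset correlation. Unless another concentration is named, list and gene values are for the highest concentration of each material, with the numbers of arrays per group given above.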

All tested metal oxide and metal chloride samples presented concentration and time-dependent transcriptional responses, as assessed by the number of DEGs at each timepoint (Figure 2).

With respect to Zn compounds, response to all three forms began at the earliest timepoint of 2 h. 

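Heat shock genes, which encode chaperones that refold damaged proteins, were higher at 2 h with each Zn form at its highest concentration. With ZnO NPs 13 of 23 measured heat shock genes were higher, 0 lower and 10 did not pass the test (13 higher and 0 lower adjusted over the list alone), with ZnO MPs 6 higher, 0 lower and 18 of 24 not passing (10 higher and 0 lower adjusted over the list alone) and with ZnCl_2_ 11 higher, 0 lower and 13 of 24 not passing (11 higher and 0 lower adjusted over the list alone). The median log2 fold change of the list was 0.72 (adjusted p = 4.93e-34 from camera), 0.46 (adjusted p = 3.34e-28) and 0.53 (adjusted p = 1.34e-42), and each of these shifts also passed with an estimated correlation. Dnajb1, a co-chaperone of HSP70, had a log2 fold change of 1.89 (standard error 0.13) with ZnO NPs, 2.10 (standard error 0.41) with ZnO MPs and 2.12 (standard error 0.15) with ZnCl_2_. The metallothionein genes Mt1 and Mt2, whose proteins bind zinc and other metals, rose by 3.67 (standard error 0.17) and 3.50 (standard error 0.18) with ZnO NPs and by 2.72 (standard error 0.09) and 2.82 (standard error 0.11) with ZnCl_2_ on the log2 scale. Within the 3 slides that held both groups, the log2 fold change of Mt1 ran from 3.32 to 3.89 with ZnO NPs and from 2.60 to 2.92 with ZnCl_2_.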

There were 1, 4, and 608 DEGs at 0.5, 1, and 5 µg/mL of ZnO NPs, 46 DEGs at 5 µg/mL of ZnO MPs, and 4, 49, and 346 DEGs at 1.7, 5.1, and 8.5 µg/mL of ZnCl_2_. 

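Immediate early genes, which encode transcription factors switched on within minutes of a stimulus, were higher with ZnCl_2_ at 2 h, with 15 higher, 0 lower and 4 of 19 not passing (15 higher and 0 lower adjusted over the list alone) and a median log2 fold change of 1.28 (adjusted p = 3.23e-45 from camera). Egr1 rose by 3.28 (standard error 0.28) and Fos by 2.72 (standard error 0.28) on the log2 scale, and Atf3, a stress-induced transcription factor, by 1.75 (standard error 0.13). Targets of NRF2, the regulator of the antioxidant response, were also higher with ZnO NPs, where 11 of 28 measured targets were higher, 0 lower and 17 did not pass the test (11 higher and 0 lower adjusted over the list alone). Srxn1, which repairs oxidized peroxiredoxins, had a log2 fold change of 2.09 (standard error 0.11) with ZnO NPs and 1.33 (standard error 0.08) with ZnCl_2_. In all, 558 genes changed at 5 µg/mL of ZnO NPs (337 higher and 221 lower; with the log ratios of Feature Extraction, 558 of 1252 were higher and 694 lower), against 4 at 1 µg/mL and 0 at 0.5 µg/mL, where 342 passed an unadjusted p under 0.05 in limma. With ZnCl_2_, 4, 43 and 284 genes changed at 1.7, 5.1 and 8.5 µg/mL, with 175 higher and 109 lower at 8.5 µg/mL (with the log ratios of Feature Extraction, 310 of 653 were higher and 343 lower). With 5 µg/mL of ZnO MPs 61 genes changed, and the Cy5 over Cy3 log2 ratio of Hspa1b was 6.12 and 6.23 on 2 arrays but 0.05 on the array of replicate 3. Without replicate 3 the count was 365, without replicate 1 or replicate 2 it was 0, and without the arrays of 2 slides that stood apart from their groups it was 494. It was 122 with slide as a block and 104 with the replicate number as a block.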

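Extracellular matrix and wound healing genes fell at 24 h with ZnO NPs, with 2 higher, 13 lower and 11 of 26 not passing (2 higher and 13 lower adjusted over the list alone) and a median log2 fold change of -0.64, adjusted p = 1.17e-08 from camera. Col3a1, which encodes a fibrillar collagen, fell to a log2 fold change of -2.06 (standard error 0.21) on the log2 scale with ZnO NPs, -3.93 (standard error 0.32) with ZnO MPs and -3.80 (standard error 0.11) with ZnCl_2_, and Il33, an alarmin of epithelial cells, fell to a log2 fold change of -3.37 (standard error 0.29), -3.60 (standard error 0.15) and -3.88 (standard error 0.14). Among NRF2 targets 19 of 28 were higher with ZnO NPs and none was lower (19 higher adjusted over the list alone), and Nqo1, a quinone reductase, had a log2 fold change of 2.25 (standard error 0.12). With ZnO MPs 18 of 19 immediate early genes were higher (18 adjusted over the list alone; median log2 fold change 3.81, adjusted p = 8.98e-10 from camera and adjusted p = 0.226 with an estimated correlation), and Fos had a log2 fold change of 6.34 (standard error 0.49). With ZnCl_2_ 23 of 26 lysosome and autophagy genes were higher (23 adjusted over the list alone; median log2 fold change 1.11, adjusted p = 2.24e-13 from camera and adjusted p = 0.0623 with an estimated correlation). At 5 µg/mL 1932 genes changed with ZnO NPs (1036 higher and 896 lower) and 7267 with ZnO MPs (4455 higher and 2812 lower; with the log ratios of Feature Extraction, 6744 of 13292 were higher and 6548 lower, and with the deposited series values, 2231 of 5037 were higher and 2806 lower). At 8.5 µg/mL of ZnCl_2_ 5734 changed (3592 higher and 2142 lower; with the log ratios of Feature Extraction, 5604 of 10800 were higher and 5196 lower, and with the deposited series values, 2004 of 3914 were higher and 1910 lower). A test of the difference between forms called 5685 genes between ZnO NPs and MPs, 3679 between ZnO NPs and ZnCl_2_ and 1839 between ZnO MPs and ZnCl_2_. Over the alternatives with the same thresholds these counts ran from 3863 with genes matched to a symbol to 9762 with the log ratios of Feature Extraction, from 2547 with genes matched to a symbol to 6745 with the log ratios of Feature Extraction and from 1122 with genes matched to a symbol to 2705 without background correction.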

At 24 h, the response increased for all three Zn forms with 1, 5, and 1942 DEGs, 0, 1, and 8367 DEGs, and 3, 184, and 6562 DEGs for ZnO NPs, MPs, and ZnCl_2_, respectively. 

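Genes of mitosis, which run chromosome segregation and cell division, were higher at 48 h with ZnO NPs and MPs, with 22 higher, 0 lower and 0 of 22 not passing (22 higher and 0 lower adjusted over the list alone) for NPs and 22 higher, 0 lower and 0 of 22 not passing (22 higher and 0 lower adjusted over the list alone) for MPs. Their median log2 fold change was 2.19 with NPs (adjusted p = 5.41e-28 from camera and adjusted p = 0.0586 with an estimated correlation) and 3.23 with MPs (adjusted p = 2.83e-09 and adjusted p = 0.436 with an estimated correlation). Top2a, which encodes the topoisomerase of dividing cells, rose by 2.89 (standard error 0.22) with NPs and 4.10 (standard error 0.51) with MPs on the log2 scale. The paper reports viable cell densities of 40% and 2% of the control for these groups, so sparse cultures were set against denser controls. Whether more cells divided was not tested. All 16 measured genes of the interferon response were higher with both forms, and Oas1a, an antiviral enzyme, rose by 2.89 (standard error 0.33) and 4.88 (standard error 0.41). Dcn, which encodes the matrix proteoglycan decorin, fell to a log2 fold change of -2.74 (standard error 0.31) and -6.45 (standard error 0.57) on the log2 scale. At 5 µg/mL 2174 genes changed with NPs (1267 higher and 907 lower) and 7786 with MPs (4266 higher and 3520 lower). At 1 µg/mL 0 changed with NPs and 1 with MPs, and at 0.5 µg/mL 0 changed with either form in limma, where 778 and 279 genes passed an unadjusted p under 0.05 and 884 did so at 1 µg/mL of NPs and 3517 at 1 µg/mL of MPs. The count at 1 µg/mL of MPs is in doubt, since the array of replicate 1 is on 1 of the 2 slides that stood apart from their groups and correlated at 0.9656 with a group of NiCl_2_ and at 0.7657 with its own. Without this array 3 genes changed there and 606 passed an unadjusted p under 0.05.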

At 48 h post-exposure, the 0.5 and 1 µg/mL concentrations of ZnO NPs and MPs showed negligible responses, with less than 10 DEGs in each group, while the high concentration of 5 µg/mL induced 2130 and 7907 DEGs for NPs and MPs, respectively. With respect to ZnCl_2_ at the 48 h timepoint, a concentration-dependent response was seen with 3, 371, and 6634 DEGs at 1.7, 5.1, and 8.5 µg/mL concentrations.

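DNA replication genes, which encode helicases, polymerases and nucleotide synthesis enzymes, rose at 48 h with 8.5 µg/mL of ZnCl_2_, with 30 higher, 0 lower and 1 of 31 not passing (30 higher and 0 lower adjusted over the list alone) and a median log2 fold change of 2.47, adjusted p = 3.41e-29 from camera. Mcm10, a replication initiation factor, rose by 3.70 (standard error 0.07, adjusted p = 2.82e-26) on the log2 scale and Tk1, a thymidine kinase, by 3.84 (standard error 0.08, adjusted p = 2.54e-25). The paper reports a viable cell density of 6% of the control for this group, so a sparse culture was set against a denser control. Whether more cells divided was not tested. Targets of ATF4, a transcription factor of the amino acid stress response, were also higher, with 21 higher, 0 lower and 1 of 22 not passing (21 higher and 0 lower adjusted over the list alone). Trib3, a pseudokinase among these targets, had a log2 fold change of 3.70 (standard error 0.23), and Slc7a11, the cystine transporter, 3.41 (standard error 0.15). Dcn fell to a log2 fold change of -5.73 (standard error 0.21). The number of changed genes was 2, 247 and 6509 at 1.7, 5.1 and 8.5 µg/mL, and at 8.5 µg/mL 3405 were higher and 3104 lower. Between 8.5 µg/mL of ZnCl_2_ and 5 µg/mL of ZnO NPs 4248 genes differed at this time, and between ZnCl_2_ and ZnO MPs 644 did, 357 without replicate 2, 280 without replicate 3, 974 with slide as a block and 360 with the deposited series values. Over the alternatives with the same thresholds the count against ZnO NPs ran from 2767 with the deposited series values to 6876 with the log ratios of Feature Extraction, and that against ZnO MPs was also 354 with the log ratios of Feature Extraction and 417 with one time point per model.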

A strong transcriptional response was observed for Ni compounds starting at 24 h, with NiCl_2_ inducing more DEGs than NPs or MPs. 

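Direct hypoxia targets of HIF-1, the transcription factor that is stabilized when oxygen or its hydroxylases are limiting, rose with every Ni form at 24 h. With NiO NPs 24 of 31 measured targets were higher, 0 lower and 7 did not pass the test (24 higher and 0 lower adjusted over the list alone), with NiO MPs 19 higher, 0 lower and 13 of 32 not passing (19 higher and 0 lower adjusted over the list alone) and with NiCl_2_ 24 higher, 0 lower and 8 of 32 not passing (24 higher and 0 lower adjusted over the list alone). Their median log2 fold change was 1.67 (adjusted p = 1.9e-29 from camera), 0.79 (adjusted p = 3.56e-57) and 1.89 (adjusted p = 3.61e-26), and these 3 shifts also passed with an estimated correlation. Bnip3, a mitophagy receptor, rose by 3.55 (standard error 0.23), 2.04 (standard error 0.06) and 3.29 (standard error 0.10) on the log2 scale, and within slides that held both groups by 3.10 to 3.40 with NiCl_2_ and by 2.93 to 4.34 with NiO NPs. The forms were compared by tests of the difference at concentrations close in Ni. Between 25 µg/mL of NiO NPs and 80 µg/mL of NiCl_2_ 835 genes differed at 24 h and 2220 at 48 h, and between 25 µg/mL of NiO MPs and 80 µg/mL of NiCl_2_ 2131 and 3667 did. Between NiO NPs and MPs, both at 50 µg/mL, 498 and 2384 genes differed. Several of these counts rest on single replicates. Between NiO NPs and MPs they were 151 at 24 h and 928 at 48 h without replicate 1, 151 and 933 without replicate 2, and 819 at 24 h with the replicate number as a block. Between NiO NPs and NiCl_2_ they were 415 at 24 h without replicate 1, and 361 at 24 h and 1448 at 48 h without replicate 2. Over the alternatives with the same thresholds the counts ran from 151 without replicate 1 to 819 with the replicate number as a block at 24 h and from 928 without replicate 1 to 3290 without replicate 3 at 48 h between NiO NPs and MPs, from 361 without replicate 2 to 1491 without background correction and from 1448 without replicate 2 to 3435 with the log ratios of Feature Extraction between NiO NPs and NiCl_2_, and from 1344 with the deposited series values to 3108 with the log ratios of Feature Extraction and from 2347 with the deposited series values to 5288 with the log ratios of Feature Extraction between NiO MPs and NiCl_2_.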

At the early timepoint of 2 h, both NiO NPs and MPs induced less than 10 DEGs, while the 80 µg/mL concentration of NiCl_2_ induced 14 DEGs. 

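Immediate early genes were shifted upward at 2 h with 50 µg/mL of NiO MPs, and of them 2 were higher, 0 lower and 17 of 19 did not pass the test (2 higher adjusted over the list alone; median log2 fold change 0.24, adjusted p = 9.08e-16 from camera). The AP-1 genes Fos and Fosb had log2 fold changes of 1.75 (standard error 0.14, adjusted p = 3.21e-08) and 1.23 (standard error 0.13, adjusted p = 2.04e-06), and 3 genes changed in all. With 80 µg/mL of NiCl_2_ the targets of ATF4 were shifted upward as a list (median log2 fold change 0.64, adjusted p = 5.16e-35 from camera), while 0 of 22 passed the test in limma (11 higher adjusted over the list alone). No gene was called with NiCl_2_ at 80 µg/mL or with NiO NPs at 50 µg/mL, where 1437 and 2016 genes passed an unadjusted p under 0.05 in limma. For NiCl_2_, with 2 control arrays, the count was 90 without replicate 1, 92 without the arrays of 2 slides that stood apart from their groups, 16 with slide as a block and 18 with the replicate number as a block. For NiO NPs it was 5 without replicate 1, 12 without replicate 2, 27 with slide as a block and 2 with the replicate number as a block, and the array of control replicate 3 stood apart from its group.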

At 24 h, a concentration-dependent response was observed for NPs, MPs, and NiCl_2_, with 0, 25, 554, and 2048 DEGs noted for 5–50 µg/mL NPs, 15, 119, and 335 DEGs observed for 10–50 µg/mL MPs, and 0, 1699, and 2640 DEGs noted for 1.6–80 µg/mL NiCl_2_. Similarly, an increase in DEGs was observed for NPs, MPs, and NiCl_2_ at 48 h, with 2, 63, 1084, and 3668 DEGs for 5–50 µg/mL NPs, 4, 122, and 422 DEGs for 10–50 µg/mL MPs, and 0, 2640, and 4448 DEGs for 1.6–80 µg/mL NiCl_2_.

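Genes of DNA replication fell at 24 h with the 2 Ni forms that changed most genes, with 0 higher, 30 lower and 1 of 31 not passing (0 higher and 30 lower adjusted over the list alone) for NiO NPs and 0 higher, 29 lower and 2 of 31 not passing (0 higher and 29 lower adjusted over the list alone) for NiCl_2_. Their median log2 fold change was -1.28, adjusted p = 2.67e-42 from camera, for NiO NPs, and for NiCl_2_ their median log2 fold change was -1.21, adjusted p = 2.79e-30 from camera. Tk1 fell to a log2 fold change of -1.97 (standard error 0.18) and -1.92 (standard error 0.08) on the log2 scale, and Rrm2, a ribonucleotide reductase subunit, -1.92 (standard error 0.16) and -1.79 (standard error 0.11). Glycolysis genes rose with each form, 15 of 17 with NiO NPs, 14 with NiO MPs and 15 with NiCl_2_ (15, 14 and 15 adjusted over the list alone). Pfkp, a phosphofructokinase, had a log2 fold change of 2.24 (standard error 0.16) with NiO NPs, 1.45 (standard error 0.06) with NiO MPs and 2.42 (standard error 0.05) with NiCl_2_. With NiO NPs 0, 22, 650 and 2130 genes changed at 5, 10, 25 and 50 µg/mL, and at 50 µg/mL the split was 1184 higher and 946 lower. With NiO MPs 9, 175 and 336 changed at 10, 25 and 50 µg/mL, where the split was 297 higher and 39 lower (with the log ratios of Feature Extraction, 483 of 666 were higher and 183 lower, and with the deposited series values, 114 of 164 were higher and 50 lower). With NiCl_2_ 0, 1630 and 3142 changed at 1.6, 40 and 80 µg/mL, with 1739 higher and 1403 lower at 80 µg/mL. The counts of 0 at 5 µg/mL of NiO NPs and 1.6 µg/mL of NiCl_2_ stand beside 209 and 465 genes at an unadjusted p under 0.05 in limma.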

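Against their own controls, interferon response genes at 48 h were higher with NiO NPs and lower with NiCl_2_, with 16 higher, 0 lower and 0 of 16 not passing (16 higher and 0 lower adjusted over the list alone) for NiO NPs and 0 higher, 10 lower and 5 of 15 not passing (0 higher and 10 lower adjusted over the list alone) for NiCl_2_. Between 25 µg/mL of NiO NPs and 80 µg/mL of NiCl_2_, which are equal in Ni, 6 genes of any kind moved in opposite directions by the test of the difference. The highest concentrations differ in Ni, 40 µg/mL with NiO NPs and 20 µg/mL with NiCl_2_, and in scanner model. The list was not tested between them. With NiO NPs the median log2 fold change was 3.55, adjusted p = 4.24e-17 from camera and adjusted p = 0.0654 with an estimated correlation, and with NiCl_2_ the median log2 fold change was -0.76, adjusted p = 0.00699 from camera and adjusted p = 0.603 with an estimated correlation. Isg15, a ubiquitin-like protein induced by interferon, had a log2 fold change of 4.70 (standard error 0.38, adjusted p = 5.29e-12) with NiO NPs. Targets of ATF4 were higher with both, 19 and 18 of 22 (19 and 18 adjusted over the list alone). Trib3 rose by 2.92 (standard error 0.49) with NiO NPs, 1.02 (standard error 0.17) with NiO MPs and 3.59 (standard error 0.22) with NiCl_2_ on the log2 scale. Oxidative phosphorylation genes fell with NiCl_2_, with 0 higher, 14 lower and 13 of 27 not passing (0 higher and 14 lower adjusted over the list alone) and a median log2 fold change of -0.62, adjusted p = 4.31e-16 from camera, and Mgp, an inhibitor of calcification, fell to a log2 fold change of -4.89 (standard error 0.96) with NiO NPs and -4.43 (standard error 0.14) with NiCl_2_. The number of changed genes was 0, 104, 971 and 3619 at 5, 10, 25 and 50 µg/mL of NiO NPs (1584 higher and 2035 lower at 50 µg/mL), and 4, 180 and 425 at 10, 25 and 50 µg/mL of NiO MPs (279 higher and 146 lower at 50 µg/mL, where n = 2; with the deposited series values, 119 of 245 were higher and 126 lower). For NiCl_2_ it was 0, 2357 and 4251 at 1.6, 40 and 80 µg/mL (1872 higher and 2379 lower at 80 µg/mL). At 5 µg/mL of NiO NPs and 1.6 µg/mL of NiCl_2_, 319 and 705 genes passed an unadjusted p under 0.05 in limma.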

The Al compounds tested induced the lowest transcriptomic responses out of the four metal oxide materials investigated in this study. 

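BMP and ID genes, which encode targets of bone morphogenetic protein signaling that restrain differentiation, were lower at 48 h with Al_2_O_3_ NPs and AlCl_3_. With NPs the list gave 0 higher, 4 lower and 7 of 11 not passing (0 higher and 4 lower adjusted over the list alone) and a median log2 fold change of -0.32, adjusted p = 5.63e-11 from camera, and with AlCl_3_ 1 higher, 4 lower and 8 of 13 not passing (1 higher and 4 lower adjusted over the list alone) and a median log2 fold change of -0.23, adjusted p = 3.87e-07 from camera. Id2, an inhibitor of helix-loop-helix transcription factors, fell to a log2 fold change of -1.82 (standard error 0.17) with NPs, -0.72 (standard error 0.14) with MPs and -2.65 (standard error 0.11) with AlCl_3_ on the log2 scale, and Id3 fell to a log2 fold change of -1.24 (standard error 0.12) with NPs and -1.81 (standard error 0.10) with AlCl_3_. Within slides that held both groups, the log2 fold change of Id2 ran from -2.01 to -1.67 with NPs and from -2.97 to -2.50 with AlCl_3_. Differences between the Al forms were tested directly. Between Al_2_O_3_ NPs and MPs, both at 50 µg/mL, 60 genes differed at 24 h and 91 at 48 h. Against 118 µg/mL of AlCl_3_, 18 and 52 genes differed at the 2 times for 25 µg/mL of NPs, and 46 and 222 for 25 µg/mL of MPs. Between NPs and MPs the counts at 24 and 48 h were 18 and 38 without replicate 1, 10 and 25 without replicate 2 and 15 and 46 without replicate 3, while the replicate number as a block gave 155 and 199. Between NPs and AlCl_3_ the count was 18 without replicate 2 and 28 without replicate 3 at 48 h, with 36 and 124 at the 2 times for that block, and between MPs and AlCl_3_ at 24 h it was 28 without replicate 2 and 24 without replicate 3. With the deposited series values the counts were 22 and 47 between NPs and MPs, 7 and 51 between NPs and AlCl_3_ and 15 and 162 between MPs and AlCl_3_, with slide as a block between NPs and MPs 110 and 170 and between NPs and AlCl_3_ at 48 h 87, and with one time point per model between NPs and MPs at 24 h 29.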

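At 2 h the AP-1 genes Fos and Fosb were higher with 50 µg/mL of Al_2_O_3_ MPs, by 1.80 (standard error 0.17, adjusted p = 8.8e-08) and 1.59 (standard error 0.09, adjusted p = 1.3e-12) on the log2 scale. Of 19 immediate early genes, 4 were higher, 0 lower and 15 did not pass the test (4 higher adjusted over the list alone; median log2 fold change 0.35, adjusted p = 1.33e-17 from camera). Among the called members, Dusp1, a phosphatase of stress kinases, had a log2 fold change of 0.93 (standard error 0.12) and Atf3 of 0.75 (standard error 0.11). In all 7 genes changed with 50 µg/mL of MPs (7 higher and 0 lower; with the log ratios of Feature Extraction, 8 of 10 were higher and 2 lower), 4 without replicate 2 and 2 without replicate 3, and 1 and 3 changed at 10 and 25 µg/mL. No gene was called at any concentration of Al_2_O_3_ NPs or AlCl_3_. In limma 1286 genes passed an unadjusted p under 0.05 at 50 µg/mL of NPs and 608 at 118 µg/mL of AlCl_3_, and for NPs 8 genes were called with slide as a block and 7 with the replicate number as a block.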

At 2 h, all forms and concentrations of Al induced a negligible transcriptional response with less than 10 DEGs. 

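Hypoxia targets of HIF-1 were higher with 118 µg/mL of AlCl_3_ at 24 h, with 10 higher, 0 lower and 22 of 32 not passing (10 higher and 0 lower adjusted over the list alone) and a median log2 fold change of 0.34, adjusted p = 9e-38 from camera. Mgarp, a mitochondrial protein induced by hypoxia, rose by 1.64 (standard error 0.08) on the log2 scale, and Tfrc, the transferrin receptor that brings iron into cells, by 1.56 (standard error 0.08). With Al_2_O_3_ MPs the prolactin family gene Prl2c5 had a log2 fold change of 2.17 (standard error 0.37) and Il33 of -1.36 (standard error 0.21). With NPs Myom2, a muscle structural gene, rose by 1.67 (standard error 0.21), and Id2 fell to a log2 fold change of -0.83 (standard error 0.17) with NPs, -1.06 (standard error 0.14) with MPs and -0.97 (standard error 0.11) with AlCl_3_. Genes of cholesterol synthesis were shifted upward with NPs (median log2 fold change 0.29, adjusted p = 2e-25 from camera) and downward with MPs (median log2 fold change -0.16, adjusted p = 8.58e-08 from camera), and no member of that list passed the test by itself in limma. Changed genes numbered 0, 0 and 31 at 10, 25 and 50 µg/mL of NPs (29 higher and 2 lower at 50 µg/mL), 4, 24 and 104 at the same concentrations of MPs (86 higher and 18 lower at 50 µg/mL), and 1, 17 and 50 at 2.37, 47 and 118 µg/mL of AlCl_3_ (47 higher and 3 lower at 118 µg/mL; with the log ratios of Feature Extraction, 107 of 130 were higher and 23 lower). At 10 and 25 µg/mL of NPs 668 and 1084 genes passed an unadjusted p under 0.05 in limma. The NP count at 50 µg/mL was 0 without replicate 1 and 6 without replicate 2, and 53 with slide and 60 with the replicate number as a block.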

At 24 h, a concentration-dependent response was seen for all three Al compounds, with 0, 2, and 72 DEGs at 10–50 µg/mL NPs, 8, 34, 169 DEGs at 10–50 µg/mL MPs, and 1, 21, 87 DEGs for 2.37–118 µg/mL AlCl_3_ exposed cells. 

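At 48 h the cytokine gene Il6 and the stress gene Nupr1, a chromatin regulator of cell survival, were higher with Al_2_O_3_ NPs and AlCl_3_. Il6 rose by 2.10 (standard error 0.29) and 2.20 (standard error 0.19) on the log2 scale and Nupr1 by 2.12 (standard error 0.11) and 2.43 (standard error 0.12). Extracellular matrix and wound healing genes were higher with both, with 6 higher, 0 lower and 20 of 26 not passing (6 higher and 0 lower adjusted over the list alone) for NPs (median log2 fold change 0.25, adjusted p = 1.09e-08 from camera and adjusted p = 0.253 with an estimated correlation) and 9 higher, 0 lower and 17 of 26 not passing (9 higher and 0 lower adjusted over the list alone) for AlCl_3_ (median log2 fold change 0.38, adjusted p = 4.52e-12 from camera). Postn, a matrix protein of wound repair, rose by 1.92 (standard error 0.15) and 1.69 (standard error 0.09). With MPs the mitosis genes were shifted upward, with 2 of 22 passing the test (2 higher adjusted over the list alone; median log2 fold change 0.44, adjusted p = 1.17e-22 from camera), and the lung chemokine gene Cxcl15 fell to a log2 fold change of -1.52 (standard error 0.10) with MPs and -1.97 (standard error 0.09) with AlCl_3_. The number of changed genes was 4, 49 and 188 at 10, 25 and 50 µg/mL of NPs (165 higher and 23 lower at 50 µg/mL), 2, 13 and 106 for MPs (87 higher and 19 lower at 50 µg/mL; with the deposited series values, 55 of 77 were higher and 22 lower) and 0, 139 and 413 at 2.37, 47 and 118 µg/mL of AlCl_3_ (338 higher and 75 lower at 118 µg/mL). At 2.37 µg/mL of AlCl_3_ 735 genes passed an unadjusted p under 0.05 in limma.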

At 48 h there was an increase in response, with 13, 72, 211 DEGs seen for 10–50 µg/mL NPs, 6, 18, 154 DEGs noted for 10–50 µg/mL MPs and 0, 189, 537 DEGs noted for 2.37–118 µg/mL AlCl_3_.

Finally, with respect to TiO_2_ particles, NPs induced a more pronounced DEG response than MPs at all timepoints assessed. 

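Genes of cholesterol synthesis were higher with TiO_2_ NPs at 24 h, with 23 higher, 0 lower and 0 of 23 not passing (23 higher and 0 lower adjusted over the list alone), and with MPs the list gave 1 higher, 0 lower and 22 of 23 not passing (1 higher and 0 lower adjusted over the list alone). Their median log2 fold change was 1.25, adjusted p = 9.75e-26 from camera, with NPs and with MPs their median log2 fold change was 0.29, adjusted p = 2.45e-29 from camera. Hmgcs1, which makes the precursor of mevalonate, had a log2 fold change of 1.68 (standard error 0.11, adjusted p = 3.39e-12) with NPs and Cyp51, a sterol demethylase, of 1.65 (standard error 0.12, adjusted p = 3.84e-11), and the list median was 1.21 to 1.23 within the 2 slides that held both groups for NPs. A test of the difference between the 2 forms, both at 100 µg/mL, called 1293 genes at 24 h (969 higher with NPs and 324 higher with MPs) and 1043 at 48 h (634 and 409), and 787 at 24 h without replicate 3 and 688 at 48 h without replicate 2. Over the alternatives with the same thresholds the counts ran from 453 with the deposited series values to 1495 with the replicate number as a block at 24 h and from 540 with the deposited series values to 1241 with the replicate number as a block at 48 h. At 2 h the difference between forms was not tested.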

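BMP and ID genes were shifted downward at 2 h with both TiO_2_ forms, with 0 higher, 2 lower and 10 of 12 not passing (0 higher and 4 lower adjusted over the list alone) for NPs (median log2 fold change -0.48, adjusted p = 1.02e-14 from camera) and 0 higher, 2 lower and 12 of 14 not passing (0 higher and 2 lower adjusted over the list alone) for MPs (median log2 fold change -0.31, adjusted p = 1.28e-12 from camera). Id2 fell to a log2 fold change of -1.01 (standard error 0.15, adjusted p = 0.00258) with NPs on the log2 scale, Smad6, an inhibitor of BMP signaling, -0.77 (standard error 0.12, adjusted p = 0.0198) with MPs, and Ptgs2, the inducible cyclooxygenase, -1.16 (standard error 0.22) with NPs. The number of changed genes was 0, 3 and 9 at 25, 50 and 100 µg/mL of NPs and 0, 0 and 4 at the same concentrations of MPs, with 625 genes at 25 µg/mL of NPs and 2906 and 1713 at 25 and 50 µg/mL of MPs at an unadjusted p under 0.05 in limma. At 100 µg/mL 3 were higher and 6 lower with NPs. Of the genes called with the log ratios of Feature Extraction, with the deposited series values, without background correction and with the single channels set to 1 distribution, 2 of 2, 1 of 2, 1 of 6 and 0 of 6 were higher, and for MPs 2 were higher and 2 lower, with 0 of 3 higher with the series values and 0 of 2 without background correction or with single channels set to 1 distribution. The NP count at 100 µg/mL was 0 without any 1 replicate, 30 with slide as a block and 50 with the replicate number as a block, and the MP count was 1 without replicate 1 and 0 without replicate 2 or 3.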

At 2 h, a subtle concentration-dependent response with 6, 8, and 19 DEGs was observed for 25, 50, and 100 µg/mL TiO_2_ NPs, but not after exposure to TiO_2_ MPs, which induced 11, 4, and 4 DEGs. At 24 h, the response to both NPs and MPs increased, with 298, 702, and 2299 DEGs for NPs and 4, 37, and 153 DEGs for MPs at 25, 50, and 100 µg/mL concentrations. 

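Genes of lysosome and autophagy, which break down material taken up by the cell, were higher at 24 h with both TiO_2_ forms, with 21 higher, 0 lower and 4 of 25 not passing (21 higher and 0 lower adjusted over the list alone) for NPs (median log2 fold change 0.98, adjusted p = 3.52e-17 from camera) and 10 higher, 0 lower and 16 of 26 not passing (10 higher and 0 lower adjusted over the list alone) for MPs (median log2 fold change 0.50, adjusted p = 8.69e-45 from camera). Neu1, a lysosomal sialidase, rose by 1.93 (standard error 0.15) with NPs on the log2 scale and also rose with MPs (adjusted p = 1.43e-12), and Slc40a1, the iron exporter ferroportin, by 2.25 (standard error 0.17) and 0.91 (standard error 0.11). With NPs DNA replication genes fell, with 0 higher, 28 lower and 3 of 31 not passing (0 higher and 28 lower adjusted over the list alone), and Id2 fell to a log2 fold change of -1.97 (standard error 0.15) with NPs and -1.04 (standard error 0.18) with MPs. Egr1 and Fos rose by 3.32 (standard error 0.46) and 3.69 (standard error 0.36) with NPs. Counts of changed genes were 228, 677 and 2560 at 25, 50 and 100 µg/mL of NPs and 0, 31 and 136 for MPs, with 936 genes at an unadjusted p under 0.05 in limma at 25 µg/mL of MPs. At 100 µg/mL 1830 genes were higher and 730 lower with NPs (with the deposited series values, 661 of 1181 were higher and 520 lower, and with the single channels set to 1 distribution, 1453 of 2424 were higher and 971 lower) and 119 were higher and 17 lower with MPs.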

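Targets of p53, the transcription factor of the DNA damage response, were higher at 48 h with both TiO_2_ forms, with 12 higher, 0 lower and 10 of 22 not passing (12 higher and 0 lower adjusted over the list alone) for NPs (median log2 fold change 0.72, adjusted p = 1.23e-09 from camera) and 3 higher, 0 lower and 19 of 22 not passing (4 higher and 0 lower adjusted over the list alone) for MPs (median log2 fold change 0.27, adjusted p = 5.07e-16 from camera). Cdkn1a, which encodes the cell cycle inhibitor p21, rose by 2.12 (standard error 0.18) with NPs and 0.64 (standard error 0.11) with MPs on the log2 scale. Id2 fell to a log2 fold change of -3.72 (standard error 0.15) with NPs and -1.84 (standard error 0.18) with MPs, Id1 -1.77 (standard error 0.22) and -1.08 (standard error 0.10), and Nupr1 rose by 3.73 (standard error 0.17) and 1.58 (standard error 0.09). Il6 rose by 2.02 (standard error 0.21) with NPs. The number of changed genes was 509, 1092 and 2097 at 25, 50 and 100 µg/mL of NPs and 11, 73 and 244 for MPs. At 100 µg/mL 1369 were higher and 728 lower with NPs (with the deposited series values, 612 of 1156 were higher and 544 lower, and with the single channels set to 1 distribution, 1041 of 1914 were higher and 873 lower), and 148 were higher and 96 lower with MPs.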

At 48 h, the response continued to increase, with 606, 1125, and 2127 DEGs and 14, 129, and 358 DEGs noted for 25–100 µg/mL concentrations of NPs and MPs, respectively.

### 2.4. Enriched Canonical Pathways

The total number of enriched pathways closely followed the trends observed for DEG responses across exposure groups (Figure 3). 

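The 27 gene lists fixed before the data were examined took the place of the IPA pathways, and a list was counted for a group when its genes were over-represented among the DEGs of that group (Fisher's exact test against all genes tested, adjusted over all lists and all exposed groups). Targets of ATF4 were over-represented in 28 groups, the hypoxia targets of HIF-1 in 27 and BMP and ID genes in 24, while ribosomal protein genes and the marker genes of alveolar, endothelial and blood cells were over-represented in none. The test cannot count a list where no gene was called and has more power where more genes were, so the number of lists follows the number of DEGs in part by its design, and their relation across groups was not used. At 24 h 13 lists were over-represented with ZnO MPs (7267 DEGs) and 5 with TiO_2_ MPs (136 DEGs), each at the highest concentration. The genes tested include probes matched to no gene symbol, which the lists do not hold. With genes matched to a symbol, HIF-1 signaling, adjusted over the groups alone, fell from 28 groups to 21. The counts of the other lists may likewise be too high.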

An in-depth overview of specific enriched pathways per exposure group is provided in Supplementary Document S1, with a list of all significantly enriched canonical pathways available in Supplementary File S1–S5.

With respect to ZnO, dissolved ZnCl_2_ enriched the most pathways at 2 h, while ZnO MPs showed the strongest pathway response at 24 and 48 h. 

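At 2 h 8 lists were over-represented at 5 µg/mL of ZnO NPs, 3 at 5 µg/mL of ZnO MPs and 1, 4 and 7 at 1.7, 5.1 and 8.5 µg/mL of ZnCl_2_. Inflammatory mediators, cytokines and chemokines with their feedback inhibitors, were higher with ZnO NPs, with 10 higher, 0 lower and 13 of 23 not passing (11 higher and 1 lower adjusted over the list alone), and Csf2, a myeloid growth factor, had a log2 fold change of 2.96 (standard error 0.13) with ZnO NPs and 1.48 (standard error 0.18) with ZnCl_2_. Nfkbia, the inhibitor of NF-kB, rose by 2.05 (standard error 0.11) and 1.05 (standard error 0.14). Targets of ATF4 gave 9 higher, 0 lower and 13 of 22 not passing (9 higher and 0 lower adjusted over the list alone) with ZnO NPs and 7 higher, 0 lower and 15 of 22 not passing (8 higher and 0 lower adjusted over the list alone) with ZnCl_2_, and Ddit4, an inhibitor of mTOR signaling, rose by 2.29 (standard error 0.26) and 2.08 (standard error 0.23) on the log2 scale. With camera at the preset correlation 10, 5 and 13 lists were shifted with ZnO NPs, ZnO MPs and ZnCl_2_, and 5, 2 and 6 with an estimated correlation.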

At 2 h, ZnCl_2_ presented the largest number of enriched pathways, with 9 and 101 pathways at 5.1 and 8.5 µg/mL, while ZnO NPs and MPs presented 98 and 10 significantly enriched pathways at 5 µg/mL, respectively. At 24 h, ZnO MPs had the greatest number of enriched pathways (228 unique perturbed pathways at 5 µg/mL across low and high-fold-change exposure groups), with ZnCl_2_ presenting 25 and 177 enriched pathways at 5.1 and 8.5 µg/mL, respectively, and ZnO NPs enriching 149 pathways at 5 µg/mL. 

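At 24 h genes induced by interferon gave 12 higher, 0 lower and 4 of 16 not passing (12 higher and 0 lower adjusted over the list alone) with ZnO NPs, 13 higher, 0 lower and 3 of 16 not passing (13 higher and 0 lower adjusted over the list alone) with ZnO MPs and 12 higher, 0 lower and 4 of 16 not passing (13 higher and 0 lower adjusted over the list alone) with ZnCl_2_. Ccl5, a chemokine for T cells, rose by 5.29 (standard error 0.27), 5.68 (standard error 0.35) and 6.34 (standard error 0.15) on the log2 scale. Targets of p53 gave 15 higher, 1 lower and 6 of 22 not passing (15 higher and 1 lower adjusted over the list alone) with ZnCl_2_ (median log2 fold change 1.07, adjusted p = 3.54e-07 from camera and adjusted p = 0.0586 with an estimated correlation). Genes of the ER unfolded protein response were lower with ZnO MPs (14 of 20) and ZnCl_2_ (12), with 14 and 12 lower adjusted over the list alone. 11 lists were over-represented at 5 µg/mL of ZnO NPs, 13 at 5 µg/mL of ZnO MPs and 6 and 15 at 5.1 and 8.5 µg/mL of ZnCl_2_. 11, 11 and 12 lists were shifted by camera at the highest concentrations, and 3, 0 and 2 with an estimated correlation.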

At 48 h, the number of enriched pathways was reduced compared to 24 h for all forms of Zn (Figure 3). Specifically, ZnO MPs exposure resulted in 199 total unique pathways at 5 µg/mL, which includes low and high-fold-change DEG groups; ZnCl_2_ exposed samples presented 36 and 146 enriched pathways at 5.1 and 8.5 µg/mL; and ZnO NPs presented the lowest number of enriched pathways with 95 pathways at 5 µg/mL.

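At 48 h NRF2 targets gave 16 higher, 0 lower and 12 of 28 not passing (16 higher and 0 lower adjusted over the list alone) with ZnO NPs, 20 higher, 3 lower and 5 of 28 not passing (20 higher and 3 lower adjusted over the list alone) with ZnO MPs and 19 higher, 2 lower and 7 of 28 not passing (19 higher and 2 lower adjusted over the list alone) with ZnCl_2_. Cxcl10, a chemokine induced by interferon, had a log2 fold change of 6.09 (standard error 0.42) with ZnO MPs and 5.45 (standard error 0.18) with ZnCl_2_. Aurka, a mitotic kinase, rose by 4.23 (standard error 0.45) and 4.17 (standard error 0.12), and Slc39a10, a zinc importer, fell to a log2 fold change of -1.37 (standard error 0.16) with ZnO NPs, -4.09 (standard error 0.23) with ZnO MPs and -3.49 (standard error 0.10) with ZnCl_2_. 14, 14 and 15 lists were over-represented at the highest concentrations of ZnO NPs, ZnO MPs and ZnCl_2_, and 3 at 5.1 µg/mL of ZnCl_2_. At these highest concentrations 12, 12 and 14 lists were shifted by camera, and 4, 0 and 6 with an estimated correlation.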

With respect to NiO, dissolved Ni in the form of NiCl_2_ showed the most pronounced response at the pathway level compared to NiO NPs and MPs (Figure 3). 

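Glycolysis genes, whose enzymes turn glucose into lactate, were over-represented among the DEGs of every Ni form at 48 h, with 14 higher, 0 lower and 3 of 17 not passing (15 higher and 1 lower adjusted over the list alone) for NiO NPs, 13 higher, 0 lower and 4 of 17 not passing (13 higher and 0 lower adjusted over the list alone) for NiO MPs and 15 higher, 1 lower and 1 of 17 not passing (15 higher and 1 lower adjusted over the list alone) for NiCl_2_. Pgk1, phosphoglycerate kinase, rose by 3.44 (standard error 0.20), 2.19 (standard error 0.09) and 3.43 (standard error 0.09) on the log2 scale, and the list median was 1.71 to 1.88 within the 3 slides that held both groups for NiCl_2_. At 24 h 4, 5 and 9 lists were over-represented at 10, 25 and 50 µg/mL of NiO NPs, 2, 3 and 6 at 10, 25 and 50 µg/mL of NiO MPs and 8 and 14 at 40 and 80 µg/mL of NiCl_2_. At 48 h the numbers were 5, 8 and 12 for NiO NPs, 1, 3 and 5 for NiO MPs and 12 and 12 for NiCl_2_. Genes of cholesterol synthesis gave 17 higher, 0 lower and 6 of 23 not passing (17 higher and 0 lower adjusted over the list alone) with NiO NPs at 48 h and 14 higher, 2 lower and 7 of 23 not passing (14 higher and 2 lower adjusted over the list alone) with NiCl_2_ (median log2 fold change 0.65, adjusted p = 0.000188 from camera and adjusted p = 0.375 with an estimated correlation).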

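Metallothionein and zinc transporter genes, HIF-1 hypoxia targets and glycolysis genes had no called member at 2 h with 50 µg/mL of NiO NPs or MPs or 80 µg/mL of NiCl_2_ in limma. With NiO NPs and NiCl_2_ no gene of any kind was called, so this is not particular to these lists. The replicate 1 array of NiCl_2_ is on 1 of the 2 slides that stood apart. The log2 ratio of the zinc exporter gene Slc30a1 was 1.13 on it and 0.04 and -0.00 on the other 2 arrays. On the controls it was 1.09 and 1.39. For Mt1 the values were -2.45, then -3.72 and -3.44, and -2.64 and -1.93 on the controls. A fall with NiCl_2_ may therefore be masked. At 2 h no list was over-represented among the DEGs of NiO NPs or NiCl_2_ at any concentration, and 1 and 1 list was at 25 and 50 µg/mL of NiO MPs, where immediate early genes were the list. As shifts of whole lists, camera gave 7, 6 and 7 lists at the highest concentrations of NiO NPs, NiO MPs and NiCl_2_, and 0, 1 and 1 with an estimated correlation. HIF-1 hypoxia targets had a median log2 fold change of -0.23, adjusted p = 0.000281 from camera and adjusted p = 0.454 with an estimated correlation, with NiO NPs, and the direction of this shift turned without replicate 3 (adjusted p = 0.811).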

At 2 h, no pathway enrichment was seen for any Ni compound. At 24 h, all Ni forms had concentration-dependent increases in enriched pathways, with NiCl_2_ presenting the largest number (58 and 93 pathways at 40 and 80 µg/mL, respectively), followed by NiO NPs (4, 46, and 80 significant pathways at 10, 25, and 50 µg/mL), and MPs (9 and 50 enriched pathways at 25 and 50 µg/mL). At 48 h, NiCl_2_ exhibited the most enriched pathways with 81 and 153 at 40 and 80 µg/mL, respectively, followed by NiO NPs with 10, 90, and 147 pathways for 10, 25, and 50 µg/mL, and NiO MPs with 17 and 37 pathways at 25 and 50 µg/mL concentrations. It is important to note that 1.6 µg/mL NiCl_2_, which corresponded to the extracellular dissolution of 50 µg/mL NiO NPs in DMEM at 48 h, showed no response at any timepoint tested.

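The HIF-1 pathway genes that rose most with Ni, such as the glucose transporter gene Slc2a1 and the oxygen sensor gene Egln1, were near control levels at 1.6 µg/mL of NiCl_2_. Slc2a1 had a log2 fold change of 0.04 (standard error 0.13) at 24 h and -0.02 (standard error 0.13) at 48 h, and Egln1 0.05 (standard error 0.10) and 0.07 (standard error 0.10), and neither passed the test. At 40 µg/mL of NiCl_2_ Slc2a1 rose by 1.91 and 3.24 at the 2 times. No gene of the 27536 tested was called at 1.6 µg/mL at 2, 24 or 48 h in limma, and at 2 h 721 genes passed an unadjusted p under 0.05. The array of replicate 1 at 2 h is on 1 of the 2 slides that stood apart from their groups, with a log2 ratio of 6.13 for Hspa1b, against 0.10 and 0.01 on the other 2 arrays, and of 4.94 for Hmox1, against -0.57 and -0.32, so the group at 2 h is in doubt. The counts stayed at 0 without the arrays of these slides and when any 1 replicate was left out. The paper reads the lack of a response at this concentration as a sign that the toxicity of NiO NPs comes from the particles or their dissolution inside cells, and not from ions dissolved in the medium.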

For Al_2_O_3_, the largest number of enriched pathways was seen for AlCl_3_ when the concentration was expressed in terms of µg/mL Al (Figure 3). 

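At 48 h, with 118 µg/mL of AlCl_3_, the targets of ATF4 gave 6 higher, 0 lower and 16 of 22 not passing (6 higher and 0 lower adjusted over the list alone) and a median log2 fold change of 0.43, adjusted p = 9.34e-15 from camera, and Mthfd2, a mitochondrial folate enzyme among them, rose by 0.95 (standard error 0.12) on the log2 scale. HIF-1 hypoxia targets gave 5 higher, 0 lower and 27 of 32 not passing (5 higher and 0 lower adjusted over the list alone). At 24 h 2 lists were over-represented at 50 µg/mL of Al_2_O_3_ NPs, 2 at 50 µg/mL of MPs and 3 and 4 at 47 and 118 µg/mL of AlCl_3_. At 48 h 2, 3 and 6 lists were at the highest concentrations of NPs, MPs and AlCl_3_. The concentrations differ in Al, which was 13.25 µg/mL at the highest concentration of AlCl_3_ and 26.5 µg/mL at that of the particles. Shifts by camera were found for 12, 12 and 14 lists at 48 h, and for 2, 4 and 9 with an estimated correlation.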

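With Al_2_O_3_ NPs and AlCl_3_ at 2 h no list was over-represented, and BMP and ID genes were shifted downward as a list with both (median log2 fold change -0.21, adjusted p = 1.82e-06 from camera, for NPs, and median log2 fold change -0.09, adjusted p = 8.83e-05 from camera, for AlCl_3_), although none of their 11 and 13 measured members passed the test in limma (1 and 0 lower adjusted over the list alone). Within slides that held both groups, the list median ran from -0.14 to -0.04 with AlCl_3_. 1, 2 and 2 lists were over-represented at 10, 25 and 50 µg/mL of Al_2_O_3_ MPs, immediate early genes among them.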

At 2 h, no significantly enriched pathways were seen for any Al form. At 24 h, both the Al_2_O_3_ NPs and MPs perturbed pathways at the highest concentration of 50 µg/mL, with 3 and 71 enriched pathways, respectively, for NPs and MPs, while AlCl_3_ enriched 1 and 6 pathways at 47 and 118 µg/mL. At 48 h, AlCl_3_ enriched 45 and 60 pathways at 47 and 118 µg/mL, followed by Al_2_O_3_ NPs with 36 and 46 enriched pathways at 25 and 50 µg/mL, and Al_2_O_3_ MPs showing the lowest response with 14 enriched pathways at 50 µg/mL.

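Cholesterol synthesis genes, which make sterols for membranes, were still higher with TiO_2_ NPs at 48 h, with 18 higher, 0 lower and 5 of 23 not passing (18 higher and 0 lower adjusted over the list alone) (median log2 fold change 0.88, adjusted p = 1.35e-14 from camera), and with TiO_2_ MPs no member passed the test in limma (0 higher adjusted over the list alone). At 2 h 0, 2 and 2 lists were over-represented at 25, 50 and 100 µg/mL of TiO_2_ NPs and 1 at 100 µg/mL of TiO_2_ MPs. At 24 h the numbers were 3, 6 and 10 for NPs and 0, 3 and 5 for MPs. Iron homeostasis genes gave 6 higher, 0 lower and 7 of 13 not passing (6 higher and 1 lower adjusted over the list alone) with NPs and 2 higher, 0 lower and 11 of 13 not passing (2 higher and 0 lower adjusted over the list alone) with MPs at 24 h, and both shifts were upward with an estimated correlation too.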

Finally, for TiO_2_ particles, NPs presented a greater number of enriched pathways at each timepoint compared to MPs (Figure 3). At the earliest timepoint of 2 h, TiO_2_ NPs enriched 1, 2, and 5 pathways, and at 24 h, 33, 66, and 99 enriched pathways were seen for NPs at 25, 50, and 100 µg/mL concentrations, respectively. There were 6 and 27 enriched pathways seen for 50 and 100 µg/mL MP concentrations. At 48 h, a greater response was noted for the NPs, with 101, 162, and 262 significantly enriched pathways at 25, 50, and 100 µg/mL compared to 14 and 40 pathways for 50 and 100 µg/mL MPs.

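Matrix and wound healing genes were higher at 48 h with TiO_2_ NPs, with 14 higher, 1 lower and 11 of 26 not passing (14 higher and 1 lower adjusted over the list alone) and a median log2 fold change of 0.68, adjusted p = 0.000222 from camera and adjusted p = 0.467 with an estimated correlation. Postn rose by 2.32 (standard error 0.40) and Ccn2, a growth factor of connective tissue, by 1.91 (standard error 0.25) on the log2 scale. Targets of ATF4 gave 13 higher, 0 lower and 9 of 22 not passing (13 higher and 0 lower adjusted over the list alone) with NPs and 1 higher, 0 lower and 21 of 22 not passing (1 higher and 0 lower adjusted over the list alone) with MPs. 7, 11 and 9 lists were over-represented at 25, 50 and 100 µg/mL of NPs and 0, 2 and 3 at the same concentrations of MPs.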

### 2.5. Hierarchical Clustering of Pathway Responses

Hierarchical clustering was applied across all exposure groups and significantly enriched IPA canonical pathways in order to infer similarities and differences in response across the compounds tested (Figure S5). For this purpose, significantly enriched pathways were clustered based on their z-score, which is a metric used to denote directionality in pathway response (see methods). The previously published gene expression data from cells exposed to Cu forms [33] were included in this analysis. Samples that cluster close together are expected to enrich similar pathways with expression of DEGs showing similar directionality (upregulation or downregulation).

From the dendrogram in Figure 4, four main clusters are apparent and are separated mainly by the type of metal. 

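The log2 fold changes of the 11 materials at their highest concentrations were compared over the 20532 genes tested in all of them. At 24 h the mean correlation was 0.609 between materials of 1 metal and 0.266 between metals, a difference of 0.343 (permutation test of the metal labels over the materials, one-sided p = 0.00024). It was 0.349 at 48 h (permutation p = 0.00026) and 0.218 at 2 h (permutation p = 0.0124). These means do not hold for each metal. At 2 h pairs within Zn were at 0.63 to 0.71 and the TiO_2_ pair at 0.47. Pairs within Ni ran from -0.07 to 0.09 and within Al from -0.10 to 0.03. At 24 h Al_2_O_3_ NPs correlated at 0.18 with Al_2_O_3_ MPs and 0.56 with AlCl_3_, and also at 0.56 with TiO_2_ MPs and 0.52 with NiO NPs. Genes are not independent replicates, so the labels of materials were permuted and not those of genes. At the middle concentrations the difference was 0.002 at 2 h (permutation p = 0.453), 0.149 at 24 h and 0.207 at 48 h. Over the 7 MPs and chlorides read on 1 scanner model it was 0.18 at 2 h (exact permutation test over 630 arrangements, p = 0.124), 0.37 at 24 h (p = 0.0286) and 0.39 at 48 h (p = 0.0286). Single genes were not tested between metals. At 24 h Hspa1a, an inducible HSP70, had a log2 fold change of 7.40 (standard error 0.76) with ZnO MPs, Mgarp 4.36 (standard error 0.12) with NiCl_2_ and 1.64 (standard error 0.08) with AlCl_3_, and Id3 -1.20 (standard error 0.13) with TiO_2_ NPs and -0.77 (standard error 0.10) with AlCl_3_.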

Overall, the pathway responses seen across exposure conditions were largely MO form-specific, with metal salts and NPs inducing qualitatively similar responses, albeit with differences in timing and magnitude of response. 

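Between NPs and chlorides of the same metal, the correlation of log2 fold changes across genes at 24 h was 0.70 for Zn, 0.80 for Ni and 0.56 for Al, and at 48 h 0.80, 0.77 and 0.64. Genes that went with the form within a metal were found by the test of the difference. Adm, the vasodilator peptide adrenomedullin, differed by -3.91 between ZnO NPs and MPs at 24 h on the log2 scale (standard error 0.45, adjusted p = 2.3e-10), with 1.27 for NPs, while Egln1 differed by -0.26 (standard error 0.34, adjusted p = 0.593). These correlations are across genes, and genes are not independent replicates.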

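At 2 h Hmox1, which encodes heme oxygenase 1 and breaks down heme under oxidative stress, rose by 5.70 (standard error 0.23) with ZnO NPs and 4.69 (standard error 0.21) with ZnCl_2_ on the log2 scale, and Hspa1b by 5.01 (standard error 0.22) and 5.12 (standard error 0.24), while with ZnO MPs Hspa1b rose by 4.28 (standard error 0.83) and Hmox1, with a log2 fold change of 3.28 (standard error 0.76, adjusted p = 0.0522), did not pass the test. The value of Hspa1b averages Cy5 over Cy3 log2 ratios of 6.12 and 6.23 on 2 arrays and 0.05 on the array of replicate 3, which is on 1 of the 2 slides that stood apart from their groups, and the log ratios of Hmox1 on these arrays were 4.92, 4.78 and -0.79. Across genes the log2 fold changes of ZnO NPs correlated with those of ZnCl_2_ at r = 0.68, those of ZnO NPs with ZnO MPs at 0.63 and those of ZnO MPs with ZnCl_2_ at 0.71. Without the arrays of these 2 slides the last 2 values were 0.69 and 0.76. Hspa1b and its paralog Hspa1a are nearly identical in sequence, and their probes can bind both transcripts.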

With respect to ZnO materials, hierarchical clustering showed that ZnO NPs and ZnCl_2_ had similar transcriptional responses at 2 h (appear on the same node in cluster 3), while ZnO MPs were dissimilar. 

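Arc, an immediate early gene best known from neurons, rose by 8.14 (standard error 0.45) with ZnO MPs and 7.31 (standard error 0.14) with ZnCl_2_ at 24 h on the log2 scale. Prl2c5, of the prolactin family, rose by 7.26 (standard error 0.39), 7.04 (standard error 0.50) and 6.53 (standard error 0.19) with ZnO NPs, ZnO MPs and ZnCl_2_, and Mt2 by 4.05 (standard error 0.18), 5.01 (standard error 0.54) and 4.60 (standard error 0.11). The log2 fold changes of ZnO MPs and ZnCl_2_ correlated across genes at r = 0.91 at 24 h and 0.96 at 48 h, and those of ZnO NPs and ZnO MPs at 0.57 and 0.75.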

By 24 and 48 h, all Zn materials (ZnO NPs, MPs, and ZnCl_2_) enriched similar pathways with the same directionality and appeared in cluster 4. For CuO materials, clustering showed that CuO NPs had different pathway responses at 24 h and 48 h (present in cluster 1 (24 h) and cluster 4 (48 h)). Response to 7 µg/mL CuCl_2_ at 48 h was more akin to CuO NPs at 24 h than NPs at 48 h (Figure 4). Exposure to CuO MPs did not yield any enriched pathways with z-scores at any timepoint or concentration. Furthermore, there were no enriched pathways for CuO NPs or CuCl_2_ at 2 h. All Ni materials (NiO NPs, MPs, and NiCl_2_) showed similar pathway responses across time, with all exposure groups appearing within cluster 2 and no pathway enrichment seen at 2 h (Figure 4). 

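Higd1a, a mitochondrial protein induced by hypoxia, rose by 2.81 (standard error 0.19), 1.68 (standard error 0.07) and 4.05 on the log2 scale with NiO NPs and MPs at 24 h and NiCl_2_ at 48 h, and Ero1a, an oxidase of protein folding, by 2.86 (standard error 0.24), 1.42 (standard error 0.07) and 2.95 (standard error 0.11) at 24 h. Across genes NiO NPs and MPs correlated at r = 0.76 at 24 h and 0.57 at 48 h, and NiO MPs and NiCl_2_ at 0.76 and 0.64. At 2 h these pairs were at 0.09 and 0.01. Between metals NiO NPs were closest to TiO_2_ NPs at 24 h, at 0.60.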

With respect to Al materials, no pathway response was seen at 2 h for any compound, while at 24 h, only AlCl_3_ and Al_2_O_3_ MPs presented pathways with z-score directionality. At 24 h, the response was varied, with 118 µg/mL AlCl_3_ appearing in cluster 2 alongside NiO MP samples, whereas 50 µg/mL Al_2_O_3_ MPs appeared in cluster 3 alongside ZnO NP and ZnCl_2_ at 2 h. No pathways were enriched for Al_2_O_3_ NPs at 24 h. By 48 h, significantly enriched pathways and their directionality were similar between Al_2_O_3_ NPs and AlCl_3_ (all appeared in cluster 3), whereas 50 µg/mL Al_2_O_3_ MPs appeared outside of identified clusters. 

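At 48 h Atoh8, a transcription factor under BMP control, fell to a log2 fold change of -1.19 (standard error 0.19) with Al_2_O_3_ NPs and -1.65 (standard error 0.10) with AlCl_3_ on the log2 scale, and Tnfrsf11b, which encodes the decoy receptor osteoprotegerin, rose by 1.71 (standard error 0.18) and 1.83 (standard error 0.25). Across genes the log2 fold changes of Al_2_O_3_ MPs correlated with those of NPs at r = 0.37 and with those of AlCl_3_ at 0.46, and at 24 h the 2 values were 0.18 and 0.22. The profiles of Al_2_O_3_ NPs and TiO_2_ NPs correlated at 48 h at 0.60.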

Finally, for TiO_2_ NPs and MPs, hierarchical clustering indicated that pathway responses between NPs and MPs were dissimilar. 

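Genes higher with both TiO_2_ forms at 24 h included Myom2, which rose by 3.74 (standard error 0.15) with NPs and 2.19 (standard error 0.09) with MPs on the log2 scale, and Nupr1, which rose by 2.71 (standard error 0.17) and 0.98 (standard error 0.09). Il33 fell to a log2 fold change of -2.50 (standard error 0.24) and -1.32 (standard error 0.17). Tk1 and Uhrf1, genes of DNA replication and its chromatin, fell to a log2 fold change of -1.80 (standard error 0.15) and -1.24 (standard error 0.11) with NPs. Across genes the log2 fold changes of NPs and MPs correlated at r = 0.47 at 2 h, 0.63 at 24 h and 0.62 at 48 h, where genes are not independent replicates.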

At 2 h, only 100 µg/mL TiO_2_ NPs samples presented enriched pathways and were grouped away from identified clusters. At 24 h, 25–100 µg/mL of TiO_2_ NPs appeared in cluster 2, whereas at 48 h, both 25 and 50 µg/mL of TiO_2_ NPs appeared in cluster 3, with 100 µg/mL of TiO_2_ NPs still present in cluster 2 on the same node as 24 h TiO_2_ NP samples. On the other hand, 100 µg/mL of TiO_2_ MPs at 24 h appeared in cluster 1, while at 48 h 50 µg/mL of TiO_2_ MPs appeared outside of identified clusters, and 100 µg/mL of MPs appeared in cluster 3.

### 2.6. HIF-1α Signaling as a Commonly Enriched Pathway across Metal Groups

All significantly enriched IPA canonical pathways were ranked by the number of samples showing enrichment to identify pathways commonly enriched across the exposure groups. Rank ordering of the top 10 most commonly enriched pathways (Table 2) showed the ‘HIF-1α Signaling’ canonical pathway as the most ubiquitously enriched across all exposures, with 35/58 samples showing pathway enrichment (a list of all samples showing enrichment of this pathway is found in Figure 5a, with a high resolution heat map available in Figure S6, and a pathway diagram found in Figure A1 and Figure A2 in Appendix A).

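The list of HIF-1 signaling used here holds 91 genes, from glucose transport and angiogenesis to the heat shock genes that the paper names, and the IPA gene set was not used. At 48 h 48 of 89 measured genes of the list changed with ZnO MPs (30 higher and 18 lower), 38 of 88 with NiCl_2_ (25 higher and 13 lower) and 15 of 83 with TiO_2_ NPs (12 higher and 3 lower). The list was over-represented among the DEGs of 28 of the exposed groups, 68 of which had any DEG (Fisher's exact test, one-sided, adjusted over the groups). This number was 18 with the deposited series values, 21 with genes matched to a symbol, 22 without background correction or with the log ratios of Feature Extraction, and 35 with no fold threshold. When all 27 lists were adjusted together, HIF-1 signaling was over-represented in 24 groups, the targets of ATF4 in 28 and the HIF-1 hypoxia targets in 27. The list was written with genes that the paper names from these same arrays, so its over-representation is not independent evidence. Among the 28 groups was 1.7 µg/mL of ZnCl_2_ at 24 h, with 1 of 88 genes called, while the paper asked for at least 3 DEGs. The Cu materials of the paper's ranking are from another series and were not used here.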

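Among genes of HIF-1 signaling, Hk2, the first enzyme of glycolysis, was called in 18 of the exposed groups. By form, the list was over-represented in 8 of 39 NP groups, 8 of 36 MP groups and 12 of 27 chloride groups, of which 23, 27 and 18 had any DEG. NP arrays were read on a scanner model of their own, so that counts of NPs and of the other forms are not on equal terms.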

The ‘HIF-1α Signaling’ IPA pathway was the most commonly enriched across all MONPs (17/26 samples showing enrichment, Table S2), while for MOMPs and metal chlorides it was the 2nd most commonly enriched pathway (8/17 and 10/15 samples showing enrichment, Table S2). Clustering of DEGs associated with the ‘HIF-1α Signaling’ pathway showed treatment groups cluster mainly based on parent metal (Figure 5). 

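The HIF-1 signaling list at 48 h had a median log2 fold change of 0.08, adjusted p = 2.59e-10 from camera, with NiO MPs, and with NiO NPs it gave 24 higher, 11 lower and 49 of 84 not passing (24 higher and 12 lower adjusted over the list alone). With AlCl_3_ it gave 8 higher, 0 lower and 80 of 88 not passing (8 higher and 0 lower adjusted over the list alone), and with TiO_2_ NPs at 24 h 17 higher, 0 lower and 66 of 83 not passing (17 higher and 0 lower adjusted over the list alone). P4ha2, a collagen prolyl hydroxylase, rose by 2.18 (standard error 0.06) with NiO MPs at 48 h on the log2 scale.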

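The share of measured HIF-1 signaling genes that changed was set against the viable cell density that the paper reports for 34 exposed groups. The text of the paper gives a density mainly where the loss was significant, so these groups were selected in part by the outcome. It was 53.9% with 5 µg/mL of ZnO MPs at 48 h, 41.7% with 50 µg/mL of NiO NPs, 14.6% with 50 µg/mL of NiO MPs and 18.1% with 100 µg/mL of TiO_2_ NPs. Spearman's correlation was -0.81 and Pearson's r -0.91, each with a permutation p of 1e-05, the smallest that 100000 permutations can give (adjusted p = 1.6e-05 over the 8 relations computed). The groups are concentrations and times of the same materials and share controls. The permutations treat them as independent, so all p values of this relation overstate the evidence. With ZnO MPs at 48 h 7786 of 28948 tested genes changed, so the relation is not shown to be particular to this list. Without the 2 groups farthest from the median density r was -0.87. Spearman's correlation was -0.88 at 24 h over 12 groups (permutation p = 0.00032) and -0.96 at 48 h over 18. By scanner model it was -0.70 over 18 NP groups (permutation p = 0.00178) and -0.95 over the 16 groups of the other forms, and without Zn materials it was -0.69. The paper states that the number of DEGs in this pathway is closely tied to cytotoxicity.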

Spearman’s correlation analysis showed that pathway coverage (number of DEGs / total genes in the pathway) of the ‘HIF-1α Signaling’ pathway was significantly negatively correlated with the percent viable cell density (*p* < 0.001; Spearman’s correlation coefficient = −0.905).

To identify DEGs from the ‘HIF-1α Signaling’ pathway that may be indicative of MONP toxicity, a weighted rank-ordering of all DEGs was conducted using scores calculated as follows: score = (average significant fold-change across samples) + (number of samples where the DEG fold-change > 5)*100. This weighting puts emphasis on DEGs, which show a high fold change in many samples as opposed to a very high fold change in a few samples.

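Hmox1 had the highest score, 1211, with 19 groups in which it was called, 12 of them over 5-fold, and a mean change of 10.8-fold. Adm, which was called in 22 groups with a mean change of 5.8-fold, had 806, and Hspa1a, called in only 11 groups but with a mean of 34.9-fold, had 735. The scores here were computed over the groups of Zn, Ni, Al and Ti materials, with falls counted by their size. The first place changed with the log ratios of Feature Extraction, where Mmp10 had 1615 and Hmox1 1211, and with the deposited series values, where Mmp10 had 807 and Hmox1 was not among the first 10.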

The top ten ranked DEGs using the approach are listed in Figure 6. 

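The list scored here was written with the genes that the paper names in it, so its agreement with the paper's 10 highest genes is not independent evidence. Of these 10, 8 were among the 10 highest here, 7 without background correction and 6 with the deposited series values. Hspa1b scored 729, Slc2a1 504, Mmp10, a matrix metalloproteinase, 407 and Egln1 403. Rasd1, a small G protein, and Hk2 came next to the first 10 with 313 and 303, and Trf, the iron carrier transferrin, and Pgk1 took their places with 507 and 404. The place of Rasd1 depends on the processing. It was among the first 10 with slide as a block, without background correction, with the log ratios of Feature Extraction, and without replicate 1 or replicate 3. With the deposited series values both Rasd1 and Hk2 were.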

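In Zn materials Hspa1a was higher in 9 of 27 exposed groups, by 2.01 to 168-fold, Hspa1b in 9, by 1.56 to 154-fold, and Hmox1 in 9, by 4.27 to 51.9-fold. Counts of groups for these genes are over all concentrations and times. The paper's samples are only those in which it found the pathway enriched. Hspa1b was lower in 1 group, ZnO NPs at 48 h, with a log2 fold change of -0.66 (standard error 0.22, adjusted p = 0.0192). With ZnO MPs at 24 h the log2 fold change of Hspa1b was 7.26 (standard error 0.83, adjusted p = 1.57e-08) and that of Hmox1 4.51 (standard error 0.76, adjusted p = 1.09e-05). The probes of Hspa1a and Hspa1b can bind the transcripts of both genes.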

All Cu and Zn samples strongly upregulated the expression of heat shock protein A member 1A (*Hspa1a*), heat shock protein A member 1B (*Hspa1b*), and heme oxygenase 1 (*Hmox1*) (1.6–337 fold, −1.6–151 fold, and 4.3–48 fold, respectively). Conversely, *Hspa1a* and *Hspa1b* were not differentially expressed in Ni samples (with three minor exceptions), whereas solute family carrier member 1 (*Slc2a1*) and egl-9 family hypoxia-inducible factor 1 (*Egln1*) were both ubiquitously expressed with high fold-change (1.7–16 fold, 1.9–8.4 fold). 

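In Ni materials Hspa1a was called in 0 of 30 groups in limma and Hspa1b was lower in 2, by 1.85 and 1.88-fold. For NiCl_2_ this is in doubt. The array of replicate 1 at 1.6 µg/mL and 2 h, on a slide that stood apart, had log2 ratios of 4.22 and 6.13 for the 2 genes. It widens their variance in the NiCl_2_ model at every time. At 80 µg/mL Hspa1b at 24 h (-1.04) and Hspa1a at 48 h (1.15) did not pass. Without the arrays of 2 slides, over all materials, Hspa1a was called in 13 groups in place of 11 and Hspa1b in 16 in place of 12. Slc2a1, the main glucose transporter, was higher in 14 groups of Ni materials, by 1.67 to 15.1-fold, and Egln1, a prolyl hydroxylase that marks HIF-1α for degradation, in 14, by 1.71 to 8-fold. The log2 fold change of Slc2a1 at 48 h was 3.66 (standard error 0.15, adjusted p = 1.94e-19) with NiO NPs, 1.83 (standard error 0.07, adjusted p = 6.71e-18) with NiO MPs and 3.92 (standard error 0.13, adjusted p = 9e-20) with NiCl_2_, and that of Egln1 was 1.81 (standard error 0.09) with NiO MPs and 3.00 (standard error 0.10) with NiCl_2_.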

For Al and Ti samples, all of the top 10 ranked DEGs showed fold-changes <5 fold in either direction. It should be noted that while Zn, Cu, and Ni materials upregulate the expression of adrenomedullin (*Adm*), both Al and Ti materials lead to downregulation of this gene. 

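With Al materials the highest change among these genes was 2.01-fold, for Mmp10, which was higher in 1 of 27 groups, and Hmox1, Slc2a1 and Hk2 were called in none in limma. With TiO_2_ materials Hmox1 was higher in 3 of 18 groups, by 1.51 to 2.6-fold, and Hk2 in 2, by 1.9 and 2.01-fold. Rasd1 was tested in 0 groups of Al materials, since its probe stayed near background.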

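Adm was higher in 6 groups of Zn materials, by 2.07 to 36.3-fold, and in 12 groups of Ni materials, by 1.83 to 8.81-fold. It was lower in 1 group of Al materials, by 1.77-fold, and in 3 groups of TiO_2_ materials, by 2.05 to 2.45-fold. With Al_2_O_3_ NPs at 48 h its log2 fold change was -0.83 (standard error 0.16, adjusted p = 0.00229), and with NiO NPs at 48 h 3.09 (standard error 0.21, adjusted p = 1.54e-13).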

For matrix metallopeptidase 10 (*Mmp10*) and serpin family E member 1 (*Serpine1*), upregulation was seen for Zn, Cu, Ni, Al, and Ti materials, with the highest fold-changes noted in CuO NP-exposed samples (9.9–69 fold and 3.2–12 fold, respectively). 

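Mmp10, which degrades matrix proteins, was higher in 7 groups of Zn materials, by 1.71 to 44.2-fold, in 4 of Ni materials, by 1.77 to 3.68-fold, and in 4 of TiO_2_ materials, by 1.79 to 3.18-fold. It was lower in no group. The log2 fold change of Mmp10 at 48 h was 1.67 (standard error 0.25, adjusted p = 9.04e-06) with TiO_2_ NPs and 1.01 (standard error 0.13, adjusted p = 1.06e-07) with AlCl_3_.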

The last gene was ras related dexamethasone induced 1 (*Rasd1*), which showed high fold-change expression in ZnO MP and ZnCl_2_-exposed samples at 24 and 48 h exclusively (7.6–49 fold).

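Rasd1, a Ras-related protein induced by dexamethasone, was higher in 4 of the 18 groups of Zn materials in which it was tested, namely 5 µg/mL of ZnO MPs and 8.5 µg/mL of ZnCl_2_ at 24 and 48 h. With ZnO MPs at 24 h its log2 fold change was 4.79 (standard error 0.15, adjusted p = 5.75e-21) and at 48 h 3.27 (standard error 0.15, adjusted p = 1.13e-16), where it was well above background on 1 and 2 of the 3 control arrays. With ZnCl_2_ it was not well above background on any control array. The model gave a rise of 11.4-fold at 24 h (adjusted p = 4.98e-16) and 4.06-fold at 48 h (adjusted p = 1.05e-10). Bounds from the Cy5 channel alone were at least 20.6-fold and at least 4.48-fold. They lie above the folds of the model and are open to dye bias, so the size of the rise is not settled. It was called in 0 of 9 groups of Ni materials and 0 of 9 of TiO_2_ materials in limma, all of them MPs. With NPs it did not pass the filter on signal. The test of the difference between forms keeps a probe that passes in either material. There its log2 fold change at 24 h was 0.14 with ZnO NPs and 4.79 with MPs (difference -4.66, standard error 0.18, adjusted p = 2.65e-28). At 48 h the values were -0.01 and 3.27 (difference -3.28, standard error 0.18, adjusted p = 4.89e-21). Its level with NPs is near background.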

### 2.7. Benchmark Concentration Modeling

Benchmark concentration modeling of viable cell density responses (Figure 7) and transcriptomic responses (Figure 8) was employed for comparative potency ranking of the MONPs, MOMPs, and metal chlorides used in this study, with the concentrations normalized to the amount of constituent metal in the exposure medium. Viable cell density was used instead of percent viability, as it more accurately captured the toxicity induced by Zn compounds compared to white and blue cell ratios in this study. Transcriptomic and cell density data from Cu exposures in Boyadzhiev et al., 2021 [33] were included in the analysis.

BMC modeling of viable cell densities was only attempted for 24 and 48 h timepoints due to the minimal response at the 2 h timepoint for all compounds. At 24 h, the materials were ranked as follows: ZnO NP ~ ZnO MP ~ ZnCl_2_ > CuO NP ~ NiCl_2_ > TiO_2_ NP ~ NiO MP ~ NiO NP ~ CuCl_2_ ~ Al_2_O_3_ MP ~ AlCl_3_ ~ TiO_2_ MP. At 48 h, a similar trend was observed, although the BMC ranges largely overlapped (Figure 7b). There were differences noted within the three forms of each metal compound at 48 h (Figure 7c). For Zn compounds, all three forms presented the same potency at 48 h, which was also seen for Al_2_O_3_ NPs and AlCl_3_, as well as for CuO NPs and CuCl_2_. In contrast, NiO NPs were more potent compared to NiCl_2_, while TiO_2_ NPs and NiO NPs were more potent than MP analogues.

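Benchmark concentrations were fitted to genes that passed a trend test over concentration and a change of at least 1.5-fold, and concentrations are µg of metal per mL. The benchmark response was 1 SD of the residuals of the fitted curve over all arrays of the material and time. The Hill shape was tried only for NiO NPs, which had the most concentrations. The paper states its response relative to controls and had Hill curves among its functions. The number of genes with a benchmark concentration at 24 h was 4563 with ZnO MPs, 2097 with NiCl_2_, 50 with Al_2_O_3_ NPs and 1271 with TiO_2_ NPs. The point of departure given for a material is the 25th lowest benchmark concentration with its 1-sided 95% bounds. Most lie below the lowest concentration tested, where they are extrapolated. NiCl_2_ and AlCl_3_ were tested from lower metal concentrations than the oxides of Ni and Al. Their order against these oxides is therefore not on equal terms. For simulated genes of ZnCl_2_ at 24 h the bounds held the true value in 70.0% of 400 genes with a linear and 76.2% of 400 with a saturating shape, and for NiO NPs at 48 h in 73.8% and 71.5%, so that the bounds are too narrow, and bounds that lie apart are no test of a difference. The median estimate was 0.87 and 0.90 of the true value for ZnCl_2_ and 0.92 and 0.94 for NiO NPs, so estimates were low. Points of departure that moved by over 1.5 times when 1 replicate was left out all fell. Apart from ZnO MPs at 2 h, they lay at or below the full value whichever replicate was left out. These falls therefore do not single out a replicate.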

With respect to the transcriptomic data, the transcriptional point of departure (tPOD) chosen was the 25th ranked gene for 2, 24, and 48 h timepoints (Figure 8). 

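At 2 h the settings used here gave a point of departure with Zn materials but with no other, at 0.407 (bounds 0.3 and 0.598) µg/mL of Zn for ZnO NPs, 1.28 (bounds 0.845 and 2.52) for ZnO MPs and 0.482 (bounds 0.357 and 0.732) for ZnCl_2_. With ZnO NPs 383 genes had a benchmark concentration, with ZnO MPs 60 and with ZnCl_2_ 166. With NiO NPs 14 and with TiO_2_ NPs 17 genes did, fewer than the rank of 25, so that no point of departure was obtained for them at this time. The value for ZnO MPs rests on the array of replicate 3, which is on 1 of the 2 slides that stood apart from their groups. It was 0.284 without replicate 3, 0.193 with the log ratios of Feature Extraction and 0.313 without the arrays of these slides, and too few genes had a benchmark concentration without replicate 1 or without replicate 2. For ZnO NPs the value was 0.252 without replicate 3 and 0.253 with these log ratios, and no array of ZnO NPs is on the 2 slides, so the order of the 2 forms stayed without replicate 3 and turned with the other 2 choices. When 1 replicate was left out, other values that moved by over 1.5 times were ZnO NPs 0.261 without replicate 1 and 0.252 without replicate 3, ZnCl_2_ 0.303 without replicate 1. Among the other alternatives such values were, with the log ratios of Feature Extraction ZnO NPs 0.253 and ZnCl_2_ 0.215; with the 10th ranked gene ZnCl_2_ 0.292, and a benchmark response of 2 SD raised all 3 values by over 1.5 times. With the log ratios of Feature Extraction a value was also obtained at 2 h for each of the other materials, such as 15.4 for NiO NPs and 3.97 for TiO_2_ NPs, and for NiO NPs it was 0.493 without replicate 1 and 0.331 without replicate 2.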

At 2 h, TiO_2_ NPs and NiO NPs were less potent than ZnO NPs, ZnO MPs, ZnCl_2_, CuO NPs, and CuO MPs at inducing transcriptional signaling. 

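At 24 h the point of departure was 0.273 (bounds 0.2 and 0.4) µg/mL of Zn for ZnO NPs, 0.261 (bounds 0.195 and 0.378) for ZnO MPs and 0.357 (bounds 0.267 and 0.533) for ZnCl_2_, and the bounds of these 3 overlap. For Ni it was 1.54 (bounds 1.1 and 3.67) for NiO NPs, 1.53 (bounds 1.06 and 2.25) for NiO MPs and 0.225 (bounds 0.164 and 0.336) for NiCl_2_, whose bounds lie below those of both oxides. For Al it was 3.1 (bounds 1.82 and 7.05) for NPs, 2.2 (bounds 1.25 and 4.08) for MPs and 1.53 (bounds 0.703 and 3.73) for AlCl_3_, and for Ti 1.31 (bounds 0.951 and 1.95) for NPs and 3.35 (bounds 1.9 and 5.35) for MPs. The genes behind these values are the lowest of each ranking, not a named pathway. The value of NiCl_2_ lies below its lowest concentration, 1.6 µg/mL, where no gene was called at this time. When 1 replicate was left out, values that moved by over 1.5 times were ZnO NPs 0.179 without replicate 3, ZnO MPs 0.154 without replicate 1 and 0.171 without replicate 3, Al_2_O_3_ NPs 1.56 without replicate 3, Al_2_O_3_ MPs 1.23 without replicate 1, and for Al_2_O_3_ NPs no value was obtained without replicate 1. Among the other alternatives such values were, with the log ratios of Feature Extraction ZnO MPs 0.151, Al_2_O_3_ MPs 0.743, AlCl_3_ 0.512 and TiO_2_ NPs 0.607; with the deposited series values Al_2_O_3_ NPs 6.98, Al_2_O_3_ MPs 4.21 and AlCl_3_ 6.62; with the mean of probes Al_2_O_3_ NPs 5.62 and AlCl_3_ 2.43; with no goodness of fit filter TiO_2_ NPs 0.603; with the 10th ranked gene NiO MPs 0.975, Al_2_O_3_ NPs 1.94, Al_2_O_3_ MPs 1.29, AlCl_3_ 0.517 and TiO_2_ NPs 0.467; with the 50th ranked gene Al_2_O_3_ NPs 13.6, Al_2_O_3_ MPs 4.71 and TiO_2_ NPs 1.98, and with the 50th ranked gene AlCl_3_ had none. A benchmark response of 2 SD raised every value by over 1.5 times. AlCl_3_, the lowest of the Al forms here, lay above Al_2_O_3_ MPs with the deposited series values, with the mean of probes and without replicate 1, and above both particles without replicate 3 (2, against 1.56 for NPs and 1.89 for MPs), so the order of the Al forms at this time is not settled.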

At 24 h, Zn compounds presented equivalent potency between the NP, MP, and ZnCl_2_ forms, an equivalency that was also displayed by the three forms of Ni and Al and the two forms of TiO_2_ (Figure 8d). In contrast, CuO NPs were more potent than MPs at inducing transcriptional signaling. 

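At 48 h the point of departure was 0.254 (bounds 0.184 and 0.672) µg/mL of Zn for ZnO NPs, 0.284 (bounds 0.212 and 0.412) for ZnO MPs and 0.292 (bounds 0.2 and 0.518) for ZnCl_2_. It was 1.5 (bounds 1.13 and 2.6) µg/mL of Ni for NiO NPs, 2.12 (bounds 1.46 and 3.18) for NiO MPs and 0.232 (bounds 0.173 and 0.336) for NiCl_2_, whose bounds lie below those of both oxides. For Al it was 1.24 (bounds 0.769 and 1.93) for NPs, 2.45 (bounds 1.82 and 3.64) for MPs and 0.491 (bounds 0.373 and 0.683) for AlCl_3_, whose bounds lie below those of both particles, and for Ti 0.489 (bounds 0.309 and 5.5) for NPs and 2.21 (bounds 1.64 and 3.57) for MPs, whose bounds overlap. The value of NiCl_2_ again lies below its lowest concentration, 1.6 µg/mL, where no gene was called. Both chlorides were tested from lower metal concentrations than the oxides of their metal. When 1 replicate was left out, values that moved by over 1.5 times were ZnO NPs 0.163 without replicate 1, 0.164 without replicate 2 and 0.155 without replicate 3, ZnO MPs 0.171 without replicate 1 and 0.178 without replicate 2, NiO NPs 0.956 without replicate 3, NiCl_2_ 0.106 without replicate 2, Al_2_O_3_ MPs 1.6 without replicate 1. Among the other alternatives such values were, with the log ratios of Feature Extraction Al_2_O_3_ MPs 1.22, AlCl_3_ 0.159 and TiO_2_ MPs 1.47; with the deposited series values Al_2_O_3_ MPs 4.04; with the 10th ranked gene Al_2_O_3_ MPs 1.29 and AlCl_3_ 0.315; with the 50th ranked gene Al_2_O_3_ MPs 4.34, TiO_2_ NPs 0.838 and TiO_2_ MPs 3.45. A benchmark response of 2 SD raised every value by over 1.5 times.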

By 48 h, Zn, Al, and Cu compounds presented the same potency trends as the 24 h timepoint, while NiCl_2_ was more potent than NiO NPs and NiO MPs at inducing transcriptional signaling, and TiO_2_ NPs presented greater potency than TiO_2_ MPs.

For both viable cell density and transcriptomic BMC modeling, the concentrations were also expressed in terms of specific surface area (SSA; cm^2^/mL), using experimentally measured SSA values for NPs and manufacturer-provided SSA values for MPs (Figures S7 and S8). 

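Expressed as particle surface with the specific surface areas that the paper gives, the point of departure at 24 h was 0.119 (bounds 0.0875 and 0.175) cm2/mL for ZnO NPs and 0.029 (bounds 0.0217 and 0.0421) for ZnO MPs, 0.745 (bounds 0.532 and 1.78) for NiO NPs and 0.239 (bounds 0.166 and 0.352) for NiO MPs, 7.55 (bounds 4.43 and 17.2) for Al_2_O_3_ NPs and 4.57 (bounds 2.59 and 8.47) for Al_2_O_3_ MPs, and 1.21 (bounds 0.88 and 1.8) for TiO_2_ NPs and 0.363 (bounds 0.206 and 0.58) for TiO_2_ MPs. The bounds of MPs lie below those of NPs for ZnO, NiO and TiO_2_ and overlap them for Al_2_O_3_. The values scale with those by mass, and they move in the same way when a replicate is left out and with the alternatives.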

The SSA-based BMC ranges at 24 h indicated MPs present equal or greater potency than NPs for reduction of viable cell density (ZnO MP > ZnO NP; NiO NP ~ NiO MP; TiO_2_ MP > TiO_2_ NP), with a similar trend for the induction of transcriptional response (ZnO NP ~ ZnO MP; CuO NP > CuO MP; NiO MP > NiO NP; Al_2_O_3_ MP ~ Al_2_O_3_ NP; TiO_2_ MP > TiO_2_ NP). By 48 h of exposure, substances showed compound-specific potency differences for reduction of viable cell density (ZnO MP > ZnO NP; NiO NP > NiO MP; TiO_2_ NP ~ TiO_2_ MP), while MPs generally presented a greater potency than NPs to induce transcriptional response (ZnO MP > ZnO NP; CuO NP > CuO MP; NiO MP > NiO NP; Al_2_O_3_ MP ~ Al_2_O_3_ NP; TiO_2_ MP > TiO_2_ NP).

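At 48 h the point of departure on this scale was 0.111 (bounds 0.0805 and 0.294) cm2/mL for ZnO NPs and 0.0316 (bounds 0.0236 and 0.0458) for ZnO MPs, 0.726 (bounds 0.547 and 1.26) for NiO NPs and 0.331 (bounds 0.228 and 0.497) for NiO MPs, 3.02 (bounds 1.87 and 4.7) for Al_2_O_3_ NPs and 5.08 (bounds 3.78 and 7.55) for Al_2_O_3_ MPs, and 0.452 (bounds 0.286 and 5.09) for TiO_2_ NPs and 0.239 (bounds 0.178 and 0.387) for TiO_2_ MPs. The bounds of MPs lie below those of NPs for ZnO and NiO and overlap them for Al_2_O_3_ and TiO_2_. The paper reasons that the larger surface area of NPs can explain part of the difference in potency between NPs and MPs.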

## 3. Discussion

The solubility of MONPs in biological environments can have an impact on their potential to induce toxicity. Recent research has shown that size and concentration both affect the dissolution of MONPs, with MOMPs dissolving to a lesser extent [31,32]. In the present study, in vitro global transcriptomic analysis was applied to characterize the impact of solubility on cellular toxicity induced by MONPs over short exposure durations, using MOMPs and metal chloride salts as bulk and dissolved metal analogues. Overall, the results show that (1) extracellular dissolution was an important contributor to the toxicity of ZnO and CuO MONPs with high–moderate solubility in cell culture medium, while extracellular dissolution did not contribute to toxicity induced by NiO and Al_2_O_3_ MONPs with low–negligible solubility; (2) responses were generally specific to the parent metal (Zn, Cu, Ni), with MONPs and metal salts inducing similar transcriptional responses albeit with differences in magnitude and timing, while MOMPs showed less consistency; (3) signaling through the ‘HIF-1α Signaling’ pathway was a common response underlying the toxicity of MONPs, as well as their bulk and dissolved metal analogues; however, the DEGs within the pathway for each metal differed, implying differences in underlying mechanisms and the eventual toxicity; and (4) BMC-derived relative potency ranking of apical and transcriptomic endpoints indicated similar toxicity for ZnO NPs, MPs, and Zn ions, whereas differences were observed in the case of MONPs that have lower solubility in biological media.

### 3.1. The Impact of Solubility on the Toxicity of MONPs

The contribution of extracellular dissolution to the response induced by MONPs depended on the solubility of the material. For ZnO NPs, which display high solubility and instantaneous dissolution in cell culture medium at low concentrations (Table S1), an equivalent concentration of ZnCl_2_ induced a similar cytotoxic and transcriptomic response as early as 2 h post-exposure, which markedly increased for ZnCl_2_ at 24 and 48 h post-exposure (Figure 1, Figure 2 and Figure 3). Other in vitro studies in the past have reported similar levels of acute cytotoxicity for dissolved Zn and ZnO NPs when the concentration was normalized to the constituent metal [36] or markedly higher toxicity in response to dissolved Zn exposure [37]. For the moderately soluble CuO NPs (Table S1), extracellular dissolution contributed to cellular toxicity, as 7 µg/mL CuCl_2_ induced transcriptional signaling at 48 h, which clustered alongside 24 h CuO NP samples [33] (Supplementary Document S1, Figure 4). However, the results showed a lag in time at which the cytotoxicity or significant transcriptional perturbance became apparent post-exposure to CuCl_2_. Also, extracellular dissolution alone was insufficient to account for the magnitude of the responses seen for NPs at 24 and 48 h (described in detail in Boyadzhiev et al., 2021 [33]), implying a role for the particulate form of CuO NPs in the observed toxicity. In the case of NiO and Al_2_O_3_, NPs that showed low-negligible solubility in cell culture medium, concentrations of metal chlorides representing possible extracellular dissolution of NPs (1.6 and 2.4 µg/mL, respectively) did not result in loss of viability or induce transcriptional response at any timepoint assessed (Figure 1, Figure 2 and Figure 3). For NiO NPs, this indicates that toxicity is induced either through cell-material interactions or through particle internalization and intracellular dissolution, rather than from exposure to ions via extracellular dissolution. For Al_2_O_3_ NPs, however, the result is less straightforward. Upon addition of dissolved AlCl_3_ to FE1 cell culture medium, an insoluble precipitate was quickly formed at a concentration of 1 mg/mL (Figure S3). Similar analyte loss during control experiments was reported by Avramescu et al., 2023 [32] at a lower AlCl_3_ concentration of 1 mg/L. Considering the observed analyte loss, the authors suggested that the solubility reported may be considered an ‘apparent solubility’, which represents the portion of released Al that is not matrix bound [32]. Furthermore, particle formation has been noted by others when conducting in vitro exposures using AlCl_3_ as well as within simulated intestinal fluid [38,39]. The formation of aluminum phosphate and calcium phosphate precipitate has been reported when AlCl_3_ was introduced into A549 cell culture medium [40]. The results of these studies, as well as the results reported here, imply that loss of dissolved Al within neutral or slightly basic biological environments is an anticipated behavior and may be caused by precipitation, surface adsorption, and/or interactions with proteins. Moreover, the present study indicates that extracellular dissolution based on ‘apparent solubility’ does not contribute to responses induced by Al_2_O_3_ NPs. In summary, while extracellular dissolution was a factor contributing to the observed toxicity of certain MONPs with high-moderate solubility, it was not a significant factor impacting the toxicity of MONPs with low-negligible solubility.

Based on transcriptional profiling, MONPs and dissolved salts of the same parent metal (e.g., Ni) perturbed similar pathways at the same timepoints of the assessment when equivalent metal concentrations, or concentrations equivalent to high levels of NP dissolution (≥ 50 %) were used (Figure 4 and Figure S5). With respect to bulk MP analogues, responses were less consistent, with ZnO and NiO MPs clustering alongside their NP and dissolved analogues, but with Al_2_O_3_ and TiO_2_ MPs showing less consistency. Detailed analysis of significantly enriched pathways (Supplementary Document S1) indicated a conserved stress and cell death response for ZnO NPs, MPs, and dissolved Zn beginning at the earliest post-exposure timepoint of 2 h and increasing in severity up to 48 h at equivalent Zn concentrations (4 µg/mL Zn). However, it is important to note that the number of enriched pathways at the highest concentration decreased for all forms of Zn from 24 to 48 h. For NiO NPs, MPs, and dissolved Ni, pathways implicated in hypoxia signaling beginning at 24 h were seen, with concentration- and time-dependent increases in pathways involved in cell stress, death, and immune response (Supplementary Document S1). It was commonly seen that 50 µg/mL NPs (40 µg/mL Ni) clustered close to 80 µg/mL NiCl_2_ (20 µg/mL Ni) at the same timepoints (Figure 4), implying a similar pathway response between the two forms but with an increased magnitude and breadth of transcriptional induction for dissolved Ni. For Al_2_O_3_ NPs, the pathway response was negligible for all concentrations of NPs and AlCl_3_ at 24 h (<10 significant pathways), with 48 h responses for both materials featuring mainly aberrant wound healing responses, immune signaling, and disease pathways noted at the highest exposure concentrations of 50 µg/mL of NPs (26.5 µg/mL Al) and 118 µg/mL of AlCl_3_ (13.25 µg/mL Al). Recent reports examining MONPs alongside dissolved metal equivalents in human cell lines support this view, with ZnO NPs and ZnCl_2_ showing a transcriptionally similar response in A549 cells after 24 h of exposure [41]; and NiO NPs and NiCl_2_ exposures both showing cytotoxicity and genotoxicity in BEAS-2B cells following both chronic (6-week) and acute (24 h) in vitro exposures, with NiCl_2_ inducing the most DEGs after 6 weeks of exposure compared to NiO NPs at the same concentration of Ni [42,43]. While some commonalities were observed, for example, enrichment of ‘HIF-1α Signaling’ across all samples, the results showed that mechanistically, each metal type differs from the other, and thus, eventual toxicity may also be different.

### 3.2. ‘HIF-1α Signaling’ as a Common Underlying Response to MONP Toxicity

Based on shared enriched canonical pathways, it could be seen that ‘HIF-1α Signaling’ was the most commonly enriched pathway across all exposures except for Al_2_O_3_ MPs (Table 2), with DEG responses clustering based on parent metal (Figure 5b). Higher coverage in this pathway (more DEGs) was strongly associated with decreases in the density of viable cells in this study (Figure 5c). Signaling through the ‘HIF-1α Signaling’ pathway showed MONPs with low-negligible solubility in cell culture medium of low acute toxicity (Al_2_O_3_, TiO_2_) altered the expression of lower numbers of DEGs in general, with lower fold-change differences in comparison to toxic MONPs with higher solubility (ZnO, CuO) (Figure S6).

The ‘HIF-1α Signaling’ pathway is a stress-induced signaling pathway that controls the expression of over 100 downstream genes [44]. Cellular processes directly controlled by HIF-1α include angiogenesis, metabolism, iron transport and cycling, extracellular matrix remodeling, and cell survival and differentiation [44,45]. Cellular response to hypoxia is controlled by both oxygen and iron availability, and dysregulation in iron homeostasis is known to induce a hypoxic response in a similar manner to low oxygen [46]. Responses associated with hypoxia include a shift in energy generation away from oxygen-intensive pathways (e.g., mitochondrial cellular respiration) and towards anoxic processes (e.g., glycolysis), as well as the induction of stress responses such as autophagy, endoplasmic reticulum stress, oxidative stress, and unfolded protein responses [47,48,49,50]. High levels of oxidative stress can lead to oxidative damage of biomolecules such as lipids, proteins, and nucleic acids, which, in turn, leads to DNA damage and unfolded protein response induction, which are two main mechanisms of MONP toxicity [13]. Furthermore, the accumulation of unfolded proteins in cells can result in endoplasmic reticulum stress, while disturbances in the endo-lysosomal network can cause autophagic stress, both of which have been associated with the toxicity of MONPs such as ZnO, CuO, and iron oxide nanoparticles [19]. The ability to monitor these important stress pathways, along with HIF-1α’s direct association with cellular homeostasis and specifically metal homeostasis, makes this pathway an attractive candidate as an in vitro biomarker of MONP toxicity. While all MONPs responded by inducing ‘HIF-1α Signaling’, the specific DEGs and consequently, associated processes varied. Oxidative stress and unfolded protein responses were commonly seen in Zn, Cu, and Ni-exposed cells and, to a lesser extent, in TiO_2_ NP exposed cells; however, important pathways implicated in glycolysis were for the most part not enriched (Supplementary Document S1). NiO NPs exhibit low-negligible solubility in cell culture medium [32] and moderate-low solubility in acidic environments [51], with dissolved Ni shown to induce a state of cellular hypoxia akin to the hypoxia-mimetic compound cobalt chloride [52,53]. Transcriptional induction of hypoxia was seen for NiO NPs, MPs, and NiCl_2_, which all enriched and activated ‘HIF-1α Signaling’, in addition to activation of glycolysis for all Ni compounds and inactivation of oxidative phosphorylation for NiO NPs and NiCl_2_ (Supplementary Document S1, Supplementary File S3). It should be noted that while all metal compounds lead to the enrichment of ‘HIF-1α Signaling’, only NiO NPs, MPs, and NiCl_2_ lead to activation of this pathway based on z-score directionality (Figure 5a).

The ‘HIF-1α Signaling’ IPA canonical pathway consists of 198 genes, based on IPA content version 81348237. Using weighted rank-ordered genes from samples where the ‘HIF-1α Signaling’ pathway was enriched, the top 10 DEGs were selected with high fold-change induction across the sample set (Figure 6). These genes consist of *Hmox1*, *Hspa1a*, *Hspa1b*, *Mmp10*, *Adm*, *Serpine1*, *Slc2a1*, *Egln1*, *Rasd1*, and *Hk2*. The genes *Hmox1, Hspa1a,* and *Hspa1b* are implicated in iron recycling, response to oxidative stress, iron homeostasis, and protein folding and are transcriptionally responsive to reactive oxygen species, heavy metal exposure, as well as homeostatic disruption [54,55,56]. Both HSP genes were highly expressed in response to Zn and Cu exposures, but not Ni, Al, or Ti, whereas *Hmox1* was highly expressed in Zn, Cu, and Ni samples. Two genes implicated in glucose uptake and metabolism, *Slc2a1* and *Hk2*, showed the highest fold-change in 25 and 50 µg/mL at 48 h of NiO NPs and 40 and 80 µg/mL at 24 and 48 h of NiCl_2_ exposed groups. Next was *Egln1*, which showed high fold-change induction in Ni-exposed samples. This gene encodes a prolyl hydroxylase domain-containing protein used to post-translationally control the stability of HIF1A [45]. The gene *Adm* encodes the multi-functional peptide adrenomedullin, which has recently been shown to have increased expression in mouse lung epithelium in hypoxic conditions [57]. This gene was upregulated in Zn, Ni, and Cu-exposed samples and downregulated in Al and Ti-exposed samples. The next two genes, *Mmp10* and *Serpine1,* encode a matrix metalloprotease and a serine protease inhibitor, respectively, and show upregulation in response to Zn, Cu, Ni, Al, and Ti exposures. Differential expression of *Serpine1* has been associated with pulmonary disease [58,59], and increased expression has been noted in the lungs of mice exposed to carbon nanotubes and TiO_2_ [21,60]. Similarly, *Mmp10* has been implicated in pulmonary inflammation and the development of pathologies such as emphysema and chronic obstructive pulmonary disease [61], with high levels of MMP10 expression noted in the lungs of rats under hypoxic stress [62]. The final DEG in the list was *Rasd1*, which only showed expression in ZnO MP and ZnCl_2_-exposed samples at 24 and 48 h, but with a high fold change. The gene *Rasd1* encodes a RAS small GTPase protein involved in many mammalian signaling cascades, including iron cycling and calcium signaling [63]. These 10 genes involved in HIF-1α signaling showed strong induction in response to highly toxic MONPs, such as ZnO, CuO, and NiO NPs, but minimal perturbation in low-responding Al_2_O_3_ and TiO_2_ NPs. Therefore, it is posited that their expression levels may serve as putative in vitro markers of exposure to toxic MONPs.

### 3.3. Relative Potency Ranking of Apical and Transcriptomic Points of Departure

In order to delineate differences in potency amongst MONPs, MOMPs, and metal chlorides with respect to their ability to induce cytotoxicity and transcriptomic signaling, BMC modeling was employed (Figure 7, Figure 8, Figures S7 and S8). Compound-specific differences in potency were observed. When concentrations were expressed in terms of the mass volume of the constituent metal, there were no observable differences in potency amongst the three Zn compounds at 24 or 48 h with respect to transcriptomic response and cytotoxicity. CuO NPs with moderate solubility showed a greater ability to induce cytotoxicity than dissolved Cu (as CuCl_2_) at 24 h, but this difference in potency disappeared at 48 h. Transcriptionally, NPs were more potent than MPs at both 24 and 48 h, with no similar comparison possible for CuCl_2_ due to the paucity of concentrations used. NiO NPs with low-negligible solubility presented mixed potency compared to MPs and dissolved Ni, with NiCl_2_ presenting greater potency than NPs and MPs at inducing cytotoxicity at 24 h, and equivalent potency to induce transcriptional response. However, by 48 h, NiO NPs presented greater potency to induce cytotoxicity compared to both NiCl_2_ and NiO MPs, whereas NiCl_2_ was more potent at inducing transcriptional responses at this timepoint. For Al_2_O_3_ NPs with low-negligible solubility, no difference in potency was seen for cytotoxicity at 48 h between NPs and AlCl_3_, a trend similarly seen for NPs, MPs, and AlCl_3_ transcriptomic exposures at 24 and 48 h. It must be reiterated, however, that dissolved Al precipitated in cell culture medium (Figure S3) and therefore does not represent Al fully in solution. Overall, MOMPs tended to present equivalent or lower cytotoxic and transcriptional potencies in comparison to both MONPs and dissolved metals. Together, the results of this BMC modeling provide support for the notion that cellular toxicity resulting from exposure to ZnO NPs with high-moderate solubility in cell culture medium is comparable to exposure to fully dissolved ions. However, MONPs of lower solubility show compound-specific trends in potency between nano, bulk, and dissolved forms.

The BMC concentration was also expressed in terms of the SSA of each particle, which takes into account the available surface atoms for interaction, and which is proposed as a more appropriate dose metric for MONPs with negligible solubility compared to mass dose [64]. For the NPs used in this study, experimentally derived SSA values were available from recent publications [65,66]. However, for MPs, only the manufacturer-provided ranges were available (See Section 4 for details). Using the mean SSA estimates for MPs, it was observed that MOMPs were either more potent or showed equivalent potency to MONPs for both endpoints, with the exception of CuO NPs, which were more potent than CuO MPs at inducing transcriptional signaling at 24 and 48 h, and NiO NPs, which were more potent than MPs at inducing reductions in viable cells at 48 h (Figures S7 and S8). The use of manufacturer-provided SSA values for MOMPs precluded a more precise potency comparison between NPs and MPs, but the current results concur with reports indicating that differences in potency between NPs and MPs can at least partially be explained by the larger SSA of NPs [67].

### 3.4. Implications for Risk Assessment Strategies

There is a pressing need to derive consistent information concerning the impacts of physicochemical properties on the toxicity mechanisms of nanomaterials, such as MONPs, in order to allow for a timely and accurate assessment of the risks these materials pose to both human and environmental health. Solubility has been used as a case-study method for binning materials for environmental risk assessment by determining which species (particulate, dissolved, or both) should be the focus of the risk assessment [35]. Furthermore, solubility has been proposed as an aspect of a tiered testing approach to the human health risk assessment of nanomaterials in Canada [68]. The present study provides evidence of compound-specific effects of solubility on MONP toxicity, with a key conclusion that there are limits on the applicability of solubility in read-across and grouping strategies for the purposes of risk assessment. That is, solubility cannot be considered a sole determinant of the toxicity of MONPs, with further systematic studies required to identify other properties that act in parallel or in conjunction to influence toxicity.

Through transcriptomic analysis, this study identified signaling through the ‘HIF-1α Signaling pathway’ as a conserved response across not only MONPs, but also metal chlorides and most MOMPs, with the number of differentially expressed genes in this pathway closely tied to cytotoxicity. Due to the association of HIF-1α signaling with cell death, cellular homeostasis, as well as with key stress processes such as oxidative stress, protein damage, and material turnover (autophagy), key genes in this pathway can be explored for use as prognostic in vitro biomarkers for acutely toxic MONPs in a tiered testing approach. Fold-change induction in these reporters can prioritize MONPs for toxicity testing using more advanced in vitro techniques or toxicity verification by animal testing methods.

## 4. Materials and Methods

### 4.1. Nanoparticles, Microparticles, and Metal Chlorides

A total of 4 MONPs, 4 MOMPs, and 3 metal chloride salts were used to probe the impact of solubility over time on the toxicity of MONPs, with the Cu materials assessed in Boyadzhiev et al., 2021 [33] used for comparison (Table 3). All nanoparticles were purchased commercially and selected to have a pristine surface without coatings or functionalizations and similar manufacturer-reported primary particle sizes (<50 nm). The microparticles were also commercially procured and selected to have a reported mean primary particle size range of around 1 µm. In certain cases where particles of approximately 1 µm were not available, larger particles with a reported size of 5 µm were purchased.

### 4.2. Cell Culture

The immortalized mouse alveolar epithelial cell line, FE1, was utilized for toxicity testing in this study. These cells retain characteristics of both type I and type II alveolar epithelial cells with a doubling time of 18.7 ± 2 h [69,70] and used for genotoxicity testing and global response characterization of both nanomaterials and chemicals [34,35,71].

FE1 cells were maintained in phenol-red-containing DMEM/F12 medium (DMEM/F12 (1:1); Cat#: 11320-033, Life Technologies, Burlington, ON, Canada), with 2% fetal bovine serum (FBS; Cat#: 12483-020, Life Technologies, Burlington, ON, Canada), 1 ng/mL of human epidermal growth factor (Cat#: PHG0311, Life Technologies, Burlington, ON, Canada), 100 U/mL of penicillin G, and 100 µg/mL of streptomycin (Cat#: 15140-122, Life Technologies, Burlington, ON, Canada), in a climatized incubator (37 °C, 5% CO_2_). For exposures, phenol-red-free medium was used (Cat#: 21041-025, Life Technologies, Burlington, ON, Canada).

### 4.3. Particle Characterization

To assess the particle size of the Al_2_O_3_ and NiO NPs and the morphology of the Al_2_O_3_ and NiO MPs, TEM and SEM imaging were respectively employed. For Al_2_O_3_ and NiO NPs, a JEM-2100F Field Emission TEM (JEOL Ltd., Peabody, MA, USA) was used to collect 10 non-overlapping micrographs of the dry particles. From each image, the length and width of 9–20 well-defined particles were measured for a total of 100–200 particles per MONP. The size distributions of each of the particles were plotted as histograms in SigmaPlot 12.5 (Systat Software Inc., San Jose, CA, USA), and the mean length and width were reported with a standard deviation, along with the aspect ratio. With respect to Al_2_O_3_ and NiO MPs, a JSM-7500F Field Emission SEM (JEOL Ltd., Peabody, MA, USA) was used to collect 10 non-overlapping micrographs of the dry particles. For ZnO and TiO_2_ materials investigated here, TEM and SEM analyses were conducted and described in Boyadzhiev et al., 2022 [34].

Particle size and zeta potential of each MONP suspension were carried out using DLS and ELS as described in Boyadzhiev et al., 2021 [33]. MONP stock suspensions in UltraPureTM DNase/RNase-Free distilled water (dH_2_O) (Cat#: 10977015, Life Technologies, Burlington, ON, Canada; 5 mg/mL, details in Section 4.4) were diluted to 50 µg/mL in phenol red-free DMEM/F12 (1:1) medium + 2% FBS (described in Section 4.2), and aliquots were analyzed by DLS/ELS using a Zetasizer Nano ZSP (Malvern Panalytical, Westborough, MA, USA). Mean hydrodynamic diameter (Dh, nm; as a measure of aggregate size) and PDI, as well as zeta potential (ZP, mV: a measure of the surface charge of the particles), were determined for each aliquot. Each measurement was conducted in triplicate for the calculation of the mean and standard deviation.

### 4.4. Preparation of Stock Particle Suspensions and Metal Chloride Solutions

Stock dispersions of MONPs and MOMPs were prepared at 5 mg/mL in dH_2_O. The suspensions were sonicated using a Branson Digital Ultrasonics Sonifier™ SFX550 (Branson Ultrasonics, Brookfield, CT, USA) equipped with a half inch disruptor horn probe with extension and removable flat tip according to procedures described in Avramescu et al., 2019 and Avramescu et al., 2023 [32,72]. The sonicated particle stock dispersions in water were diluted in phenol-red-free cell culture medium to 0.5–100 µg/mL concentrations and subsequently used for exposures. For the metal chloride exposure series, all compounds were first dissolved in dH_2_O at stock concentrations of 1–5 mg/mL and subsequently diluted in phenol-red-free cell culture medium for cell exposures.

### 4.5. Concentration Selection

The exposure concentrations of MONPs, MOMPs, and metal chlorides used in this study are provided in Table 4. Multiple metrics are included to allow for intercomparison between the materials. The average SSA from the range provided by the manufacturer was used to calculate the SSA-based concentration of MOMPs. With respect to ZnO NPs, concentrations in the 0–25 µg/mL range were initially selected based on 48 h toxicity reported in other lung epithelial cell lines such as A549 and BEAS2B, which show high levels of cytotoxicity above this range [73,74]. The NiO and Al_2_O_3_ NP exposure concentrations ranged from 0–50 µg/mL, while for TiO_2_ NPs, concentrations in the 0–100 µg/mL range were selected due to the lower cytotoxicity generally reported using this material. For each metal oxide, equivalent concentrations of MOMPs were used.

With respect to concentrations used for each of the metal chloride exposures, selection was based on the 48 h dissolution of the MONP in acellular conditions within cell culture medium [31,32], with the aim of recapitulating the level of dissolved metal ions as an estimate of extracellular particle dissolution. In the context of ZnO NPs, particles display 95% dissolution at 10 µg/mL, and the concentrations of ZnCl_2_ used correspond to 100% particle dissolution. With respect to both NiO and Al_2_O_3_ NPs, 48 h dissolution was ~1% in cell culture medium, and the lowest concentrations used for NiCl_2_ (1.6 µg/mL) and AlCl_3_ (2.37 µg/mL) correspond to a 1% dissolution of 50 µg/mL of NPs. With respect to Al_2_O_3_ NPs, it is worth noting that analyte loss was reported in AlCl_3_ control experiments, and so the 1% solubility represents ‘apparent solubility’ based on the fraction of Al that is not matrix bound [32]. The upper concentrations of 40 and 80 µg/mL for NiCl_2_ and 47 and 118 µg/mL for AlCl_3_ represent higher levels of solubility with equivalency to particle concentrations (Table 4). Due to the insoluble nature of TiO_2_ NPs, no dissolved metal equivalent was used for this particle type.

### 4.6. Cell Exposures, Phase Contrast Imaging, and Sample Collection

Cellular exposures to MONP, MOMP, and metal chlorides were conducted in 3–4 biological replicates under submerged culture conditions. The day preceding exposures, cells were seeded at a density of 130,000 cells / well in 6-well plates and incubated overnight (37 °C, 5% CO_2_). The next day, cells of ~20% confluence were exposed to 3–4 concentrations of ZnO, NiO, Al_2_O_3_, and TiO_2_ MONPs, MOMPs, and metal chlorides in cell culture medium (Table 4). For all experiments, an unexposed blank medium served as a negative control. After 2, 24, and 48 h of exposure, the medium from each sample was removed, cells were washed with 0.5 mL of PBS, and phase contrast images were acquired using an EVOS XL microscope (Thermofisher Scientific, Waltham, MA, USA). The cells were then dissociated with 0.25% trypsin-EDTA (Cat#: 25200-056, Life Technologies, Burlington, ON, Canada) and resuspended in fresh phenol-red-free cell culture medium. An aliquot from each suspension was used for trypan blue exclusion staining. The remaining suspensions were pelleted (8000 rpm, 10 min, 4 °C), resuspended in 0.5 mL PBS, pelleted again (8000 rpm, 10 min, 4 °C), and then frozen at −80 °C for downstream analysis.

### 4.7. Trypan Blue Exclusion Staining

Trypan blue exclusion staining was performed as described in Boyadzhiev et al., 2021 [33], and Boyadzhiev et al., 2022 [34], with some modifications. In brief, for each sample, 10 µL of cell suspension was combined with 10 µL of trypan blue dye (Cat#: 15250-061, Life Technologies, Burlington, ON, Canada) and incubated at room temperature for 5–10 min. The mixtures were then loaded onto a hemocytometer for manual white (viable) and blue (non-viable) cell counting. The percent viability was calculated as the ratio of white and blue cells in a sample. All data were arcsine normalized via the equation arcsine (%viability/100). Statistically significant differences compared to time-matched medium controls were determined through a two-way ANOVA with a Dunnett’s post-hoc in SigmaPlot 12.5 (Systat Software Inc., San Jose, CA, USA).

A second metric was calculated based on the density of viable cells for MONP, MOMP, and metal chloride-exposed samples compared against the density of viable cells for time-matched medium controls (percent viable cell density; (density_of_viable_cells_SAMPLE/density_of_viable_cells_MEDIUM)*100)). This metric takes into account differences in cell density at harvest between exposed and control cells. For this calculation, the viability data from Boyadzhiev et al., 2021 [33] were included for comparison with the other examined metal oxides. The square root normalized densities of viable cells for MONP, MOMP, and metal chloride-exposed samples were compared in SigmaPlot 12.5 (Systat Software Inc., San Jose, CA, USA) against the square root normalized density of viable cells for time-matched medium controls using a two-way ANOVA with a Dunnett’s post-hoc in the case of a significant difference.

### 4.8. RNA Extraction, Purification, and Integrity Analysis

Frozen FE1 cell pellets harvested from 2–48 h MONP, MOMP, and metal chloride exposures to 2–48 h were lysed using TRIzol (Cat#: 15596026, Invitrogen, Burlington, ON, Canada), and then RNA was extracted and purified using the Direct-zol RNA miniprep kits (Cat#: R2052, Zymo Research, Irvine, CA, USA) according to the manufacturer’s protocol. The RNA concentration was measured using a NanoDrop One spectrophotometer (Thermofisher Scientific, Waltham, MA, USA), while RNA integrity was assessed using both an Agilent 2100 BioAnalyzer (Agilent Technologies, Inc., Santa Clara, CA, USA) and an Agilent 4200 Tapestation System (Agilent Technologies, Inc., Santa Clara, CA, USA) according to the manufacturer’s instructions. All extracted samples that showed RNA integrity numbers > 6.5 were used for gene expression analysis.

### 4.9. Microarray Hybridization

Microarray hybridization was conducted as described in Boyadzhiev et al., 2021 [34]. A randomized block design was used for each sample group [75]. For each sample, 200 ng of purified RNA as well as 200 ng of universal mouse reference RNA were reverse transcribed into cDNA, which was subsequently transcribed into cyanine 5-CTP-labeled (sample) and cyanine 3-CTP-labeled (reference) cRNA. Next, 300 ng of cyanine 5-CTP-labeled sample RNA and 300 ng of cyanine 3-CTP-labeled reference were mixed and hybridized onto 8 × 60K Agilent SurePrint G3 Mouse Gene Expression v2 Microarray slides (Agilent Technologies, Inc., Santa Clara, CA, USA) in a hybridization oven for 17 h (65 °C, 10 rpm). The next day, slides were washed according to the manufacturer’s instructions and scanned on an Agilent G4900DA Microarray Scanner and an Agilent G2505B Microarray Scanner (Agilent Technologies, Inc., Santa Clara, CA, USA). Data from the resulting images were extracted using the Agilent Feature Extraction 11.01.1 software (Agilent Technologies, Inc., Santa Clara, CA, USA).

### 4.10. Statistical Analysis of Microarray Data

Normalization and statistical analysis of microarray data were conducted as in Boyadzhiev et al., 2021 [33]. First, the data were normalized using the LOWESS method (locally weighted scatterplot smoothing), after which statistically significant differential gene expression was determined using a microarray analysis of variance (MANOVA) in ‘R’ [76]. To test for treatment effects, the Fs statistic was used, while *p*-values were estimated using the permutation method with adjustments made for multiple comparisons using the false discovery rate multiple testing correction [77]. For differentially expressed genes (DEGs), the fold-change was based on the least-square means [78]. Genes were considered differentially expressed if they exhibited adjusted *p*-values < 0.05 and |fold-change| ≥ 1.5 (*n* = 2–4). The microarray datasets used in this manuscript can be found in the NCBI gene expression omnibus, under the accession number GSE246159.

### 4.11. Ingenuity Pathway Analysis

For all samples, canonical pathway analysis was conducted on the probe list (Differential expression cut-offs: *p*  ≤  0.05, |fold-change| ≥ 1.5) using Ingenuity Pathway Analysis (IPA) (content version 81348237, license from Qiagen). While Cu samples were analyzed using IPA in Boyadzhiev et al., 2021 [33] (microarray dataset available from the NCBI GEO database under accession number GSE161017), the samples were reanalyzed due to content differences between the subsequent IPA database updates in order to allow for comparative hierarchical clustering with the four metal oxides examined in this study. In addition, with respect to the ZnO MP samples, there were too many significant molecules (>8000) to conduct an enrichment using the standard cut-offs. Thus, the ZnO MP probe lists were subdivided into 2 sets: the low fold-change set and the high fold-change set. The low list contained transcripts with fold-changes between 1.5 and 2-fold in either direction, while the high list contained all transcripts with a fold-change greater than or equal to 2 in either direction. The IPA enrichment was conducted on both lists separately. Pathways were considered to be significantly enriched if the −log(*p*-value) > 1.3 and the total amount of DEGs was ≥3. Similarly, enriched pathways were considered to be activated if the Z-score ≥ 2, and inactivated if the Z-score ≤ −2. 

In order to identify clusters of exposure groups with similar transcriptional responses, hierarchical clustering was conducted using the z-score of significantly enriched IPA canonical pathways as the clustering metric. The z-score is a statistical measure used to define how closely the expression of DEGs in a pathway corresponds to the literature-derived gene expression patterns indicative of pathway (in)activation [79]. A value ≥ 2 indicated strong concordance with expected expression patterns for activation of the pathway, while values ≤ −2 indicated strong negative concordance or inactivation of the pathway. Values between −2 and 2 indicated mixed signaling or no readily apparent state of activation or inactivation. For all samples where a pathway was non-significant, the z-score was adjusted to 0. This was to ensure a complete data matrix for clustering. Average linkage clustering was conducted using Cluster 3.0 [80], using uncentered Pearson’s correlation as the similarity measure. The resulting heatmap was visualized using Treeview 1.2.0 [81].

### 4.12. Benchmark Concentration Modeling

BMC modeling was conducted using both viability and microarray data. Viable cell densities (cells/cm^2^) were utilized for BMC modeling of viability data using BMDS Online2 [82]. The benchmark response factor used was hybrid extra risk, at a benchmark response of 0.5 (50% increase over control), using normal and nonconstant variance settings. In each case, the ‘Viable–Recommended’ model was used [83], unless unavailable, in which case the ‘Questionable’ model with the lowest AIC without model saturation and a definite BMC interval was used. BMCs were reported alongside the lower 95th percentile BMCL and the upper 95th percentile BMCU values.

Log2 normalized fluorescence ratios from microarray experiments were input into BMDExpress2 for benchmark concentration modeling. Similar cutoffs were used as in Rowan-Caroll et al., 2021 [84], including pre-filtering with the Williams’ Trend test with 100 permutations, a 1.5-fold-change cutoff, and an unadjusted *p*-value < 0.05. Probes that passed this initial filter were modeled using the linear, hill, power, polynomial (2°, 3°), and exponential (2nd, 3rd, 4th, 5th) functions to determine their BMCs (benchmark response = 1 standard deviation relative to controls, confidence level = 0.95, power function restricted to ≥1, max 250 iterations, 300 s max model compute time). The resulting BMC data and probe information were exported from BMDExpress2 and further filtered in Excel. First, all probes with a best-fit *p*-value < 0.1 and/or BMCU/BMCL ≥ 40 were removed. Next, probes were removed if the best BMC > the highest tested concentration. Finally, all probes without a matching entrez ID and gene symbol were removed. The final probe list was collapsed down to gene symbol level, and the best BMC, BMCL, and BMCU values were summarized by their median for genes with multiple matching probes. For the purposes of relative potency ranking, the 25th-ranked gene was used as the tPOD.

## Figures and Tables

**Figure 1:**
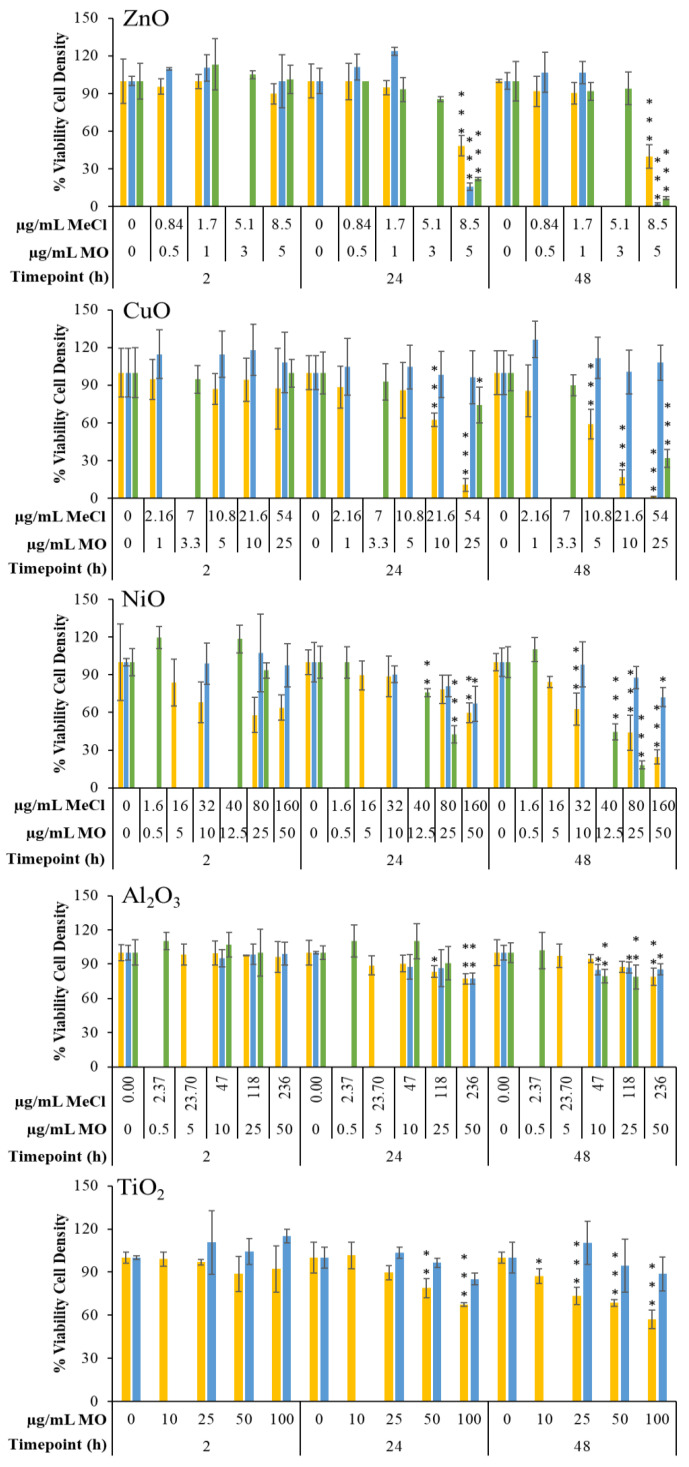
Percent viable cell density of FE1 cells following 2, 24, and 48 h of exposure to MONPs, MOMPs, and metal chlorides compared to time-matched medium controls. Error bars indicate the standard deviation (*n* = 3–4). Graphs were labeled based on the type of metal oxide. Yellow: MONPs. Blue: MOMPs. Green: metal chloride salts. MO: metal oxide. MeCl: metal chloride. Statistical significance against time-matched medium controls was determined through a 2-way ANOVA with a Dunnett’s post-hoc. *: *p* < 0.05. **; *p* < 0.01. ***; *p* < 0.001.

**Figure 2:**
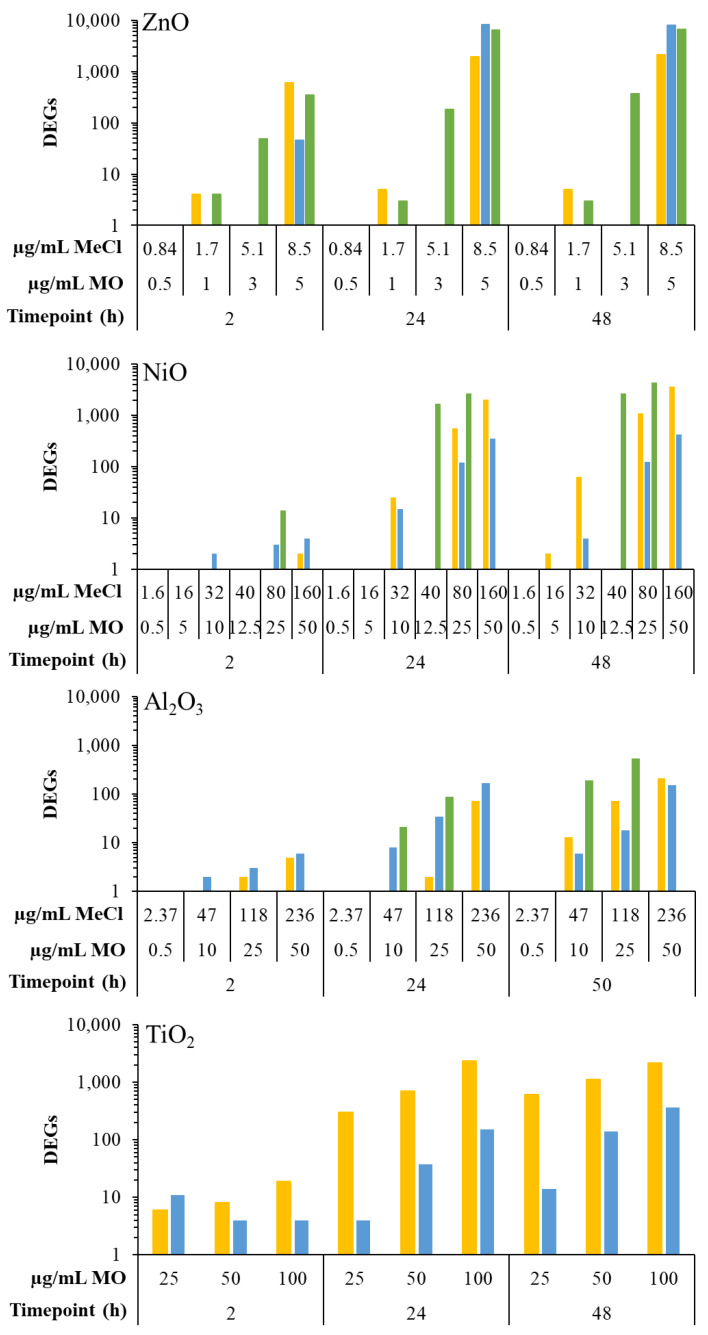
Total number of differentially expressed genes following 2–48 h exposure to MONPs, MOMPs, and metal chloride salts. Graphs were labeled based on the type of metal oxide. Yellow: MONPs. Blue: MOMPs. Green: metal chloride salts. MO: metal oxide. MeCl: metal chloride.

**Figure 3:**
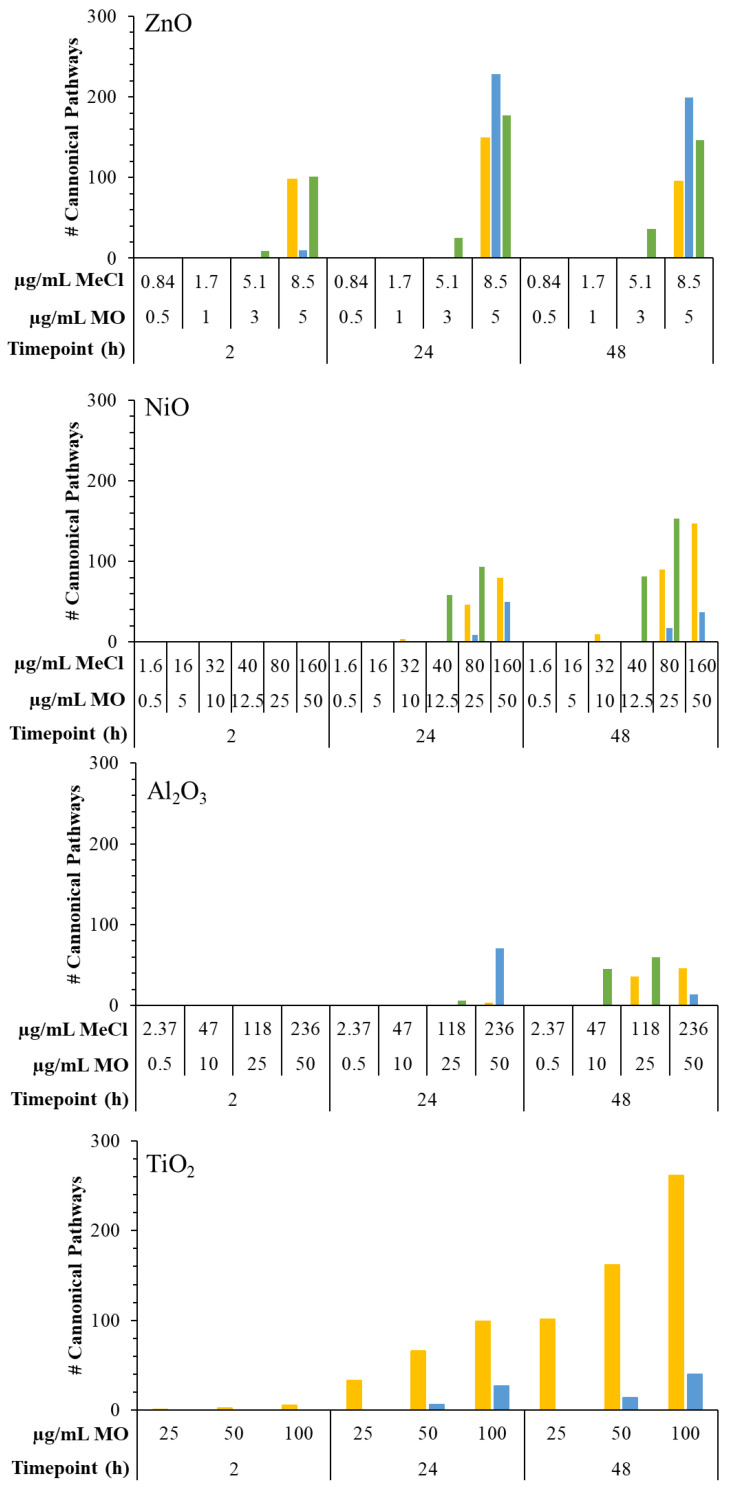
Total number of perturbed IPA canonical pathways following 2–48 h exposure to MONPs, MOMPs, and metal chloride salts. Graphs were labeled based on the type of metal oxide. Yellow: MONPs. Blue: MOMPs. Green: metal chloride salts. MO: metal oxide. MeCl: metal chloride. Significantly enriched pathways were combined in the case of ZnO MPs from enrichment of both the low fold-change and high fold-change datasets (see Section 4).

**Figure 4:**
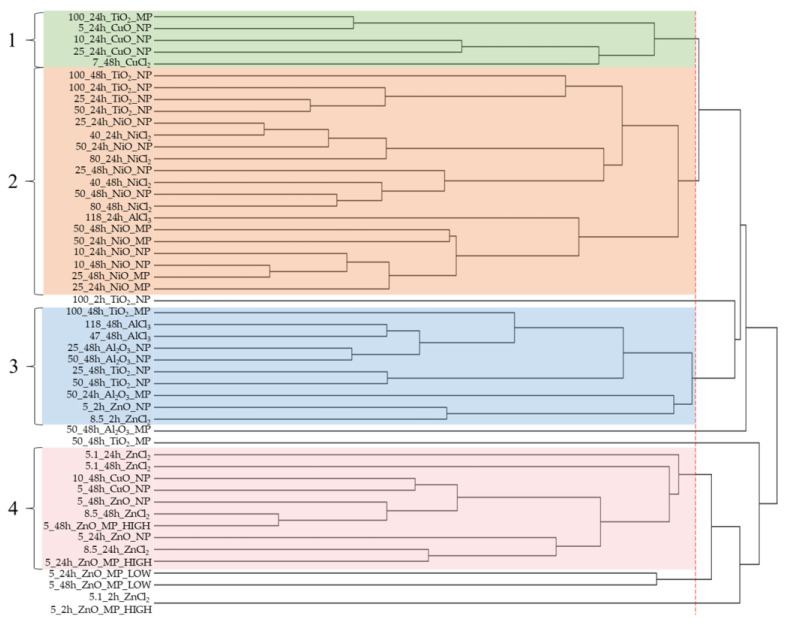
Hierarchical clustering of metal oxide and metal chloride-induced canonical pathway perturbation The clustering was conducted on the z-scores of significantly enriched pathways. The red dashed line indicates where the dendrogram was cut to produce groupings. Each grouping was numbered and highlighted with a colored box.

**Figure 5:**
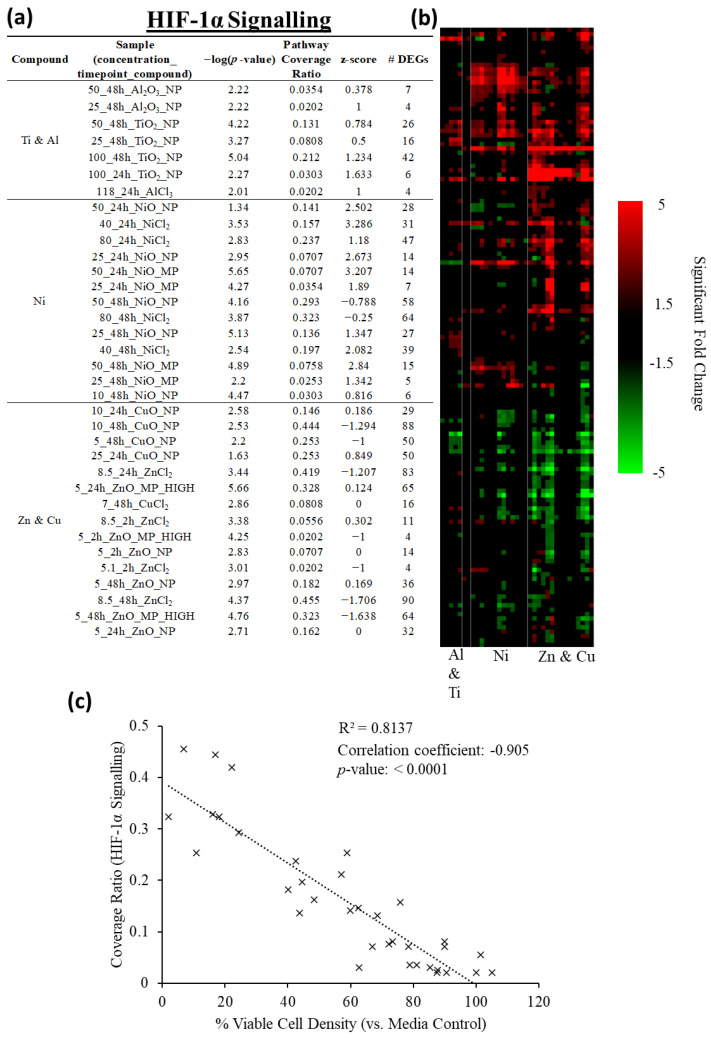
Perturbation of the ‘HIF-1α Signaling’ pathway by MONPs, MOMPs, and metal chloride samples from 2–48 h. (**a**) Number of DEGs, pathway coverage ratio (# DEGs/total genes in the pathway), *p*-value, and z-score for all samples for which this pathway was enriched. (**b**) Heatmap showing clustering of samples and DEGs associated with the pathway. Lines indicate groups formed from the sample dendrogram. (**c**) Percent viable cell density plotted against the coverage ratio of the ‘HIF-1α Signaling’ pathway for samples where the pathway was significantly enriched. A Spearman’s correlation was conducted, with the resulting correlation coefficient and *p*-value displayed and a trendline fit to the graph.

**Figure 6:**
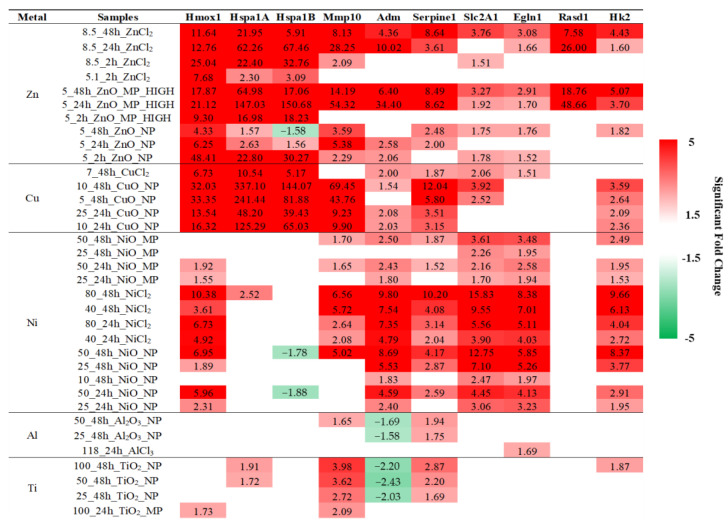
Heatmap showing the differential expression of the top-10-ranked DEGs from the ‘HIF-1α Signaling’ pathway across all samples for which this pathway is significantly enriched. The values in each cell indicate the fold change over the control. The left-most DEG is the top-ranked, whereas the right-most DEG is the bottom-ranked. Blank cells indicate no significant differential expression. Red: increased fold change. Green: decreased fold change.

**Figure 7:**
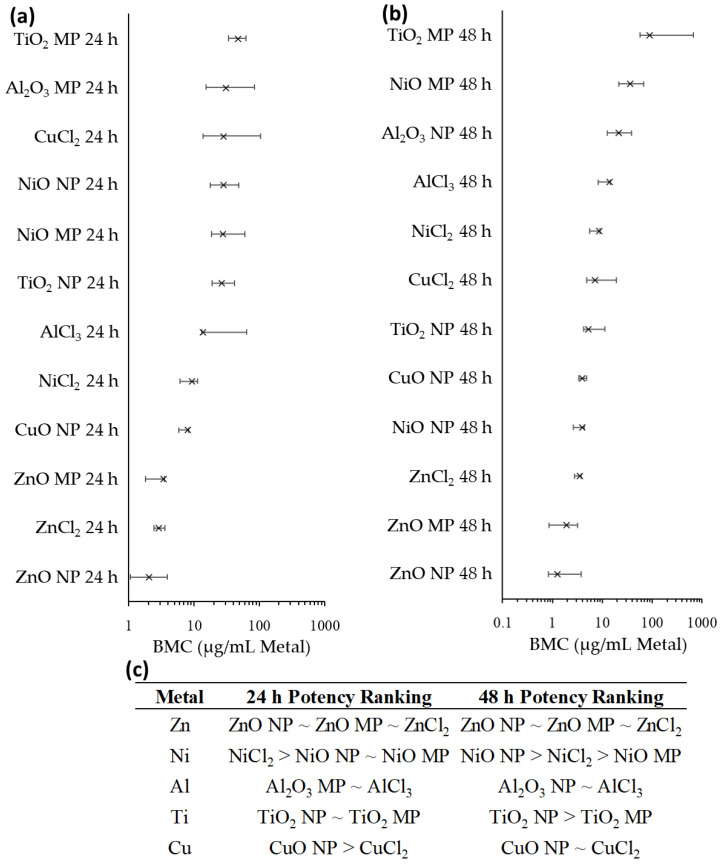
BMDS-based BMC modeling of viable cell density reduction following (**a**) 24 h and (**b**) 48 h exposure to metal oxides and metal chlorides, with (**c**) differences in potency for each metal variety. Benchmark response: 0.5 (hybrid risk). The ‘x’ indicates the BMC. Left and right bars indicate lower and upper 95% confidence intervals around the BMC, respectively. Potencies for different compounds are considered equivalent if the confidence intervals overlap.

**Figure 8:**
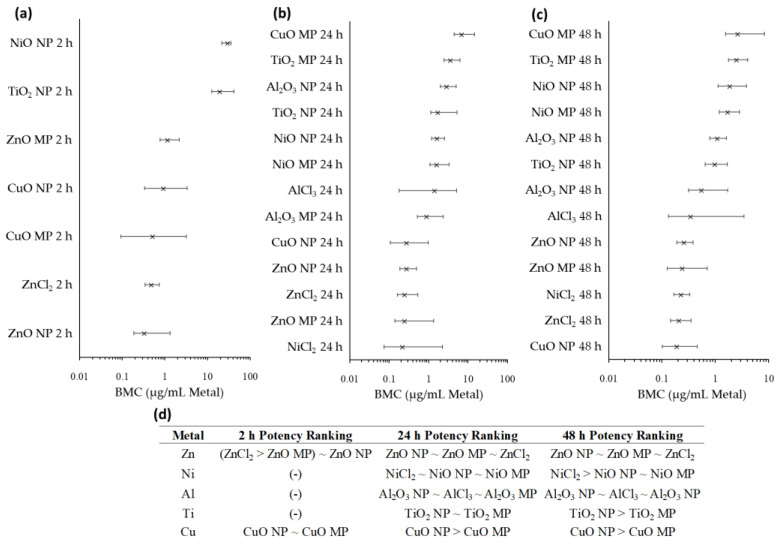
The transcriptomic-based BMC determined through BMDExpress2 BMC modeling for (**a**) 2 h, (**b**) 24 h, and (**c**) 48 h metal oxide and metal chloride exposures, with (**d**) differences in potency for each metal variety. Benchmark response: 1 (standard deviation). The ‘x’ indicates the BMC. Left and right bars indicate lower and upper 95% confidence intervals around the BMC, respectively. Potencies for different compounds are considered equivalent if the confidence intervals overlap.

**Table 1:** MONP characterization in DMEM + 2% FBS. All particles were suspended at 50 µg/mL for DLS and ELS characterization. Values in parentheses indicate ± standard deviation (*n* = 3–4). PPS: primary particle size [length × width]. PDI: polydispersity index.

MONP	PPS Measured (nm)	Aspect Ratio	PDI	Aggregate Size (Dh, nm)	Zeta Potential (mV)
ZnO	23.9 × 19.4 (7.2 × 5.5) ^a^	1.23 (0.17) ^a^	0.52 (0.05)	346 (46)	−9.5 (0.1)
NiO	27.3 × 21.9 (10.3 × 7.91)	1.25 (0.20)	0.33 (0.01)	178 (7)	−12.3 (0.6)
Al_2_O_3_	23.9 × 10.7 (11.8 × 6.86)	2.63 (1.40)	0.44 (0.01)	276 (16)	−12.2 (0.2)
TiO_2_	26.8 × 20.8 (8.9 × 6.8) ^a^	1.30 (0.26) ^a^	0.23 (0.06)	421 (31)	−11.5 (0.2)
CuO	64.8 × 45.9 (47 × 28) ^b^	1.39 (0.39) ^a^	0.174 (0.009) ^b^	182 (1.4) ^b^	−10.8 (0.5) ^b^

^a^ Data from Boyadzhiev et al., 2022 [34]. ^b^ Data from Boyadzhiev et al., 2021 [33].

**Table 2:** The top ten most commonly enriched IPA canonical pathways following 2–48 h of exposure to MONPs, MOMPs, and metal chlorides.

Pathway	Total Number of Samples Where Pathway Is Enriched
HIF1α Signaling	35/58
Pulmonary Fibrosis Idiopathic Signaling Pathway	31/58
Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	31/58
ID1 Signaling Pathway	30/58
Aryl Hydrocarbon Receptor Signaling	29/58
Hepatic Fibrosis / Hepatic Stellate Cell Activation	29/58
IL-10 Signaling	28/58
Hepatic Fibrosis Signaling Pathway	28/58
LPS/IL-1 Mediated Inhibition of RXR Function	28/58
Osteoarthritis Pathway	27/58
Tumor Microenvironment Pathway	27/58

**Table 3:** Nanoparticles, microparticles, and metal chlorides used for toxicity investigation in this study. NP: nanoparticle. MP: microparticle. PPS: primary particle size. SSA: specific surface area. N/A: not available.

Metal	Material	Catalogue Number (Manufacturer)	PPS ^a^ [nm]	SSA (Average) [m^2^/g]
Zn	ZnO NP	US3580 (US Research Nanomaterials Inc., Houston, TX, USA)	35–45	35 ^b^
	ZnO MP	US1003M (US Research Nanomaterials Inc., Houston, TX, USA)	1000	2–15.8 (8.9) ^a^
	ZnCl_2_	Z0152-100G (Sigma Aldrich, Oakville, ON, Canada)		
Ni	NiO NP	US3355 (US Research Nanomaterials Inc., Houston, TX, USA)	15–35	38.7 ^c^
	NiO MP	US1014M (US Research Nanomaterials Inc., Houston, TX, USA)	5000	5–20 (12.5) ^a^
	NiCl_2_ • 6H_2_O	N6136-100G (Sigma Aldrich, Oakville, ON, Canada)		
Al	Al_2_O_3_ NP	544833 (Sigma Aldrich, Oakville, ON, Canada)	<50	129 ^b^
	Al_2_O_3_ MP	1331DL (Sky Spring Nanomaterials Inc., Houston, TX, USA)	400–1500	110
	AlCl_3_ • 6H_2_O	A0718-500G (Sigma Aldrich, Oakville, ON, Canada)		
Ti	TiO_2_ NP	NIST 1898 (National Institute of Standards and Technology, Gaithersburg, MD, USA)	19 nm (Anatase) 37 nm (Rutile)	55.5 ^a^
	TiO_2_ MP	US1017M (US Research Nanomaterials Inc., Houston, TX, USA)	1500	5–8 (6.5) ^a^
Cu ^d^	CuO NP	544868 (Sigma Aldrich, Oakville, ON, Canada)	<50	4.6 ^b^
	CuO MP	US1140M (US Research Nanomaterials Inc., Houston, TX, USA)	5000	4–6 (5) ^a^
	CuCl_2_ • 2H_2_O	C3279-100G (Sigma Aldrich, Oakville, ON, Canada)		

^a^ Manufacturer provided. ^b^ Data from Bushell et al., 2020 [65]. ^c^ Data from Kunc 2022 [66]. ^d^ Material evaluated in Boyadzhiev et al., 2021 [33].

**Table 4:** Summary of FE1 exposure concentrations for each of the 4 different types of metal oxides and 3 metal chlorides assessed, in addition to Cu materials previously examined. MO: metal oxide. MONP: metal oxide nanoparticle. MOMP: metal oxide microparticle. MeCl: metal chloride. Me: Metal. (-): particle of metal chloride concentration not assessed. N/A: not applicable/available.

Metal	Concentration [µg/mL MO]	Concentration [cm^2^/mL MONP]	Concentration [cm^2^/mL MOMP]	Concentration [µg/mL MeCl]	Concentration [µg/mL Me]	Concentration [µM Me]
Zn	5.00	1.75	0.45	8.50	4.00	61.44
	(-)	(-)	(-)	5.10	2.45	37.42
	1.00	0.35	0.09	1.70	0.80	12.29
	0.50	0.18	0.04	(-)	0.40	6.14
Ni	50.00	19.35	6.25	(-)	40.00	669.41
	25.00	9.68	3.13	80.00	20.00	334.70
	(-)	(-)	(-)	40.00	10.00	167.40
	10.00	3.87	1.25	(-)	8.00	133.88
	5.00	1.94	0.63	(-)	4.00	66.94
	(-)	(-)	(-)	1.60 ^a^	0.40	6.69
Al	50.00	64.50	N/A	(-)	26.50	980.78
	25.00	32.25	N/A	118.00	13.25	490.39
	10.00	12.90	N/A	47.00	5.30	196.16
	5.00	6.45	N/A	(-)	2.65	98.08
	(-)	(-)	(-)	2.37 ^b^	0.27	9.81
Ti	100.00	55.50	6.50	N/A	60.00	1252.10
	50.00	27.75	3.25	N/A	30.00	626.05
	25.00	13.88	1.63	N/A	15.00	313.02
	10.00	5.55	0.65	N/A	6.00	125.20
Cu	25.00	1.15	1.25	54.00	20.00	314.29
	10.00	0.46	0.50	(-)	8.00	125.72
	5.00	0.23	0.25	(-)	4.00	62.86
	(-)	(-)	(-)	7.00 ^c^	2.60	41.06
	1.00	0.05	0.05	(-)	0.80	12.57

^a^ Represents the expected amount of dissolved Ni based on the 1% dissolution of 50 µg/mL NiO NPs at 48 h [31]. ^b^ Represents the expected amount of dissolved Al based on the 1% dissolution of 50 µg/mL Al_2_O_3_ NPs at 48 h [32]. ^c^ Represents 2.64 times the expected amount of dissolved Cu from 10 µg/mL CuO NPs at 48 h [33].

**Figure A1:**
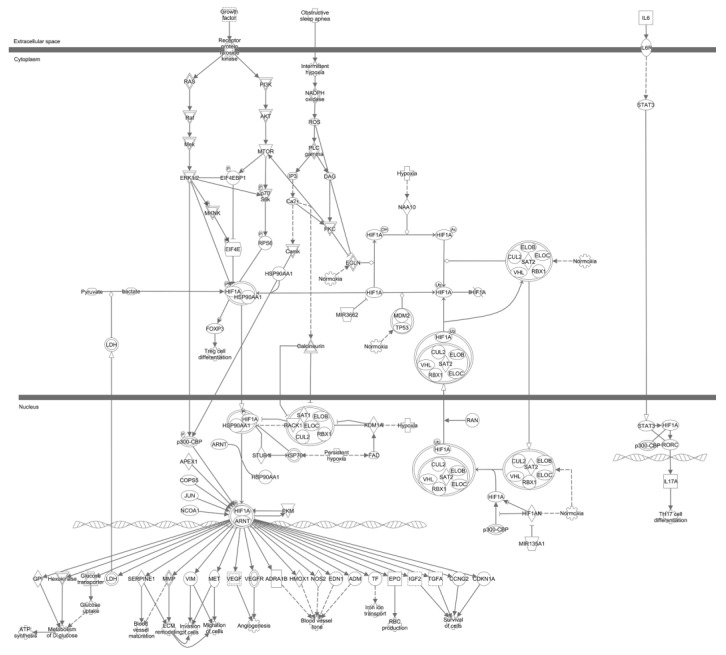
Schematic of the ‘HIF-1α Signaling’ IPA canonical pathway. A legend is available in Figure A2.

**Figure A2:**
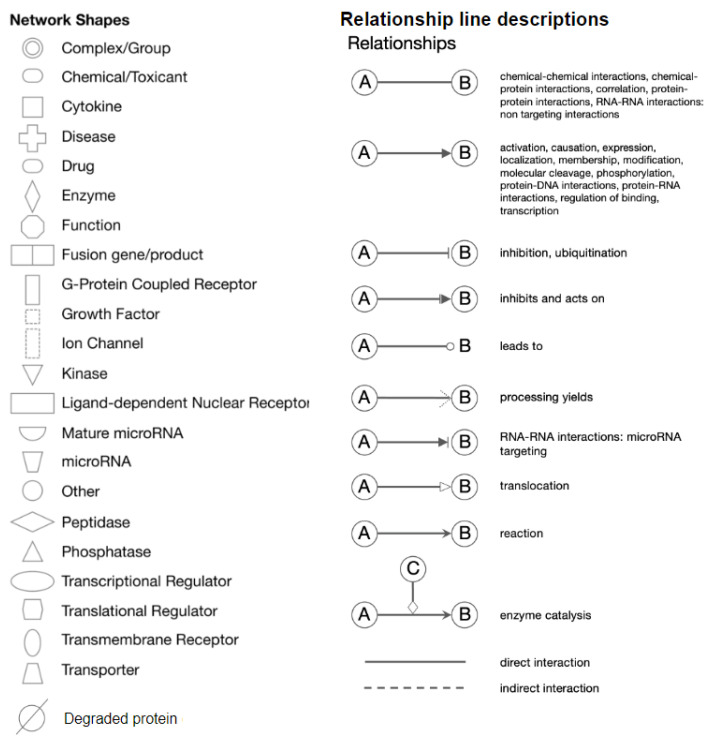
Legend for IPA canonical pathway schematics.

## Data Availability

The data presented in this study are available on request from the corresponding author.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25010529/s1.

How the deposited data were processed for this re-analysis (not part of the article)

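The deposited scanner files were used for every array, with the median signal intensity and the median local background intensity of each spot, as the authors extracted them with Agilent Feature Extraction, version 11.0.1.1 in the 153 files of NPs and 12.1.1.1 in the 260 files of MPs and chlorides. They hold no mean signals. The deposited log10 ratio of Feature Extraction and the series values, which the authors give as a log2 ratio, were used for alternatives.

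Background was corrected with the normexp model (offset 50), each array was normalized by loess with control spots given no weight, and control spots and spots marked as outliers were left out. Spots of a probe were averaged. A probe was kept where Cy5 was well above background on every array of at least 1 group of the material and where a share of 0.8 of the arrays had a value, and the probe with the highest mean signal stood for its gene. Genes were named by symbol through the accession, or else by the name in the file. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

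One linear model per material held a mean for each group, and adjusted p values are by the Benjamini-Hochberg method within each comparison, with a gene called at 0.05 and 1.5-fold. Lists were tested with camera at a correlation of 0.01 and with an estimated one. Benchmark concentrations used a trend test with 100 permutations per gene and a goodness of fit p over 0.1. Similarity and correlations with viable cell density used 100000 permutations.

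The replicate numbers come from the labels of the samples, and the labels do not say whether equal numbers were cultured together. The residuals of exposed and control arrays with equal numbers correlated at over 0.1 in every pair, with 3 pairs or more, in 19 of 33 comparisons, and the replicate number was used as a block only as an alternative.

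Genes were named by a rule set before the data were examined, which takes the panel of the paper and the genes it names, the 8 highest and 8 lowest called genes of a comparison that moved the same way in every replicate, and up to 4 called members of a list. Which of these genes and which lists are described at each claim was chosen after their values were seen, and values of the panel in the figures of the paper were known. Some genes are not reported here.

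The alternatives were other background and log ratio choices, no filter, the mean of probes, blocks for slide and replicate number, 1 time per model, no fold threshold, leaving out each replicate and, chosen after the data were seen, single channels set to 1 distribution, genes matched to a symbol, and leaving out the arrays of 2 slides or 1 NiO NP control. The IPA pathways and the MAANOVA test of the paper were not used here, and viable cell densities and specific surface areas are the paper's.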

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

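Most of the tests in this part were chosen after the results were seen. These are the tests of the 2 slides, of the NiO NP control, of compression by the scanner and of the other splits of the arrays, and only the test of the filter was set before its result was seen.

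The arrays of 2 slides scanned on 1 day stood apart from the groups they are assigned to, which are groups of ZnO MPs and NiCl_2_. The log2 ratio of Hspa1b, an inducible chaperone gene, was 6.13 on the array of 1.6 µg/mL of NiCl_2_ at 2 h, replicate 1, against at most 0.10 on the other arrays of that group, which argues against variable responses of the cells to ZnO MPs. The array of 1 µg/mL of ZnO MPs at 48 h, replicate 1, had a correlation of 0.9656 with another group and 0.7657 with its own, which argues against weak or noisy hybridization. Of the 6 arrays with a counterpart in the same position on the other slide, 6 were closer to the group of that counterpart, so a candidate explanation is that the slides were exchanged. The arrays were kept as assigned, and the counts without them are given with the results.

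The array of NiO NP medium control replicate 3 at 2 h stood apart from its group. Its highest correlation with any other group was 0.760, close to 0.739 with its own, so no partner for an exchange was found. The slope of its log ratios on the mean medium control was 0.367, against 0.657 for the next array, which degraded or diluted RNA might give, and nothing measured here decides that.

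Fewer genes were called for ZnO NPs than for ZnO MPs and ZnCl_2_ at 24 h. The SD of log ratios of medium controls was 1.036 to 1.128 times as large on the scanner model of NP arrays, which argues against compression by that scanner, and 87.5% of the genes called for ZnO MPs, 6361 genes, were also tested for ZnO NPs, which argues against the filter. A difference between the materials may remain, but NP and MP arrays were never read on 1 scanner, so form and scanner cannot be told apart as a whole.

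For counts at 3 arrays against 3, the splits are too few for a share under 0.05. The real count and the highest of the other splits were 558 and 9 for ZnO NPs 5 µg/mL 2 h, 1932 and 1 for ZnO NPs 5 µg/mL 24 h, 2174 and 70 for ZnO NPs 5 µg/mL 48 h, 61 and 145 for ZnO MPs 5 µg/mL 2 h, 7267 and 0 for ZnO MPs 5 µg/mL 24 h, 7786 and 0 for ZnO MPs 5 µg/mL 48 h, 284 and 0 for ZnCl_2_ 8.5 µg/mL 2 h, 5734 and 139 for ZnCl_2_ 8.5 µg/mL 24 h, 6509 and 1 for ZnCl_2_ 8.5 µg/mL 48 h, 0 and 626 for NiO NPs 50 µg/mL 2 h, 2130 and 0 for NiO NPs 50 µg/mL 24 h, 3619 and 1 for NiO NPs 50 µg/mL 48 h, 3 and 12 for NiO MPs 50 µg/mL 2 h, 336 and 0 for NiO MPs 50 µg/mL 24 h, 3142 and 0 for NiCl_2_ 80 µg/mL 24 h, 4251 and 116 for NiCl_2_ 80 µg/mL 48 h, 0 and 0 for Al_2_O_3_ NPs 50 µg/mL 2 h, 31 and 0 for Al_2_O_3_ NPs 50 µg/mL 24 h, 188 and 0 for Al_2_O_3_ NPs 50 µg/mL 48 h, 7 and 0 for Al_2_O_3_ MPs 50 µg/mL 2 h, 104 and 0 for Al_2_O_3_ MPs 50 µg/mL 24 h, 106 and 68 for Al_2_O_3_ MPs 50 µg/mL 48 h, 9 and 0 for TiO_2_ NPs 100 µg/mL 2 h, 2560 and 1 for TiO_2_ NPs 100 µg/mL 24 h, 2097 and 3 for TiO_2_ NPs 100 µg/mL 48 h, 4 and 0 for TiO_2_ MPs 100 µg/mL 2 h, 136 and 0 for TiO_2_ MPs 100 µg/mL 24 h, 244 and 1 for TiO_2_ MPs 100 µg/mL 48 h. As many genes as in the real split were called in 1 of 10 splits, except for ZnO MPs at 2 h (4), NiO MPs at 2 h (3) and NiO NPs and Al_2_O_3_ NPs at 2 h (10 each, since their real count is 0). The larger counts of other splits for NiO NPs, NiO MPs and ZnO MPs at 2 h point to a structure of the samples. Where arrays with equal replicate numbers deviate together, only splits that part each such pair, as the real one does, can be set beside it. Among these the highest count was 0 for ZnO NPs at 48 h, 145 for ZnO MPs at 2 h, 0 for NiO MPs at 2 h, 0 for NiCl_2_ at 48 h and 0 for Al_2_O_3_ MPs at 48 h, so that apart from ZnO MPs their larger counts came from splits that keep a pair together.

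For AlCl_3_ at 4 arrays against 4 there are 35 splits, and equal replicate numbers deviate together at each time. The 8 splits that part each pair are too few for a share under 0.05. The real count and the highest of the other splits were 50 and 0 at 24 h and 413 and 79 at 48 h, where the highest among splits that part each pair was 1, and 1 split gave as many genes at each of these times. At 2 h all 35 splits gave 0 in limma, and 608 genes passed an unadjusted p under 0.05.

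Of 120 groups of AlCl_3_ values, 8 had a single array far from the others, close to what chance gives, which is about 1 in 20 groups. They were Hspa1b, AlCl_3_ 118 µg/mL 2 h replicate 1 (log2 ratio or correlation 0.32, gap over range 0.91), Egln1, AlCl_3_ 118 µg/mL 2 h replicate 1 (log2 ratio or correlation -0.31, gap over range 0.86), Hmox1, AlCl_3_ medium control 2 h replicate 1 (log2 ratio or correlation -3.76, gap over range 0.84), Hspa1b, AlCl_3_ medium control 2 h replicate 1 (log2 ratio or correlation 0.44, gap over range 0.84), Mmp10, AlCl_3_ 2.37 µg/mL 24 h replicate 3 (log2 ratio or correlation -0.19, gap over range 0.85), Hk2, AlCl_3_ 47 µg/mL 2 h replicate 3 (log2 ratio or correlation -0.88, gap over range 0.87), Mmp10, AlCl_3_ medium control 24 h replicate 1 (log2 ratio or correlation -0.34, gap over range 0.94), correlation with its own group, AlCl_3_ medium control 48 h replicate 4 (log2 ratio or correlation 0.968, gap over range 0.95).

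The forms of a metal moved in opposite directions, by a test of the difference on the log2 scale, for Hspa1b in ZnO NPs 5 ZnO MPs 5 µg/mL, 48 h (difference -4.80, from -0.66 and 4.14, adjusted p = 1.44e-05), Hsph1 in ZnO NPs 5 ZnO MPs 5 µg/mL, 24 h (difference -3.57, from -0.80 and 2.77, adjusted p = 4.3e-16), Il33 in NiO MPs 25 NiCl_2_ 80 µg/mL, 48 h (difference 3.42, from 0.63 and -2.79, adjusted p = 8.24e-16), Gsta4 in ZnO NPs 5 ZnCl_2_ 8.5 µg/mL, 24 h (difference 2.69, from 1.39 and -1.30, adjusted p = 8.94e-15), Id1 in ZnO NPs 5 ZnO MPs 5 µg/mL, 24 h (difference -2.60, from -0.75 and 1.85, adjusted p = 1.37e-10).

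The main text of the paper does not name 3 zinc response genes that rose with 8.5 µg/mL of ZnCl_2_ at 24 h, namely Mt1 by 4.18 (standard error 0.09, adjusted p = 3.71e-25), Mt2 by 4.60 (standard error 0.11, adjusted p = 7.31e-25), Slc30a1 by 1.18 (standard error 0.09, adjusted p = 4.51e-12) on the log2 scale. Mt1 and Mt2 encode metallothioneins and Slc30a1 a zinc exporter.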

How the results depend on the processing

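The alternatives without 2 slides, without the NiO NP control, with single channels set to 1 distribution and with genes matched to a symbol were chosen after the data were seen. The cause of each change below was not tested, apart from the alternatives that test fewer arrays or drop the fold threshold. Quantile normalization of the averages between arrays leaves log ratios as they are and was not run. Signal near background on many spots limits weakly expressed genes. Gene lists depended most on the correlation used in camera, since with the estimated one 110 shifts still passed and 230 did not.

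With 10th ranked gene in place of the reported value, point of departure, ZnCl_2_ 2 h 0.292 (from 0.482), point of departure, ZnCl_2_ 24 h 0.26 (from 0.357), point of departure, NiO MPs 24 h 0.975 (from 1.53), point of departure, Al_2_O_3_ MPs 48 h 1.29 (from 2.45), point of departure, AlCl_3_ 24 h 0.517 (from 1.53), point of departure, AlCl_3_ 48 h 0.315 (from 0.491), point of departure, TiO_2_ NPs 24 h 0.467 (from 1.31).

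With 2 SD benchmark response in place of the reported value, point of departure, ZnO NPs 2 h 0.798 (from 0.407), point of departure, ZnO NPs 24 h 0.55 (from 0.273), point of departure, ZnO MPs 2 h 2.56 (from 1.28), point of departure, ZnO MPs 24 h 0.515 (from 0.261), point of departure, ZnO MPs 48 h 0.569 (from 0.284), point of departure, ZnCl_2_ 2 h 0.91 (from 0.482), point of departure, ZnCl_2_ 24 h 0.717 (from 0.357), point of departure, ZnCl_2_ 48 h 0.598 (from 0.292), point of departure, NiO NPs 48 h 3.13 (from 1.5), point of departure, NiO MPs 24 h 3.1 (from 1.53), point of departure, NiO MPs 48 h 4.43 (from 2.12), point of departure, NiCl_2_ 24 h 0.465 (from 0.225), point of departure, NiCl_2_ 48 h 0.52 (from 0.232), point of departure, Al_2_O_3_ NPs 24 h 7.65 (from 3.1), point of departure, Al_2_O_3_ NPs 48 h 2.7 (from 1.24), point of departure, Al_2_O_3_ MPs 24 h 4.6 (from 2.2), point of departure, Al_2_O_3_ MPs 48 h 5.06 (from 2.45), point of departure, AlCl_3_ 48 h 1.04 (from 0.491), point of departure, TiO_2_ NPs 24 h 3.56 (from 1.31), point of departure, TiO_2_ MPs 24 h 7.12 (from 3.35), point of departure, TiO_2_ MPs 48 h 4.68 (from 2.21).

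With 50th ranked gene in place of the reported value, point of departure, Al_2_O_3_ NPs 24 h 13.6 (from 3.1), point of departure, Al_2_O_3_ MPs 24 h 4.71 (from 2.2), point of departure, Al_2_O_3_ MPs 48 h 4.34 (from 2.45), point of departure, TiO_2_ NPs 24 h 1.98 (from 1.31).

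With Feature Extraction log ratio in place of the reported value, ZnO NPs 5 µg/mL 2 h 1252 (from 558), ZnO NPs 5 µg/mL 24 h 3132 (from 1932), ZnO NPs 5 µg/mL 48 h 3312 (from 2174), ZnO MPs 5 µg/mL 24 h 13292 (from 7267), ZnO MPs 5 µg/mL 48 h 12762 (from 7786), ZnCl_2_ 8.5 µg/mL 2 h 653 (from 284), ZnCl_2_ 8.5 µg/mL 24 h 10800 (from 5734), ZnCl_2_ 8.5 µg/mL 48 h 10888 (from 6509), NiO NPs 50 µg/mL 24 h 3376 (from 2130), NiO MPs 50 µg/mL 2 h 5 (from 3), NiO MPs 50 µg/mL 24 h 666 (from 336), NiCl_2_ 80 µg/mL 2 h 4 (from 0), NiCl_2_ 80 µg/mL 24 h 5254 (from 3142), NiCl_2_ 80 µg/mL 48 h 7049 (from 4251), Al_2_O_3_ NPs 50 µg/mL 2 h 1 (from 0), Al_2_O_3_ MPs 50 µg/mL 24 h 258 (from 104), Al_2_O_3_ MPs 50 µg/mL 48 h 256 (from 106), AlCl_3_ 118 µg/mL 24 h 130 (from 50), AlCl_3_ 118 µg/mL 48 h 934 (from 413), TiO_2_ NPs 100 µg/mL 2 h 2 (from 9), TiO_2_ MPs 100 µg/mL 24 h 233 (from 136), TiO_2_ MPs 100 µg/mL 2 h 0 (from 4), TiO_2_ MPs 100 µg/mL 48 h 444 (from 244), difference of ZnO NPs 5 and ZnO MPs 5 µg/mL, 24 h 9762 (from 5685), difference of ZnO NPs 5 and ZnO MPs 5 µg/mL, 48 h 8477 (from 5603), difference of ZnO NPs 5 and ZnCl_2_ 8.5 µg/mL, 24 h 6745 (from 3679), difference of ZnO NPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 6876 (from 4248), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 354 (from 644), difference of NiO NPs 50 and NiO MPs 50 µg/mL, 24 h 772 (from 498), difference of NiO NPs 25 and NiCl_2_ 80 µg/mL, 24 h 1414 (from 835), difference of NiO NPs 25 and NiCl_2_ 80 µg/mL, 48 h 3435 (from 2220), point of departure, ZnO NPs 2 h 0.253 (from 0.407), point of departure, ZnO NPs 24 h 0.199 (from 0.273), point of departure, ZnO MPs 2 h 0.193 (from 1.28), point of departure, ZnO MPs 24 h 0.151 (from 0.261), point of departure, ZnCl_2_ 2 h 0.215 (from 0.482), point of departure, ZnCl_2_ 24 h 0.261 (from 0.357), point of departure, Al_2_O_3_ MPs 24 h 0.743 (from 2.2), point of departure, Al_2_O_3_ MPs 48 h 1.22 (from 2.45), point of departure, AlCl_3_ 24 h 0.512 (from 1.53), point of departure, AlCl_3_ 48 h 0.159 (from 0.491), point of departure, TiO_2_ NPs 24 h 0.607 (from 1.31), point of departure, TiO_2_ MPs 48 h 1.47 (from 2.21).

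Direction turned with Feature Extraction log ratio for list Leukocyte markers, NiO NPs 50 µg/mL 2 h (adjusted p = 0.626, from 0.000301).

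With genes matched to a symbol only (chosen after the data were seen) in place of the reported value, ZnCl_2_ 8.5 µg/mL 2 h 184 (from 284), NiO MPs 50 µg/mL 24 h 195 (from 336), NiO MPs 50 µg/mL 48 h 271 (from 425), TiO_2_ NPs 100 µg/mL 24 h 1582 (from 2560), TiO_2_ MPs 100 µg/mL 2 h 2 (from 4), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 24 h 1122 (from 1839), difference of TiO_2_ NPs 100 and TiO_2_ MPs 100 µg/mL, 24 h 674 (from 1293).

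With middle concentration in place of the reported value, correlation within minus between metals, 2 h 0.002 (from 0.218).

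With no background correction in place of the reported value, Al_2_O_3_ MPs 50 µg/mL 24 h 172 (from 104), Al_2_O_3_ MPs 50 µg/mL 48 h 181 (from 106), TiO_2_ MPs 100 µg/mL 2 h 2 (from 4), difference of NiO NPs 25 and NiCl_2_ 80 µg/mL, 24 h 1491 (from 835).

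Direction turned with no background correction for list HIF-1 hypoxia targets, NiO NPs 50 µg/mL 2 h (adjusted p = 0.771, from 0.000281), list Leukocyte markers, NiO NPs 50 µg/mL 2 h (adjusted p = 0.524, from 0.000301).

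With no filter on dim probes in place of the reported value, TiO_2_ NPs 100 µg/mL 2 h 5 (from 9), TiO_2_ MPs 100 µg/mL 2 h 2 (from 4).

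With no fold cut in place of the reported value, ZnO NPs 5 µg/mL 2 h 2270 (from 558), ZnO NPs 5 µg/mL 24 h 7048 (from 1932), ZnO NPs 5 µg/mL 48 h 7226 (from 2174), ZnO MPs 5 µg/mL 24 h 16377 (from 7267), ZnO MPs 5 µg/mL 2 h 99 (from 61), ZnO MPs 5 µg/mL 48 h 16456 (from 7786), ZnCl_2_ 8.5 µg/mL 2 h 1022 (from 284), ZnCl_2_ 8.5 µg/mL 24 h 15175 (from 5734), ZnCl_2_ 8.5 µg/mL 48 h 14720 (from 6509), NiO NPs 50 µg/mL 24 h 5119 (from 2130), NiO NPs 50 µg/mL 48 h 7409 (from 3619), NiO MPs 50 µg/mL 24 h 2295 (from 336), NiO MPs 50 µg/mL 48 h 1246 (from 425), NiCl_2_ 80 µg/mL 24 h 10384 (from 3142), NiCl_2_ 80 µg/mL 48 h 12165 (from 4251), Al_2_O_3_ NPs 50 µg/mL 2 h 1 (from 0), Al_2_O_3_ NPs 50 µg/mL 24 h 117 (from 31), Al_2_O_3_ NPs 50 µg/mL 48 h 579 (from 188), Al_2_O_3_ MPs 50 µg/mL 24 h 903 (from 104), Al_2_O_3_ MPs 50 µg/mL 48 h 766 (from 106), AlCl_3_ 118 µg/mL 24 h 1084 (from 50), AlCl_3_ 118 µg/mL 48 h 3374 (from 413), TiO_2_ NPs 100 µg/mL 24 h 7181 (from 2560), TiO_2_ NPs 100 µg/mL 48 h 6021 (from 2097), TiO_2_ MPs 100 µg/mL 24 h 1056 (from 136), TiO_2_ MPs 100 µg/mL 2 h 9 (from 4), TiO_2_ MPs 100 µg/mL 48 h 1809 (from 244), difference of ZnO NPs 5 and ZnO MPs 5 µg/mL, 24 h 11091 (from 5685), difference of ZnO NPs 5 and ZnO MPs 5 µg/mL, 48 h 10683 (from 5603), difference of ZnO NPs 5 and ZnCl_2_ 8.5 µg/mL, 24 h 8759 (from 3679), difference of ZnO NPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 9030 (from 4248), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 24 h 4663 (from 1839), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 1267 (from 644), difference of NiO NPs 50 and NiO MPs 50 µg/mL, 24 h 814 (from 498), difference of NiO NPs 25 and NiCl_2_ 80 µg/mL, 24 h 1815 (from 835), difference of NiO NPs 25 and NiCl_2_ 80 µg/mL, 48 h 3931 (from 2220), difference of NiO MPs 25 and NiCl_2_ 80 µg/mL, 24 h 5946 (from 2131), difference of NiO MPs 25 and NiCl_2_ 80 µg/mL, 48 h 7947 (from 3667), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 24 h 112 (from 60), difference of Al_2_O_3_ NPs 25 and AlCl_3_ 118 µg/mL, 24 h 28 (from 18), difference of Al_2_O_3_ NPs 25 and AlCl_3_ 118 µg/mL, 48 h 131 (from 52), difference of Al_2_O_3_ MPs 25 and AlCl_3_ 118 µg/mL, 24 h 148 (from 46), difference of Al_2_O_3_ MPs 25 and AlCl_3_ 118 µg/mL, 48 h 655 (from 222), difference of TiO_2_ NPs 100 and TiO_2_ MPs 100 µg/mL, 24 h 3146 (from 1293), difference of TiO_2_ NPs 100 and TiO_2_ MPs 100 µg/mL, 48 h 2254 (from 1043).

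With no goodness of fit filter in place of the reported value, point of departure, TiO_2_ NPs 24 h 0.603 (from 1.31).

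With one time point per fit in place of the reported value, ZnO MPs 5 µg/mL 2 h 0 (from 61), NiO MPs 50 µg/mL 2 h 1 (from 3), Al_2_O_3_ NPs 50 µg/mL 24 h 8 (from 31), Al_2_O_3_ MPs 50 µg/mL 2 h 4 (from 7), TiO_2_ NPs 100 µg/mL 2 h 5 (from 9), TiO_2_ MPs 100 µg/mL 2 h 0 (from 4), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 417 (from 644), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 24 h 29 (from 60).

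With quantile of single channels between arrays (chosen after the data were seen) in place of the reported value, Al_2_O_3_ NPs 50 µg/mL 24 h 20 (from 31), TiO_2_ MPs 100 µg/mL 2 h 2 (from 4).

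Direction turned with quantile of single channels between arrays (chosen after the data were seen) for list HIF-1 hypoxia targets, NiO NPs 50 µg/mL 2 h (adjusted p = 0.298, from 0.000281), list Glycolysis, NiO NPs 50 µg/mL 2 h (adjusted p = 0.749, from 0.00394), list Leukocyte markers, NiO NPs 50 µg/mL 2 h (adjusted p = 0.00174, from 0.000301).

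With replicate block in place of the reported value, ZnO MPs 5 µg/mL 2 h 104 (from 61), NiO NPs 50 µg/mL 2 h 2 (from 0), NiCl_2_ 80 µg/mL 2 h 18 (from 0), Al_2_O_3_ NPs 50 µg/mL 2 h 7 (from 0), Al_2_O_3_ NPs 50 µg/mL 24 h 60 (from 31), TiO_2_ NPs 100 µg/mL 2 h 50 (from 9), difference of NiO NPs 50 and NiO MPs 50 µg/mL, 24 h 819 (from 498), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 24 h 155 (from 60), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 48 h 199 (from 91), difference of Al_2_O_3_ NPs 25 and AlCl_3_ 118 µg/mL, 24 h 36 (from 18), difference of Al_2_O_3_ NPs 25 and AlCl_3_ 118 µg/mL, 48 h 124 (from 52).

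With series value table in place of the reported value, ZnO NPs 5 µg/mL 2 h 290 (from 558), ZnO NPs 5 µg/mL 24 h 1196 (from 1932), ZnO NPs 5 µg/mL 48 h 1319 (from 2174), ZnO MPs 5 µg/mL 2 h 33 (from 61), ZnO MPs 5 µg/mL 48 h 4986 (from 7786), ZnCl_2_ 8.5 µg/mL 48 h 4198 (from 6509), NiO NPs 50 µg/mL 24 h 1262 (from 2130), NiO NPs 50 µg/mL 48 h 2227 (from 3619), NiO MPs 50 µg/mL 2 h 0 (from 3), NiO MPs 50 µg/mL 24 h 164 (from 336), NiO MPs 50 µg/mL 48 h 245 (from 425), NiCl_2_ 80 µg/mL 24 h 1893 (from 3142), NiCl_2_ 80 µg/mL 48 h 2695 (from 4251), Al_2_O_3_ NPs 50 µg/mL 2 h 1 (from 0), Al_2_O_3_ NPs 50 µg/mL 24 h 18 (from 31), Al_2_O_3_ NPs 50 µg/mL 48 h 113 (from 188), Al_2_O_3_ MPs 50 µg/mL 2 h 3 (from 7), AlCl_3_ 118 µg/mL 24 h 33 (from 50), TiO_2_ NPs 100 µg/mL 2 h 2 (from 9), TiO_2_ NPs 100 µg/mL 24 h 1181 (from 2560), TiO_2_ NPs 100 µg/mL 48 h 1156 (from 2097), difference of ZnO NPs 5 and ZnO MPs 5 µg/mL, 48 h 3709 (from 5603), difference of ZnO NPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 2767 (from 4248), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 24 h 1145 (from 1839), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 360 (from 644), difference of NiO NPs 50 and NiO MPs 50 µg/mL, 48 h 1533 (from 2384), difference of NiO MPs 25 and NiCl_2_ 80 µg/mL, 24 h 1344 (from 2131), difference of NiO MPs 25 and NiCl_2_ 80 µg/mL, 48 h 2347 (from 3667), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 24 h 22 (from 60), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 48 h 47 (from 91), difference of Al_2_O_3_ NPs 25 and AlCl_3_ 118 µg/mL, 24 h 7 (from 18), difference of Al_2_O_3_ MPs 25 and AlCl_3_ 118 µg/mL, 24 h 15 (from 46), difference of TiO_2_ NPs 100 and TiO_2_ MPs 100 µg/mL, 24 h 453 (from 1293), difference of TiO_2_ NPs 100 and TiO_2_ MPs 100 µg/mL, 48 h 540 (from 1043), groups with the HIF-1 list over-represented 18 (from 28), point of departure, Al_2_O_3_ MPs 24 h 4.21 (from 2.2), point of departure, Al_2_O_3_ MPs 48 h 4.04 (from 2.45), point of departure, AlCl_3_ 24 h 6.62 (from 1.53).

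Direction turned with series value table for list HIF-1 hypoxia targets, NiO NPs 50 µg/mL 2 h (adjusted p = 0.572, from 0.000281), list Glycolysis, NiO NPs 50 µg/mL 2 h (adjusted p = 0.919, from 0.00394), list Interferon response, NiO NPs 50 µg/mL 2 h (adjusted p = 0.473, from 0.0169), list Leukocyte markers, NiO NPs 50 µg/mL 2 h (adjusted p = 0.691, from 0.000301), list Glycolysis, Al_2_O_3_ MPs 50 µg/mL 48 h (adjusted p = 0.921, from 0.0464).

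With slide as block in place of the reported value, ZnO MPs 5 µg/mL 2 h 122 (from 61), NiO NPs 50 µg/mL 2 h 27 (from 0), NiCl_2_ 80 µg/mL 2 h 16 (from 0), Al_2_O_3_ NPs 50 µg/mL 2 h 8 (from 0), Al_2_O_3_ NPs 50 µg/mL 24 h 53 (from 31), TiO_2_ NPs 100 µg/mL 2 h 30 (from 9), difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 974 (from 644), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 24 h 110 (from 60), difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 48 h 170 (from 91), difference of Al_2_O_3_ NPs 25 and AlCl_3_ 118 µg/mL, 48 h 87 (from 52).

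With without the arrays of 2 slides (chosen after the data were seen) in place of the reported value, ZnO MPs 5 µg/mL 2 h 494 (from 61), NiCl_2_ 80 µg/mL 2 h 92 (from 0), point of departure, ZnO MPs 2 h 0.313 (from 1.28), point of departure, ZnO MPs 48 h 0.209 (from 0.284).

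Leaving out 1 replicate at a time gave, as lowest to highest, ZnO MPs 5 µg/mL 2 h 0 to 365, NiO NPs 50 µg/mL 2 h 0 to 12, NiCl_2_ 80 µg/mL 2 h 0 to 90, Al_2_O_3_ NPs 50 µg/mL 24 h 0 to 29, Al_2_O_3_ MPs 50 µg/mL 2 h 2 to 5, TiO_2_ NPs 100 µg/mL 2 h 0 to 0, TiO_2_ MPs 100 µg/mL 2 h 0 to 1, difference of ZnO MPs 5 and ZnCl_2_ 8.5 µg/mL, 48 h 280 to 745, difference of NiO NPs 50 and NiO MPs 50 µg/mL, 24 h 151 to 672, difference of NiO NPs 50 and NiO MPs 50 µg/mL, 48 h 928 to 3290, difference of NiO NPs 25 and NiCl_2_ 80 µg/mL, 24 h 361 to 1031, difference of NiO NPs 25 and NiCl_2_ 80 µg/mL, 48 h 1448 to 2423, difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 24 h 10 to 18, difference of Al_2_O_3_ NPs 50 and Al_2_O_3_ MPs 50 µg/mL, 48 h 25 to 46, difference of Al_2_O_3_ NPs 25 and AlCl_3_ 118 µg/mL, 48 h 18 to 59, difference of Al_2_O_3_ MPs 25 and AlCl_3_ 118 µg/mL, 24 h 24 to 66, difference of TiO_2_ NPs 100 and TiO_2_ MPs 100 µg/mL, 24 h 787 to 1196, difference of TiO_2_ NPs 100 and TiO_2_ MPs 100 µg/mL, 48 h 688 to 949, point of departure, ZnO NPs 2 h 0.252 to 0.347, point of departure, ZnO NPs 24 h 0.179 to 0.217, point of departure, ZnO NPs 48 h 0.155 to 0.164, point of departure, ZnO MPs 24 h 0.154 to 0.177, point of departure, ZnO MPs 48 h 0.171 to 0.212, point of departure, ZnCl_2_ 2 h 0.303 to 0.449, point of departure, NiO NPs 48 h 0.956 to 1.5, point of departure, NiO MPs 48 h 1.42 to 1.54, point of departure, NiCl_2_ 24 h 0.154 to 0.179, point of departure, NiCl_2_ 48 h 0.106 to 0.179, point of departure, Al_2_O_3_ MPs 24 h 1.23 to 1.93, point of departure, Al_2_O_3_ MPs 48 h 1.6 to 1.98, point of departure, AlCl_3_ 48 h 0.356 to 0.386, point of departure, Al_2_O_3_ NPs 24 h 1.56 to 2.34, point of departure, ZnO MPs 2 h 0.284 to 0.284.

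For gene lists whose direction turned without 1 replicate, the lowest to highest values were list HIF-1 hypoxia targets, NiO NPs 50 µg/mL 2 h adjusted p = 1.92e-05 to 0.828 (from 0.000281), list Interferon response, NiO NPs 50 µg/mL 2 h adjusted p = 0.00865 to 0.563 (from 0.0169), list Leukocyte markers, NiO NPs 50 µg/mL 2 h adjusted p = 1.92e-05 to 0.556 (from 0.000301), list Interferon response, NiO MPs 50 µg/mL 48 h adjusted p = 5.23e-11 to 0.0813 (from 0.000541), list Immediate early genes, Al_2_O_3_ NPs 50 µg/mL 24 h adjusted p = 0.000942 to 0.278 (from 0.0379).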

Differences from the paper's values

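The alternatives named here were set before the data were examined unless stated. The paper's thresholds for genes, an adjusted p under 0.05 and at least 1.5-fold, were used, with limma in place of its MAANOVA test. A count or fold is listed, and called a difference, where it and the paper's value are over 1.5 times apart, and a correlation where it lies over 1 standard error away on the Fisher scale. A lower bound, which the fold of Rasd1 with ZnCl_2_ is, counts only where it is over 1.5 times the paper's value. Smaller gaps are not listed.

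For ZnO NPs 0.5 µg/mL 2 h the paper's value is 1 and 0 here, with a difference with each alternative. For ZnO NPs 0.5 µg/mL 24 h the paper's value is 1 and 0 here, with no difference with the replicate number as a block (1) and a difference with the other alternatives. For ZnO NPs 1 µg/mL 24 h the paper's value is 5 and 1 here, with no difference with slide as a block (6) and a difference with the other alternatives. For ZnO MPs 1 µg/mL 24 h the paper's value is 1 and 0 here, with no difference with one time point per fit (1), without replicate 1 (1) and a difference with the other alternatives. For ZnCl_2_ 5.1 µg/mL 48 h the paper's value is 371 and 247 here, with no difference with slide as a block (265), the replicate number as a block (256), no background correction (340), without replicate 2 (278) and a difference with the other alternatives. For NiCl_2_ 80 µg/mL 2 h the paper's value is 14 and 0 here, with no difference with slide as a block (16), the replicate number as a block (18) and a difference with the other alternatives. For NiO MPs 10 µg/mL 24 h the paper's value is 15 and 9 here, with no difference with slide as a block (11), the replicate number as a block (13), no background correction (11), Feature Extraction log ratio (13), without replicate 3 (12) and a difference with the other alternatives. For NiO NPs 5 µg/mL 48 h the paper's value is 2 and 0 here, with a difference with each alternative. For NiO NPs 10 µg/mL 48 h the paper's value is 63 and 104 here, with no difference with no filter on dim probes (77), one time point per fit (71) and a difference with the other alternatives. For Al_2_O_3_ NPs 25 µg/mL 24 h the paper's value is 2 and 0 here, with a difference with each alternative. For Al_2_O_3_ NPs 50 µg/mL 24 h the paper's value is 72 and 31 here, with no difference with slide as a block (53), the replicate number as a block (60) and a difference with the other alternatives. For Al_2_O_3_ MPs 10 µg/mL 24 h the paper's value is 8 and 4 here, with no difference with the replicate number as a block (7), no background correction (7) and a difference with the other alternatives. For Al_2_O_3_ MPs 50 µg/mL 24 h the paper's value is 169 and 104 here, with no difference with no background correction (172), without replicate 1 (152) and a difference with the other alternatives. For AlCl_3_ 118 µg/mL 24 h the paper's value is 87 and 50 here, with no difference with no background correction (74), Feature Extraction log ratio (130) and a difference with the other alternatives. For Al_2_O_3_ NPs 10 µg/mL 48 h the paper's value is 13 and 4 here, with no difference with slide as a block (18) and a difference with the other alternatives. For Al_2_O_3_ MPs 10 µg/mL 48 h the paper's value is 6 and 2 here, with no difference with the replicate number as a block (4) and a difference with the other alternatives. For TiO_2_ NPs 25 µg/mL 2 h the paper's value is 6 and 0 here, with no difference with slide as a block (4), the replicate number as a block (5) and a difference with the other alternatives. For TiO_2_ NPs 50 µg/mL 2 h the paper's value is 8 and 3 here, with no difference with slide as a block (7), no fold threshold (6) and a difference with the other alternatives. For TiO_2_ NPs 100 µg/mL 2 h the paper's value is 19 and 9 here, with no difference with no fold threshold (13) and a difference with the other alternatives. For TiO_2_ MPs 25 µg/mL 2 h the paper's value is 11 and 0 here, with a difference with each alternative. For TiO_2_ MPs 50 µg/mL 2 h the paper's value is 4 and 0 here, with a difference with each alternative. For TiO_2_ MPs 25 µg/mL 24 h the paper's value is 4 and 0 here, with a difference with each alternative. For TiO_2_ MPs 50 µg/mL 48 h the paper's value is 129 and 73 here, with no difference with slide as a block (111), the replicate number as a block (101), no background correction (101), Feature Extraction log ratio (131), without replicate 2 (109) and a difference with the other alternatives. For highest fold of Rasd1 in ZnO MPs and ZnCl_2_ groups, Zn the paper's value is 49 and 27.7 here, with no difference with no background correction (32.8) and a difference with the other alternatives. The value here is for ZnO MPs at 24 h, where Rasd1 was near background on most control arrays, so this fold may be too small. For Spearman correlation of HIF-1 coverage and viable density, all the paper's value is -0.905 and -0.81 here, with no difference with groups with at least 25 changed genes only (-0.90) and a difference with the other alternatives. For fold of Mmp10, ZnCl_2_ 8.5 µg/mL 48 h the paper's value about 8.1 in Figure 6, read by eye and 5.04 here, with no difference with no background correction (7.07), series value table (8.08), without replicate 2 (5.46) and a difference with the other alternatives.

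The paper ranks Rasd1 and Hk2 among its 10 highest genes, and here they came after the first 10, while its other 8 genes were among them. The paper's ranking covers only samples with the pathway enriched, Cu materials among them, and the ranking here covers all exposed groups without Cu. A change of place is therefore not over like groups. Both were among the first 10 with the deposited series values. Rasd1 also was with slide as a block, without background correction, with the log ratios of Feature Extraction, and without replicate 1 or replicate 3. Of all 10, 6 were among the first 10 with the deposited series values and 7 without background correction. The list was written with the genes the paper names, so this is not independent evidence. The paper's counts of groups with the HIF-1 pathway include Cu materials, which are not analysed here. The correlation of HIF-1 coverage is not over like groups, since the paper's covers Cu materials and the IPA gene set, and the value here covers 34 groups with a viable cell density in the paper and a list of 91 genes.

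For points of departure the paper finds the 3 Ni forms equal at 24 h, where NiCl_2_ was at 0.225 with bounds below those of both oxides, and the Al forms equal at 48 h, where AlCl_3_ was at 0.491 with bounds below those of both particles. It puts TiO_2_ NPs below TiO_2_ MPs by mass at 48 h and MPs below NPs by surface, and here the bounds overlap on both scales. By surface it finds the 2 ZnO forms equal at 24 h, where the bounds of MPs lie lower. At 2 h it gives points of departure for TiO_2_ NPs and NiO NPs, and too few genes had a benchmark concentration here. With the log ratios of Feature Extraction 3.97 was obtained for TiO_2_ NPs and 15.4 for NiO NPs, and without replicate 1 or 2 0.493 and 0.331 for NiO NPs. With the 10th ranked gene the values were 2.92 and 0.518. Bounds that lie apart are no test of a difference, since they were too narrow for simulated genes. NiCl_2_ and AlCl_3_ were also tested from lower metal concentrations than their oxides, and the values of NiCl_2_ lie below its lowest one. The SD of the benchmark response and the fitted shapes also differ from those of the paper. Of 78 counts of genes, 23 differ by over 1.5 times, and so do 3 of the 36 that are at least 100 in the paper.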

Other observations

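The lists of this part were set before the data were examined, and the comparisons described were picked after their results were seen.

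Matrix metalloproteinase genes, whose enzymes cut extracellular matrix, gave 3 higher, 4 lower and 8 of 15 not passing (3 higher and 4 lower adjusted over the list alone) with ZnCl_2_ at 24 h (median log2 fold change 0.04, adjusted p = 0.993 from camera and adjusted p = 0.993 with an estimated correlation) and 3 higher, 0 lower and 10 of 13 not passing (3 higher and 0 lower adjusted over the list alone) with TiO_2_ NPs at 24 h (median log2 fold change 0.04, adjusted p = 0.821 from camera and adjusted p = 0.934 with an estimated correlation). Fibroblast marker genes gave 1 higher, 4 lower and 3 of 8 not passing (1 higher and 4 lower adjusted over the list alone) with ZnCl_2_ at 48 h (median log2 fold change -0.63, adjusted p = 0.0388 from camera and adjusted p = 0.212 with an estimated correlation) and 1 higher, 4 lower and 3 of 8 not passing (1 higher and 4 lower adjusted over the list alone) with NiCl_2_ at 48 h (median log2 fold change -0.64, adjusted p = 0.11 from camera and adjusted p = 0.477 with an estimated correlation).

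With ZnCl_2_ at 48 h alveolar type I markers gave 1 higher, 2 lower and 6 of 9 not passing (1 higher and 2 lower adjusted over the list alone), alveolar type II markers 2 higher, 1 lower and 3 of 6 not passing (2 higher and 1 lower adjusted over the list alone), endothelial markers 1 higher, 1 lower and 4 of 6 not passing (1 higher and 1 lower adjusted over the list alone), leukocyte markers 1 higher, 1 lower and 9 of 11 not passing (1 higher and 1 lower adjusted over the list alone) and ribosomal protein genes 0 higher, 0 lower and 29 of 29 not passing (0 higher and 0 lower adjusted over the list alone).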
